# Cellular Characterization and Interspecies Evolution of the Tree Shrew Retina across Postnatal Lifespan

**DOI:** 10.34133/research.0536

**Published:** 2024-11-21

**Authors:** Liu-Lin Xiong, Yi-Fei Sun, Rui-Ze Niu, Lu-Lu Xue, Li Chen, Li-Ren Huangfu, Jing Li, Yu-Ying Wang, Xin Liu, Wen-Yuan Wang, Zhong-Fu Zuo, Ting-Hua Wang

## Abstract

Tree shrews (TSs) possess a highly developed visual system. Here, we establish an age-related single-cell RNA sequencing atlas of retina cells from 15 TSs, covering 6 major retina cell classes and 3 glial cell types. An age effect is observed on the cell subset composition and gene expression pattern. We then verify the cell subtypes and identify specific markers in the TS retina including *CA10* for bipolar cells, *MEGF11* for H1 horizontal cells, and *SLIT2*, *RUNX1*, *FOXP2*, and *SPP1* for retinal ganglion cell subpopulations. The cross-species analysis elucidates the cell type-specific transcriptional programs, different cell compositions, and cell communications. The comparisons also reveal that TS cones and subclasses of bipolar and amacrine cells exhibit the closest relationship with humans and macaques. Our results suggests that TS could be used as a better disease model to understand age-dependent cellular and genetic mechanisms of the retina, particularly for the retinal diseases associated with cones.

## Introduction

Primates have long been considered the most suitable animal models for studying human diseases. However, research using primates is limited mainly due to their high costs and time consumption, and stringent requirements for laboratory animals and scientific research facilities. The tree shrew (*Tupaia belangeri*; TS) is an animal species with a unique evolution of dominant organs and distinct evolutionary relationships between primates and rodents [1,2]. Being one of the closest living relatives of primates (*Eeuarchontogliers*), TS possesses a cone-dominant retina with short-wave sensitivity (SWS) and long-wave sensitivity (LWS) cones [3], and its highly developed visual system shares various features with primates [4]. RNA sequencing analysis revealed that TS shares high homology with humans in terms of Alzheimer’s disease (AD)-related differentially expressed genes (DEGs) in human brain tissues [5]. Additionally, TS have been employed in vision studies [6–8], as they are a diurnal mammalian species closely related to primates that have multiple advantages for the translational study of visual prosthetics. TS retina is primarily composed of cones [9], which is advantageous for prosthetic vision research as humans typically operate in illuminated environments. Additionally, as a diurnal mammal that heavily relies on vision [10], the TS can be easily trained on visually based cognitive behavioral tasks [7,11]. Therefore, it is essential to explore whether TS can serve as a suitable animal model for studying age-related retinal disorders.

The retina is a special photosensitive tissue composed of various cell types, including 5 major classes of retinal cells: photoreceptors (rods and cones); retinal ganglion cells (RGCs), which are classically considered neurons due to their ability to generate action potentials; horizontal cells (HCs); bipolar cells (BCs); amacrine cells (ACs); and non-neuronal Müller glial cells [12]. Photoreceptors in the outer nuclear layer (ONL) sense light and transmit visually evoked signals to interneurons (HCs, BCs, and ACs) in the inner nuclear layer (INL); then, the interneurons process the information that is supplied to RGCs in the innermost layer; and the RGCs finally send axons through the optic nerve to cerebral visual centers [13]. As development progresses and age increases, the photoreceptor structure of the retina degrades, especially in the fovea area of primates, accompanied by a decrease in the proportions of photoreceptors and a decline in visual processing ability [14]. Retinal cell populations vary in composition and proportion according to the age of humans, primates, and rodents [15]. It is essential to elucidate the entirety of the complexity of the retina at an individual cell-type resolution across the postnatal lifespan in TS. In addition, the evolutionary characteristics of the retina that exhibit consistency in different species remains to be elucidated.

Single-nucleus RNA sequencing (snRNA-seq) is highly beneficial for obtaining the transcriptome at the individual cell level in the retina, which can offer critical insights into age-related retinal biology and disease [16]. Recently, snRNA-seq studies have been performed on the retinas of different species, including mice [17], macaques [18], chicks [13], and humans [19]. These studies have provided critical high-resolution transcriptomic data for conventional retinal cell types and allowed the discovery of novel cell subtypes in different animals. In this study, we profiled 107,718 single nuclei from retinal samples of 15 healthy TS donors during postnatal lifespan using the snRNA-seq approach, of which the age range fulfilled the criteria based on the previous publication [20]): infant (1.4 to 2.1 months), mature (24.96 to 36 months), and senile (85.8 to 86.56 months). We identified 9 cell populations with different gene expression characteristics, including cones, rods, BCs, HCs, ACs, RGCs, Müller, astrocytes, and microglia. Cell type-specific transcriptional alterations, specific cell markers, molecular localization, and dysregulated cell-to-cell communication in the TS retina were comprehensively elucidated. A cross-species analysis was also employed to depict the underlying similarities or differences of the single-nucleus transcriptomic landscape, cell composition, and cell communications among TS, humans, macaques, mice, and chicks. Collectively, we provide a retinal age-dependent cellular and single-cell genetic atlas of TS retina, validating the further use of TS for modeling retinal development and disorders.

## Results

### Cell-type taxonomy of the TS retina at different age stages

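Single-nucleus RNA libraries of 15 TS retinas were analysed from the counts deposited for each retina, 5 retinas per stage. The files list raw counts of unique molecular identifiers (UMIs) per nucleus barcode, as Cell Ranger wrote them after its calling of barcodes, without normalization, for 83605 features of the TS annotation. These features comprise single genes with a TSDBGID identifier, numbered copies of a gene (a symbol followed by "li" and a number), antisense features, LINC features and unnamed features. The symbols are used here as the files write them. According to Table S9, infant animals were 1.4 to 2.1 months old, mature animals 24.96 to 36 months and senile animals 85.8 to 86.56 months, with no age tied to a single retina. Sex was read from the symbols of Fig. S1A, which mark replicates 1 to 3 of each stage as female and 4 and 5 as male; Y-linked RNA went against this label in 9 of the 15 retinas. The libraries held between 13429873 UMIs (Senile 2) and 58734300 UMIs (Mature 3), with medians per barcode from 1461 to 5611 UMIs and from 884 to 2263 genes. The median library held 26224146 UMIs in infancy, 30034007 in the mature stage and 21192618 in the senile stage. A single feature, LINC-FRMD8-1, took from 12.1% to 21.2% of the UMIs of each library. Cell Ranger 6.1.2 had been used for 7 of the libraries and version 7.0.1 for the other 8, and both versions occurred in every stage. Every comparison between stages used the retina as its unit: nuclei were counted, or their raw counts summed, per retina and cell class. Shares of nuclei were compared by exact permutation of the retinas, and summed counts by edgeR's quasi-likelihood test with stage and sex in the model.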

To comprehensively elucidate the cellular composition and molecular signatures of the TS retina during development, we isolated cells from 15 retinas of infant, mature, and senile subjects, which were subjected to a 10× Genomics platform for snRNA-seq (Fig. 1A and Fig. S1A). After strict quality control, 107,718 cells including 38,578 cells from infant TS, 35,436 cells from mature TS, and 33,704 cells from senile TS were used for downstream analysis (Fig. S1B and Table S1). 

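Of 120437 deposited barcodes, 119765 passed the limits given in the methods (more than 200 and fewer than 6000 genes, and under 5% mitochondrial UMIs). A doublet score was then computed anew within each retina from simulated doublets, at the rate given in the methods. It called 7940 nuclei, from 3.38% of those in Mature 5 to 7.88% of those in Infancy 3, and these were left out. The 111825 nuclei kept comprised 39372 of infant, 37666 of mature and 34787 of senile TS. The paper's reported counts are 107718 in all and 38578, 35436 and 33704 by stage. A minimum of more than 500 genes in place of 200 would pass 116762 barcodes before doublet calling. Among the mature retinas, Mature 5 had 4269 barcodes and the others between 8243 and 9513.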

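The 111825 nuclei that passed the filters were clustered on 30 principal components of 2000 variable genes, after a correction of the components by retina, with the Leiden method on a graph of 20 neighbours. Among genes that the paper names at the claims, 23 were kept out of the variable genes. ONECUT1, ONECUT2 and the genes found by the edgeR fits were not kept out. This gave 110 clusters at the resolution used, and 142 at the doubled resolution, the alternative that moved the count most.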

Next, 29 cell clusters were confirmed after unbiased clustering using uniform manifold and projection (UMAP), of which the cell number was displayed (Fig. S1C and D). 

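Clusters were named by fixed lists of markers, since the deposited files carry no cell names, and the names used here (cone-like, rod-like and so on, written as the class itself) are those of the rebuilt clusters. Of the kept nuclei, 96451 were named and 15374 were left unnamed, 3504 of them from infant, 5735 from mature and 6135 from senile retinas. Nuclei stayed unnamed where their cluster held the markers of more than 1 class, fewer than 3 markers, or leading genes of another class. Mature 4 alone had 1980 nuclei in clusters with fewer than 3 markers. Senile 3 alone had 2089 in clusters with markers of more than 1 class. In all 2325 nuclei of Senile 3 were unnamed, where 5302 of its barcodes had passed the limits. The named nuclei were 14130 cones, 739 rods, 30049 BCs, 964 HCs, 36967 ACs, 5439 RGCs, 6190 Müller cells, 1536 astrocytes and 437 microglia.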

Upon unsupervised clustering, we divided all cells into 9 cell types according to the specific gene characteristics expressed in each cluster (Fig. 1B and C and Table S1), including 6 types of retinal cells (cones, *CRX*^+^, *OPN1LW*^+^, *ARR3*^+^, *PDE6C*^+^; rods, *CRX*^+^, *PDE6A*^+^, *PDE6B*^+^, *SAG*^+^; BCs, *CA10*^+^, *NETO1*^+^, *GRIK1*^+^, *TRPM1*^+^; HCs, *ONECUT1*^+^, *ONECUT2*^+^; ACs, *PAX6*^+^, *GRM8*^+^, *TFAP2A*^+^, *SLC6A9*^+^; RGCs, *RBPMS*^+^, *SLC17A6*^+^, *NRN1*^+^, *THY1*^+^) and 3 types of glia cells (Müller cells, *RLBP1*^+^, *TF*^+^, *WIF1*^+^; astrocytes, *PAX2*^+^, *SPARCL1*^+^, *AQP4*^+^, *SLC14A1*^+^; microglia, *INPP5D*^+^, *CSF1R*^+^, *C1QB*^+^, *CX3CR1*^+^) visualized using UMAP (Fig. 1C and Fig. S1E and F). Based on these attributes, cellular compositions in the TS retinas of different ages were revealed, showing an increasing trend in the number of RGCs and cones with age, while the proportion of BCs and the 3 non-neuronal cell types (Müller cells, microglia, and astrocytes) showed a decreasing trend with age (Fig. 1D and Fig. S2A).

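As a share of the named nuclei of a retina, cones made up 10.5% ± 2.89 in infancy, 14.1% ± 11.4 in the mature stage and 19.7% ± 8.75 in the senile stage (SD, n = 5 retinas each). The senile mean was 9.13 percentage points above that of infancy, with 4 of 5 senile retinas above the infancy mean (2-sided exact permutation test over all splits of 5 against 5, p = 0.0794; 0.339 after Benjamini-Hochberg adjustment over the 9 classes). Permutation within each sex gave a p of 0.0333 (adjusted p = 0.225), and without Senile 5 the exact permutation p was 0.0238 at 11.7 points (adjusted p = 0.107). RGCs made up 5.36% ± 3.15, 4.16% ± 3.74 and 6.74% ± 3.32, a difference of 1.38 points between the ends of the age range (exact permutation p = 0.50, adjusted p = 0.75). The share of BCs was 35.3% ± 2.13, 32.1% ± 9.92 and 24.7% ± 10.1, and it fell by 10.6 points from infancy to senility, with 4 of 5 senile retinas below all infant retinas (exact permutation p = 0.0556, adjusted p = 0.339). Without Senile 5 the difference of BCs was -14.4 points (exact permutation p = 0.00794, adjusted p = 0.0714). Senile 2 had the largest cone share (30.4%) and the smallest BC share (12.7%) of the senile retinas, so both differences are smaller without it. Müller cells made up 6.19% ± 0.897, 7.24% ± 4.04 and 6.90% ± 4.45, a senile minus infancy difference of 0.711 points (exact permutation p = 0.762). Without Senile 4 that difference was -0.934 points. Astrocytes made up 1.70% ± 1.17, 0.859% ± 0.713 and 1.85% ± 1.90, a difference of 0.143 points (exact permutation p = 0.881) that was -0.672 points without Senile 5. Microglia made up 0.341% ± 0.354, 0.411% ± 0.222 and 0.749% ± 0.482, a difference of 0.408 points (exact permutation p = 0.143, adjusted p = 0.339). No class passed the adjustment in any of the 3 comparisons of stages. With all nuclei that passed the filters as the denominator, the setting that moved the cones most, the senile minus infancy difference was 6.14 points for cones (exact permutation p = 0.167), -0.523 for Müller cells and -0.00356 for astrocytes. Without doublet removal it was -0.352 points for astrocytes and -0.00931 for microglia. Compared only among retinas of the same Cell Ranger version, a test chosen after the data were seen, the difference was 10.4 points for cones and 2.52 for RGCs (exact permutation p = 0.02 and adjusted p = 0.09 for each), and -11.5 for BCs (exact permutation p = 0.06). The same comparison gave 0.306 points for Müller cells, -0.112 for astrocytes and 0.352 for microglia. The paper states from the cell compositions that RGCs and cones tended to increase with age while BCs and the glial types tended to decrease.

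**Figure D1:**
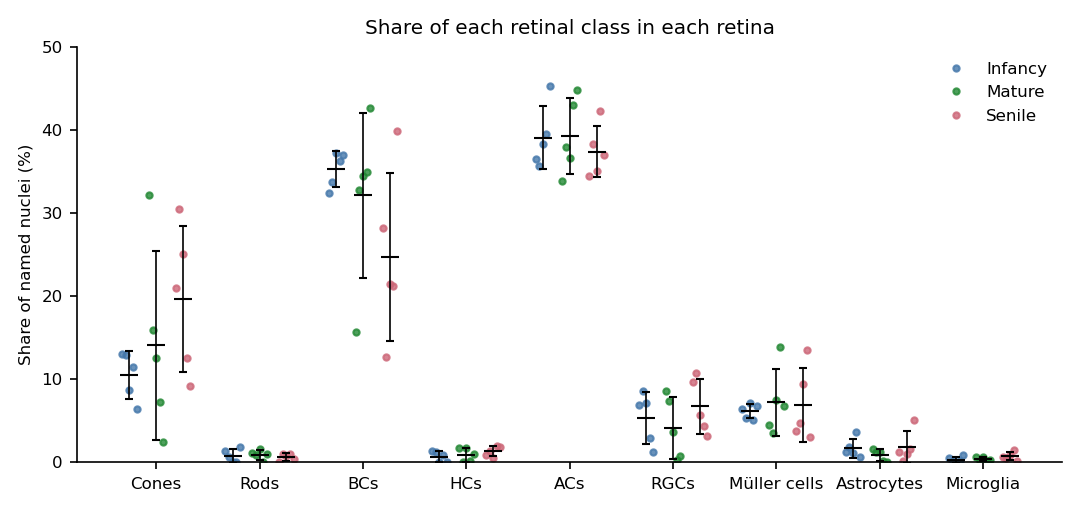
Share of each class among the named nuclei (%, vertical axis) in infant, mature and senile retinas. Points are single retinas, 5 per stage, and bars give the mean and SD; the cone means are 10.5%, 14.1% and 19.7%, and 1 mature retina reaches 32.2%.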

**Fig. 1.**
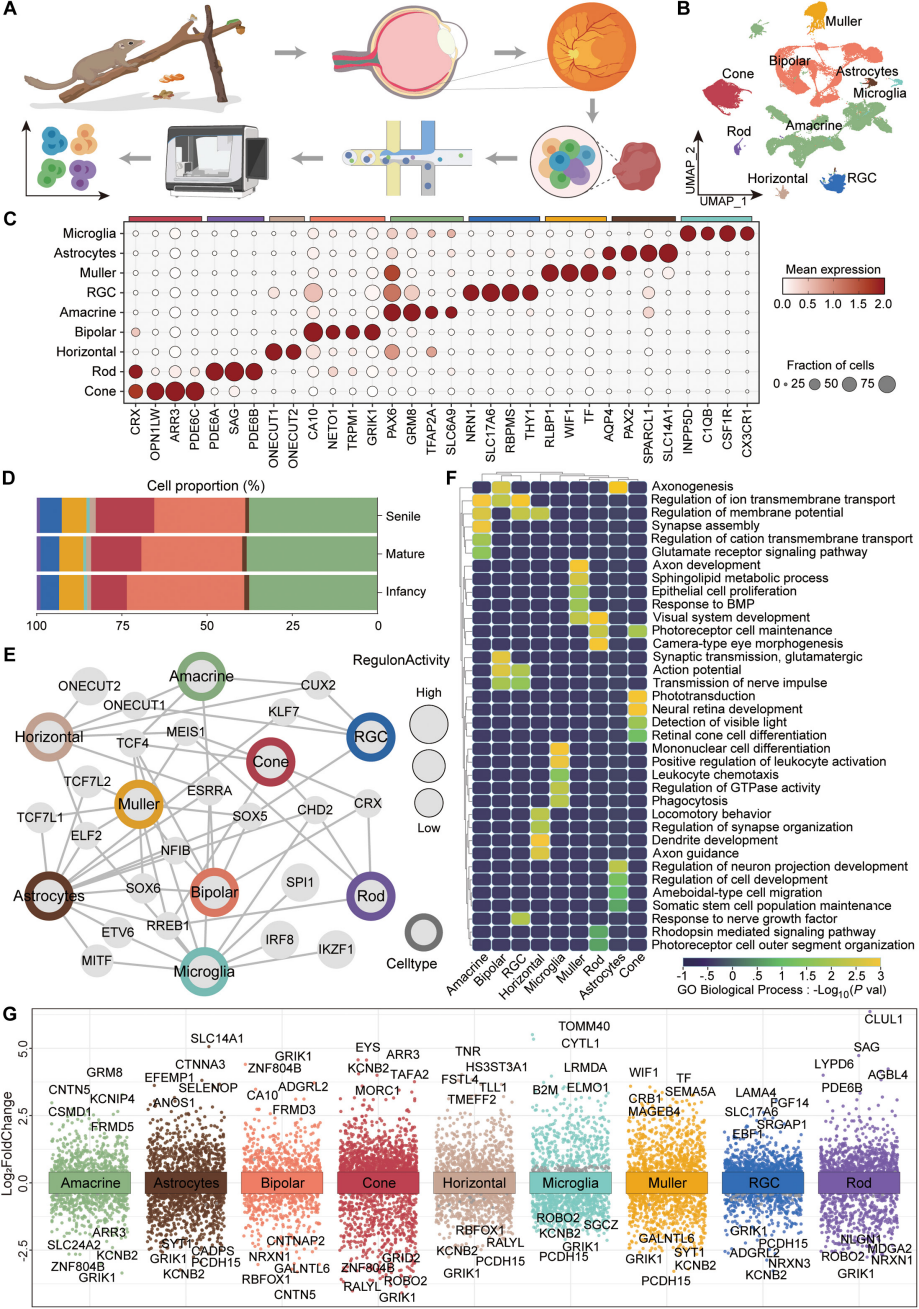
Cellular composition of retinas in the infant, mature, and senile TS delineated by single-nucleus transcriptome profiles. (A) snRNA-seq experimental workflow of this study. *n* = 5 TSs per group. (B) UMAP map shows the distribution of all cell clusters in TS retina. (C) Dot plot shows expression levels and distribution of representative cell markers across 9 cell populations. The size of the dot represents the percentage of cells expressed by the selected genes in a cluster. The degree of color refers to the average expression of genes within cells. (D) The proportions of 9 major cell types in infant, mature, and senile TS groups. (E) The network map exhibits the specific transcriptional regulators of 9 cell types in the TS retina. (F) The heatmap provides the representative GO terms enriched by DEGs of each cell type. (G) Differential gene expression analysis shows DEGs in each cell type, and the top 5 up-regulated or down-regulated DEGs are marked. UMAP, uniform manifold and projection; RGC, retinal ganglion cell.

Analysis of the transcription factors with high transcriptional activity for each cell type revealed unique transcriptional features and enriched biological processes relevant to their distinct physical functions (Fig. 1E and F and Table S1). For example, RGCs, Müller, astrocytes, and BCs shared the transcription factor *SOX5* (Fig. 1E), which is known to be involved in the regulation of cellular differentiation and the maintenance of specific cell fates [21], suggesting that this transcription factor may act as a common regulatory factor contributing to both neuronal and glial development and ensuring the proper formation and function of retinal circuits. 

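The paper's statements on SOX5, ONECUT1 and ONECUT2 come from a map of transcriptional regulators, which was not rebuilt here. RNA levels are another measure and cannot decide on regulator activity. SOX5 (TSDBGID.23417) was measured in UMIs summed over the nuclei of a class in each retina and scaled to the total of that class (CPM). Its mean was 1059 CPM in astrocytes, 689 in ACs, 435 in RGCs, 434 in Müller cells, 398 in BCs and 246 ± 246 (SD) in microglia, against 16.9 in cones, 21.9 in rods and 17.7 in HCs. The 4 classes named by the paper were each tested against the highest of the 5 others in the same retina, not against one another. Astrocytes stood above that class by 0.55 on the log2 scale, in 13 of 14 retinas (2-sided exact sign-flip permutation test, p = 0.00171). RGCs, Müller cells and BCs lay below it by differences of -0.69, -0.74 and -0.84, and 14 markers were tested in this family. Against the mean of these 5 classes, the reference that moved these values most, the 3 differences became 3.16, 3.11 and 3.01. Against the highest of all 8 other classes, the reference of the design, run only after the data were seen, they were -1.24, -1.29 and -1.39, and astrocytes stood at 0.53 (exact sign-flip permutation p = 0.00183).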

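ONECUT1 (TSDBGID.21679) reached 737 CPM in HCs, 72.5 CPM in RGCs and 5.15 CPM in ACs. It helps to name HCs and was therefore not tested there; RGCs and ACs were each tested against the highest of the 6 classes other than RGCs, ACs and HCs in the same retina. The level in RGCs was 3.399 higher on the log2 scale than in that class, in 15 of 15 retinas (exact sign-flip permutation p = 6.1e-05, the smallest that 15 retinas allow). In ACs the difference was -0.21, with 9 of 15 retinas on the positive side (p = 0.508 from the same exact test), and it became 1.31 against the mean of these 6 classes. Against the highest of all other classes but HCs, the reference of the design, run only after the data were seen, the differences were 3.03 in RGCs and -3.61 in ACs, the latter negative in 15 of 15 retinas (exact sign-flip permutation p = 6.1e-05). ONECUT2 (TSDBGID.7347), which also helps to name HCs and was not tested, averaged 400.07 ± 119 CPM (SD) in HCs. Its next class, BCs, had 14.0 CPM, and this gap is not independent of the naming.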

RGCs, ACs, and HCs all transcribed *ONECUT1,* which is essential for HC genesis and retinal integrity [22], and HCs specifically expressed *ONECUT2* (Fig. 1E). Gene Ontology (GO) terms related to axon and retina development including “axonogenesis”, “axon development”, “synapse assembly”, “neural retina development”, “visual system development”, and “regulation of membrane potential” were enriched for BCs, Müller, ACs, cones, rods, and RGCs, respectively (Fig. 1F and Table S1). We performed differential gene expression analysis among different cell populations. DEGs in each cell type were visualized using a volcano plot. 

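CLUL1 (TSDBGID.7437) averaged 10882 ± 6092 CPM (SD) in rods of the 11 retinas with at least 10 rods, and 16.4 CPM in cones. On the log2 scale it was 8.64 ± 0.71 (SD) higher in rods than in the highest other class, in 11 of 11 retinas (2-sided exact sign-flip permutation test, p = 9.8e-04, adjusted p = 0.00195 over 14 markers). CA10 (TSDBGID.9906) averaged 4204 ± 518 CPM (SD) in BCs and 1129 CPM in RGCs, the next class. The difference of 1.86 ± 0.10 (SD, log2) held in 15 of 15 retinas, and its p from the exact sign-flip permutation was 6.1e-05 (adjusted p = 1.7e-04). Neither gene took part in the naming of the clusters.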

The top 5 up-regulated or down-regulated genes are depicted, including some marker genes seldom reported before, such as rods (*CLUL1*) and BCs (*CA10*) (Fig. 1G).

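Genes that differ between senile and infant retinas were tested in each class on counts summed per retina, in an edgeR model with all 3 stages and sex, for retinas with at least 10 nuclei of the class. At a false discovery rate of 0.05, 209 genes were higher and 39 lower in senile cones, of 14221 tested; the summed cone counts ranged from 1073385 to 8649527 UMIs per retina. BCs had 167 higher and 43 lower, ACs 218 and 21, RGCs 160 and 21, and Müller cells 93 and 40. Fewer genes were found in the classes with few nuclei: 13 higher and 4 lower in rods (4 senile against 3 infant retinas), 11 and 5 in HCs (5 against 3), 5 and 8 in astrocytes, and 1 and 0 in microglia (5 against 2), where 260 genes had an unadjusted p under 0.05 and DESeq2 called 36. In cones and ACs the setting that moved the count most was the removal of the filter on low counts, which gave 803 and 569 genes. In microglia DESeq2 moved the count more, and in RGCs, by ratio, thinning to equal totals did. With the Cell Ranger version added to the model, a setting chosen after the data were seen, edgeR called 300 genes in cones, of which 239 were shared with the fit without it, 236 in BCs (200 shared), 266 in ACs (228), 175 in RGCs (164) and 123 in Müller cells (115). Single retinas moved the small counts: the number of genes was 10 without Senile 5 and 24 without Mature 3 in rods, 7 without Infancy 2 and 40 without Mature 3 in HCs, 5 without Infancy 4 and 23 without Mature 1 in astrocytes, and 0 without Mature 2 and 21 without Mature 5 in microglia. Between mature and infant retinas, 171 genes were higher and 25 lower in cones, and 101 and 30 in ACs. In HCs the same comparison gave 10 higher and 89 lower (3 retinas each), but 7 and 1 without doublet removal (5 retinas each), and from 9 genes in all (without Infancy 2) to 123 (without Mature 1) with a retina left out. Between senile and mature retinas, edgeR called 6 genes in the 9 classes together, DESeq2 203 and edgeR with no filter on low counts 855. Among single genes, IGF2BP2 (TSDBGID.4193) fell from infancy to senility by 5.24 on the log2 scale in BCs (from 63.8 to 1.42 CPM, edgeR adjusted p = 1.2e-05), and its log2 fold change was -4.52 in cones (edgeR adjusted p = 1.4e-04), -2.70 in ACs (0.00199) and -2.11 in RGCs (0.00206). In rods, DLGAP2 (TSDBGID.14693) rose from 162 ± 70.7 to 2418 ± 267 CPM (SD; edgeR adjusted p = 1.1e-07), a log2 difference of 4.00, and RPGRIP1 (TSDBGID.21826) fell from 447 to 168 CPM (log2 fold change -1.50, edgeR adjusted p = 0.00430). In Müller cells FBN2 (TSDBGID.12426) fell from 113 to 3.36 CPM (log2 fold change -5.53, edgeR adjusted p = 0.00240), in astrocytes PDE4B (TSDBGID.25181) fell from 724 to 165 CPM (-2.30, edgeR adjusted p = 0.00244), and in microglia ADGRL2 (TSDBGID.25140) rose from 45.5 to 774 CPM (4.38, edgeR adjusted p = 0.0475). For each of these genes, every senile retina lay on the same side of every infant retina. Numbered copies of genes made up 36.8% of the genes that rose in cones and 11.0% of those tested.

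**Figure D2:**
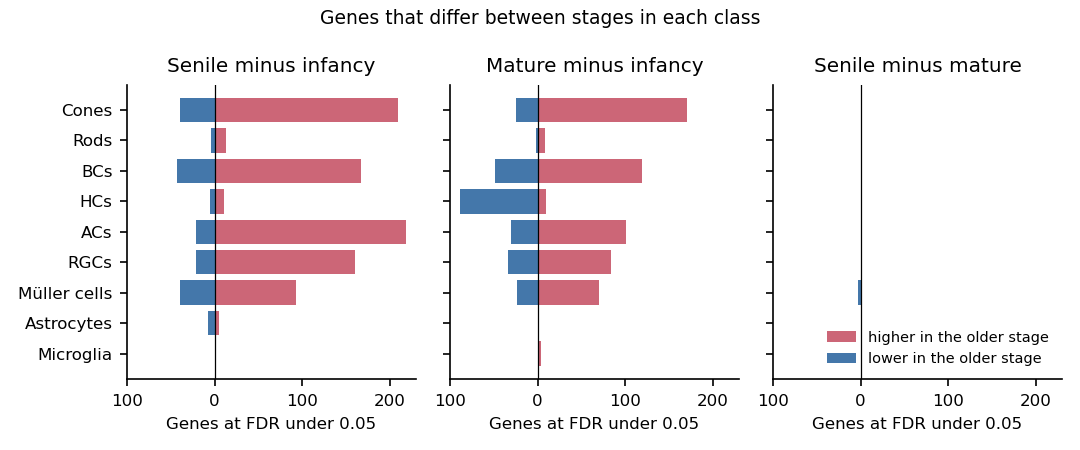
Number of genes at an edgeR false discovery rate under 0.05 (horizontal axis) in each class, for senile against infant, mature against infant and senile against mature retinas. Red bars count genes higher and blue bars genes lower in the older stage; in cones 209 and 39 genes differ between senility and infancy, and in RGCs 160 and 21.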

Then, we analyzed and compared the functional characteristics of the up-regulated DEGs in the infant and senile groups. The GO terms revealed that except for RGCs, the remaining 8 cell types were all involved in the “eye development” process at the infant stage, whereas “oxidative phosphorylation” (rods and amacrines), “netrin-activated signaling pathway” (cones), and “negative regulation of response to oxidative stress” (RGCs) were enriched in the senile group (Fig. S1G and H and Table S1). For cones, “eye development” and “visual perception” were prominently enriched in the infant group, and “regulation of neuron projection development” and “axonogenesis” were also enriched in the senile group (Fig. S1G and H and Table S1), indicating the potentially protective effect of cones against age-related retinal function decline in TS. These further demonstrated the positive regulation of related cell types in the retinal functions.

### Characteristics of photoreceptor cells and identification of specific cell markers in TS

TSs are dichromatic and exhibit 2 types of cone cells, namely, shortwave-sensitive cone cells (S-cones) expressing blue opsin (*OPN1SW*) and longwave-sensitive cones (L-cones) expressing red opsin (*OPN1LW*) [23]. 

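The rebuilt photoreceptor clusters held 14869 nuclei: 13169 L-cones, 732 S-cones and 739 rods, and the rest cones that were given to neither type. Rods were 4.97% and cones 95.0% of these nuclei. The number of rods per retina ran from 0 in Senile 1 to 120 in Mature 3, and 11 of the 15 retinas had at least 10.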

After strict quality control (Materials and Methods), 15,381 photoreceptors were analyzed, of which 94% were cones and 6% were rods; they were clustered into 6 clusters with distinct gene expression (Fig. S3A and Table S2). According to the markers specifically expressed in each cluster, the photoreceptors cells were divided into L-cones (*OPN1LW*^+^, *GNAT2*^+^, *PDE6C*^+^, *PDE6H*^+^, *GRK7*^+^, *ARR3*^+^, *RCVRN*^+^, C0-C3), S-cones (*VAV3*^+^, *PLXDC2*^+^, *OPN1SW*^+^, *SAG*^+^, *GNAT2*^+^, *PDE6C*^+^, C5), and rods (*PDE6A*^+^, *PDE6B*^+^, *SAG*^+^, *CADM1*^+^, *ESRRB*^+^, *ROM1*^+^, *CRX*^+^, C4) (Fig. 2A and B and Fig. S3B). Overall, as age increased, the proportion of cones showed an increasing trend, while the proportion of rods exhibited a decreasing trend (Fig. 2C, Fig. S2B, and Table S2). 

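Among photoreceptors, L-cones made up 85.9% ± 8.49 in infancy, 85.1% ± 9.91 in the mature stage and 89.9% ± 1.71 in the senile stage (SD, n = 5 retinas each). All 5 senile retinas were above the infancy mean, and the difference of 3.92 percentage points had an exact permutation p of 0.381 (2-sided; 0.972 after adjustment over the 31 subtypes tested in all classes); without Infancy 5 it was 1.22 points. S-cones made up 4.45%, 4.40% and 5.00%, with a difference of 0.548 points (exact permutation p = 0.540). Rods made up 7.54% ± 9.12, 10.0% ± 11.7 and 3.67% ± 2.68 (SD, n = 5). Their share fell by 3.87 points from infancy to senility, and all 5 senile retinas were below the infancy mean, but the spread between infant retinas exceeded the difference (exact permutation p = 0.492, adjusted p = 0.972). With doublets removed, the fall rested on Infancy 5, where rods made up 22.5%: without that retina it was -0.136 points (exact permutation p = 0.952). That removal left 5 rods in Infancy 3 and 4 in Infancy 4, where 72 and 75 were named without it. Infancy 5 was not left out with doublets kept. Doublet removal took 244 of 1061 rods, among them 91.7% of those of Infancy 3, 92.0% of Infancy 4 and 98.7% of Mature 4; without it the rods' difference was -6.48 points (exact permutation p = 0.0238, adjusted p = 0.374). Among retinas of the same Cell Ranger version it was -4.86 points for rods and 4.27 points for L-cones.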

The cones were distributed in the ONL and layer of rods and cones (RCL) in the TS retina, as indicated by *PDE6C*^+^ (cones), *OPN1LW*^+^ (L-cone), and *OPN1SW*^+^ (S-cone) immunostaining of TS retina (Fig. 2D to F). Moreover, cones and rods contained distinct cell-specific transcription factors (Fig. 2G). 

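Scores of the disease gene sets of Table S2 were computed on summed counts in rods and L-cones. A score was the mean log2(CPM + 1) of a set minus that of genes matched in expression. For the comparison of both, the 11 retinas with at least 10 rods entered. The numbers of genes given are those scored. The full sets held 69 genes for RP, 32 for CSNB, 83 for LCA, 48 for cone dystrophy and 94 for color blindness. For RP (57 genes), rods scored 0.670 ± 0.276 (SD) above L-cones, in 10 of 11 retinas (2-sided exact sign-flip permutation test, p = 0.00195; 0.00244 after adjustment over 5 gene sets), with stage means of 0.801 in infancy, 0.746 in mature and 0.497 in senile TS. For CSNB (25 genes) the difference was 1.52, in 11 of 11 retinas, and its stage means were 1.43, 1.51 and 1.59. For LCA (66 genes) it was 0.566, also in 11 of 11 retinas, with stage means of 0.665, 0.540 and 0.517. The exact p of both was 9.8e-04, the smallest that 11 retinas allow. The direction and the call of each difference were the same without the matched genes, with log2(CPM + 10), without doublet removal and with each retina left out.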

The disease gene set score showed that rods consistently show higher susceptibility scores for diseases such as retinitis pigmentosa (RP), congenital stationary night blindness (CSNB), and Leber’s congenital amaurosis (LCA) in infancy, maturity, and senility. Meanwhile, cones, especially in mature and senile stages, exhibit higher associations with cone dystrophy and color blindness (Fig. 2H). 

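Rods scored below L-cones for cone dystrophy (33 genes) by a difference of -0.629, in 11 of 11 retinas (exact sign-flip permutation p = 9.8e-04), and for color blindness (72 genes) by -0.249, in 10 of 11 retinas (exact permutation p = 0.00391). By stage, the difference in cone dystrophy was -0.803 in infancy, -0.662 in the mature stage and -0.465 in the senile stage, and that in color blindness -0.330, -0.159 and -0.278. In L-cones themselves the cone dystrophy score was 0.452 in infancy, 0.533 in mature and 0.365 in senile TS, and the color blindness score 0.246, 0.308 and 0.246. Between senile and infant retinas the score of cone dystrophy in L-cones differed by -0.0865 (2-sided exact permutation test over all splits of 5 against 5, p = 0.119, adjusted p = 0.198) and that of color blindness by 6.2e-05 (p = 1 from the same exact test). Among retinas of the same Cell Ranger version these differences were -0.0878 and -0.00829. From these scores the paper states that rods are more susceptible than cones to RP, CSNB and LCA, and reads in this a vulnerability of rods to degeneration with age.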

The prominently higher susceptibility of rods to RP, CSNB, and LCA, as compared to cones, particularly highlighted the vulnerability of rod cells to degeneration with age. Next, we explored age-related up-regulated genes in photoreceptor cells, and obtained 101 genes after intersecting with up-DEGs in L-cones, which were mainly involved in such a lot of eye-beneficial biological processes as “visual system development”, “nucleotide phosphorylation”, “developmental cell growth”, “neural retina development”, and “action potential” (Fig. 2I and Table S2). 

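All 101 genes of the L-cone list in Table S2 could be tested in L-cones, and 92 of them were higher in senile than in infant retinas, with a median log2 fold change of 0.19 and a mean of 0.31. A 2-sided rotation test for a shared direction (limma's fry, which keeps the correlation between genes) gave p = 0.0284, and adjusted over the 6 lists tested in this way the value was 0.0568. With an estimated correlation, limma's camera gave p = 0.137, and without Senile 4 fry gave a p of 0.0846 at a median of 0.15. Without Infancy 3, Infancy 4, Infancy 5, Senile 1 or Senile 2 the p was also above 0.05, and without Senile 3 the fry p was 4.0e-05 at a median of 0.29, with 18 genes of the list called by edgeR. Without doublet removal, a setting chosen after the data were seen, the median was 0.14 and the fry p 0.0713. The median was 0.24 and the fry p 0.00139 once the Cell Ranger version entered the model. Of the 6 lists, only those of rods and astrocytes were called by fry and by camera with an estimated correlation alike. Over all 13646 genes tested in L-cones, edgeR called 6 genes of the list at a false discovery rate of 0.05. The study chose this list and the other lists of its tables on these same retinas, so the tests are not independent evidence.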

We identified 5 crucial genes (*DACH1*, *THRB*, *MAML2*, *INPP4B*, and *CADM2*) whose expression was consistently elevated with age in the L-cones (Fig. 2J and Fig. S3C). 

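INPP4B (TSDBGID.17501) averaged 499 ± 109 CPM in infant, 936 ± 204 in mature and 934 ± 93.7 in senile L-cones (SD, n = 5 retinas each; 1049528 to 8056272 UMIs per retina). Its log2 fold change from infancy to senility was 0.82 (standard error 0.18, edgeR adjusted p = 0.0254), and every senile retina was above every infant retina (2-sided exact permutation test, p = 0.00794, the smallest that 5 against 5 allow; 0.0635 after adjustment over 16 genes). It rose by 0.87 from infancy to the mature stage (edgeR adjusted p = 0.0201) and changed by -0.06 from there to senility. DACH1 (TSDBGID.25969) averaged 894 ± 82.1, 1141 ± 138 and 1392 ± 250 CPM (SD), a log2 fold change of 0.56 (standard error 0.14, edgeR adjusted p = 0.0583 and DESeq2 adjusted p = 0.00935), with every senile retina above every infant one. CADM2 (TSDBGID.4374) averaged 1987 ± 291, 2697 ± 424 and 2925 ± 355 CPM (SD), a log2 fold change of 0.48 (standard error 0.13, edgeR adjusted p = 0.0904, DESeq2 adjusted p = 0.0198; exact permutation p = 0.0159). When adjusted over the list alone, 15 tests of named genes per comparison, the values were 0.00530 for INPP4B, 0.00823 for DACH1 and 0.0101 for CADM2; the paper picked these genes on the same retinas, so this is not independent evidence. THRB (TSDBGID.18861) averaged 900.4 ± 197, 934 ± 268 and 914 ± 209.9 CPM (SD), a log2 fold change of -0.03 (standard error 0.21, edgeR adjusted p = 0.994) that was 0.14 without Senile 3. MAML2 (TSDBGID.5095) averaged 733 ± 63.9, 779.9 ± 58.9 and 783 ± 59.2 CPM (SD), a log2 fold change of 0.01 (standard error 0.10, edgeR adjusted p = 0.995). The calls depended on single retinas: without Infancy 4 INPP4B had a log2 fold change of 0.68 and an adjusted p of 0.0816, and it also missed the threshold without Infancy 1, Infancy 5, Senile 1, Senile 2, Senile 4 or Senile 5. Without Senile 3, DACH1 reached 0.68 (edgeR adjusted p = 0.00392) and CADM2 0.57 (edgeR adjusted p = 0.0135). With the Cell Ranger version in the model, the log2 fold change was 0.83 for INPP4B (edgeR adjusted p = 0.0251), 0.62 for DACH1 (edgeR adjusted p = 0.0189), 0.50 for CADM2 (edgeR adjusted p = 0.0574) and 0.12 for THRB. From the rise of these genes with age, the paper proposes that genetic regulation may account for the increase of cones.

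**Figure D3:**
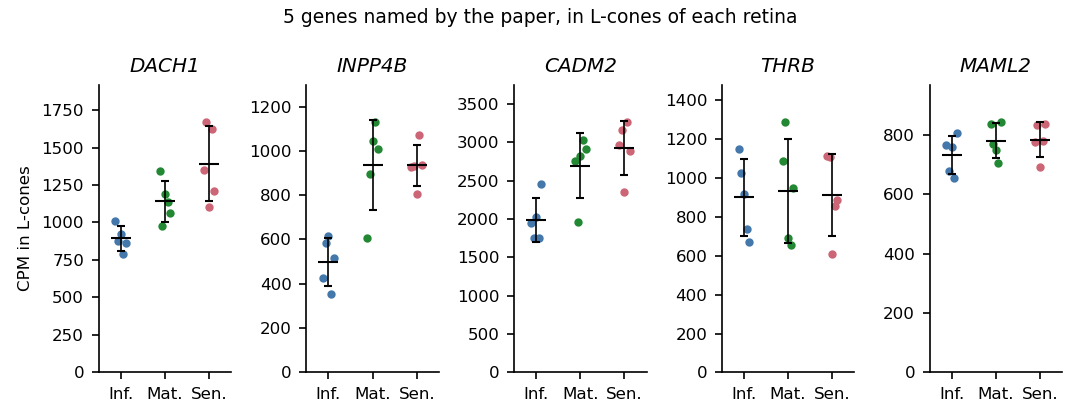
Scaled counts (CPM) of 5 genes in L-cones (vertical axes, each from 0) of infant (Inf.), mature (Mat.) and senile (Sen.) retinas. Points are single retinas, 5 per stage, and bars give the mean and SD; the means of INPP4B are 499, 936 and 934 CPM and those of THRB 900.4, 934 and 914 CPM.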

*DACH1* encodes a chromatin-associated protein that correlates with other DNA-binding transcription factors and is a key component in the regulation of cellular fate [24]. Thus, the augmentation of cones in the TS retina with increasing age may be attributed to genetic regulation. 

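Of the 82 rod genes in Table S2, 80 could be tested in rods, in 3 infant, 4 mature and 4 senile retinas with 41498 to 485631 UMIs each. From infancy to senility 64 of the 80 were lower, with a median log2 fold change of -0.28 (camera with an estimated correlation, p = 0.0275). The p of fry was 0.00440, or 0.0132 adjusted over the 6 lists, and with the Cell Ranger version in the model the median was -0.24 and the fry p 0.0112. None of them passed edgeR's false discovery rate of 0.05 over the 2505 genes tested in rods, of which 207 had an unadjusted p under 0.05; in rods as a whole edgeR called 17 genes and DESeq2 30.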

Regarding rods, the results revealed 82 intersected genes between the age-related down-regulated genes in photoreceptor cells and down-DEGs in rods, which also took participation in processes beneficial for vision including “phototransduction, visible light”, “detection of light stimulus”, “eye development”, “phototransduction”, and “visual perception” (Fig. 2K). The changes in the cell proportion of rod cells may be linked to decreased levels of these genes. Furthermore, as shown in Fig. 1I, *CLUL1* stood out as the most up-regulated DEGs in rod cells. Here, we found that the high expression levels observed in infant TS decreased in both mature and senile TS (Fig. 2L, Fig. S3D, and Table S2). In addition, *CRYBB2*, *AUTS2*, and *RNF2*, which are related to the retinal development, were also decreased in rods from infancy to senile (Fig. 2L). 

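In rods, CLUL1 averaged 14985 ± 8270 CPM in infancy (SD, n = 3 retinas), 9934 ± 5349 in the mature stage (n = 4) and 8752 ± 5040 in the senile stage (n = 4). The log2 fold change was -0.60 both from infancy to the mature stage (edgeR adjusted p = 0.60) and from infancy to senility (standard error 0.32, edgeR adjusted p = 0.659; 0.192 when adjusted over the list alone). The spread between retinas of a stage exceeded the difference between stages (2-sided exact permutation test over 35 splits, p = 0.286). Without the filter on low counts, the setting that moved this test most, edgeR gave a fold change of -0.80 and an adjusted p of 8.1e-05. It was -0.24 with the Cell Ranger version in the model.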

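RNF2 (TSDBGID.10817) averaged 526 ± 84.7 CPM in infant, 418 ± 80.7 in mature and 356 ± 77.6 in senile rods (SD). Its log2 fold change from infancy to senility was -0.66 (standard error 0.22, edgeR adjusted p = 0.294, 0.0369 when adjusted over the list alone), and all 4 senile retinas were below all 3 infant retinas (2-sided exact permutation test, p = 0.0286, the smallest that 35 splits allow; 0.114 after adjustment). AUTS2 (TSDBGID.12911) averaged 2970.0 ± 365, 2360 ± 217 and 2104 ± 861 CPM (SD), a log2 fold change of -0.63 (standard error 0.23, edgeR adjusted p = 0.360, 0.0484 when adjusted over the list alone; exact permutation p = 0.171). Without the filter on low counts AUTS2 had an adjusted p of 0.010 at -0.84. The fold changes of RNF2 and AUTS2 became -0.67 and -0.65 with the Cell Ranger version in the model. CRYBB2 (TSDBGID.15935), a lens crystallin gene, averaged 929 ± 1609, 4.29 ± 8.59 and 30.1 ± 39.8 CPM (SD), and edgeR's filter on low counts left it untested in rods. In the retinas with at least 10 rods, 1327 of its 1342 UMIs in rods came from Infancy 5, a retina whose nuclei of every class held lens RNA. The exact permutation (p = 1) therefore cannot decide whether CRYBB2 fell with age in rods.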

Immunostaining outcomes identified *CLUL1* expressing in rods with triple positivity for *PDE6A*^+^/Rhodopsin^+^/*CLUL1*^+^ (Fig. 2M). Here, our data presented different cell proportions of cones and rods with age and verified several specific cell markers of the cones (*OPN1SW, OPN1LW*) and rods (*CLUL1*) in the TS retina. Crucial DEGs in the developmental process were also revealed, which might underlie the mechanisms of age-related retinal morbidity.

**Fig. 2.**
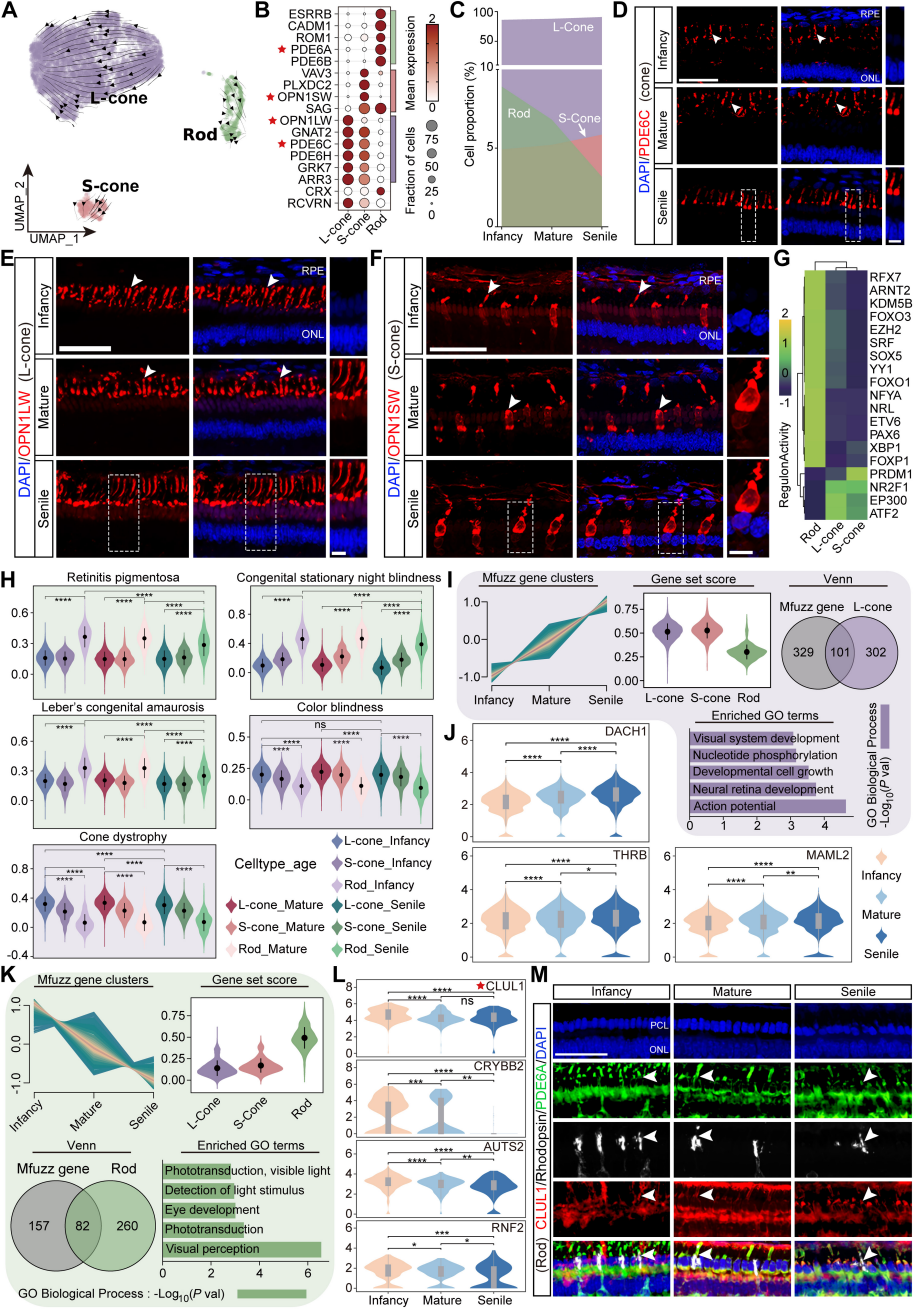
Classification and characterization of photoreceptor cells. (A) UMAP presentation of the 3 TS retinal photoreceptor cell subpopulations. (B) Expression of representative marker genes in 3 subpopulations. The size of the dot represents the percentage of cells expressed by the selected genes in a cluster. The degree of color refers to the average expression of genes within cells. (C) Proportional changes of 3 photoreceptor cell subpopulations across infant, mature, and senile. (D to F) Immunostaining identification of cone cells [*PDE6C*^+^, red, (D)] and 2 subpopulations, L-cone [*OPN1SW*^+^, red, (E)] and S-cone [*OPN1LW*^+^, red, (F)], in the infant, mature, and senile groups. Blue, DAPI. Scale bar: low magnification, 50 μm; high magnification, 10 μm. *n* = 3 TSs per group. (G) Transcription factor expression of the photoreceptor cell subpopulations. (H) Disease-related gene set scores of RP, CSNB, LCA, color blindness, and cone dystrophy. (I) Mfuzz plot clusters the up-regulated genes in photoreceptor cells with age. The association of these up-regulated genes with DEGs in the cones and rods was revealed by gene set scoring. Venn plot of age-related up-regulated genes in photoreceptor cells with up-DEGs in L-cone (adjusted *P* < 0.05, log_2_FC > 0.25). The GO terms enriched by the overlapped up-DEGs in L-cones. (J) The Violin diagram presents the expression of *DACH1*, *THRB*, and *MAML2* in the infant, mature, and senile groups. (K) Mfuzz plot clusters the down-regulated genes in photoreceptor cells with age. The association of these down-regulated genes with cones and rods was revealed by gene set scoring. Venn plot of age-related down-regulated genes in photoreceptor cells with down-DEGs in rods (adjusted *P* < 0.05, log_2_FC > 0.25). The GO terms enriched by the overlapped down-DEGs in rods. (L) Violin plots show the expression of *CLUL1*, *CRYBB2*, *AUTS2*, and *RNF2* in rod cells among infant, mature, and senile groups. (M) Triple immunostaining of *CLUL1*^+^ rods [*PDE6A*^+^ (green)/Rhodopsin^+^ (white)/*CLUL1*^+^ (red)] in the TS retina at the infant, mature, and senile groups. Scale bar, 50 μm. *n* = 3 TSs per group. Similar outcomes were obtained in 3 repeated independent experiments. White arrows indicate the positive immunostaining, and the white dashed boxes represent the zoom area of the positive immunostaining. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, and ****P ≤ 0.0001. ns, no significance; RPE, retinal pigment epithelium; ONL, outer nuclear layer; INL, inner nuclear layer; PCL, photoreceptor cell layer; L-cone, longwave-sensitive cones; S-cone, shortwave-sensitive cone cells.

### Cellular and molecular profiling of BCs in TS

We obtained 29,695 BCs based on the pan-bipolar marker *NETO1* combined with *TRPM1* and *GRIK1* and reclustered these cells into 17 clusters (Fig. S3E and Table S3). 

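The 30049 nuclei of the rebuilt BC class, left after clusters with markers of other classes had been set aside, formed 46 clusters at the resolution used and 60 at the doubled resolution. Among the 9 classes of each retina BCs had the highest CA10 level in 15 of 15 retinas, and cones averaged 39.5 CPM.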

The results demonstrated that these 17 cell clusters simultaneously expressed *CA10* (Fig. 3A and Fig. S3E and F). In mammals, BCs are usually divided into 2 types based on their response to light: ON bipolar cells (ON_BCs), which primarily receive input from rods and depolarize in response to light, and OFF bipolar cells (OFF_BCs), which primarily receive input from cones and hyperpolarize in response to light [25]. The aforementioned 17 clusters were divided into OFF_BC (*GRIK1*^+^, C0, C2, C4 to C6, C10, and C15) and ON_BC (*ISL1*^+^, C1, C3, C7 to C9, C11 to C14, and C16) (Fig. S3E and F and Fig. 3B). ON_BCs consisted of Rod_ON and ON_BC subpopulations, while OFF_BCs were made up of Cone_OFF, Cone_OFF_*DSCAM* (abbreviated as *DSCAM*^+^), and 3A_BC_*ERBB4* (abbreviated as *ERBB4*^+^) subsets (Fig. 3B and C). 

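ON_BCs (ISL1 and TRPM1 without PRKCA; 6197 nuclei) made up 19.9% ± 0.738 of the BCs of a retina in infancy, 21.8% ± 1.03 in the mature stage and 20.5% ± 2.21 in the senile stage (SD, n = 5 retinas each). The mature mean was 1.83 percentage points above that of infancy, with 4 of 5 mature retinas above all infant ones (2-sided exact permutation test over all splits of 5 against 5, p = 0.0238; 0.738 after adjustment over the 31 subtypes tested). Rod_ON cells (PRKCA and PCP2; 8334 nuclei) made up 28.8% ± 1.54, 27.5% ± 1.48 and 24.9% ± 3.66. Their share fell by 3.96 points from infancy to senility, with 3 of 5 senile retinas below all infant ones (exact permutation p = 0.0397, adjusted p = 0.554). Without doublet removal the difference was -2.73 points (exact permutation p = 0.103). Leaving out Senile 4 gave -2.51 points (exact permutation p = 0.0794), and the p was also above 0.05 without Infancy 1, 2, 3 or 4 or Senile 2. Among retinas of the same Cell Ranger version the differences were 1.60 points for ON_BCs (exact permutation p = 0.01) and -3.84 for Rod_ON cells (exact permutation p = 0.09).

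**Figure D4:**
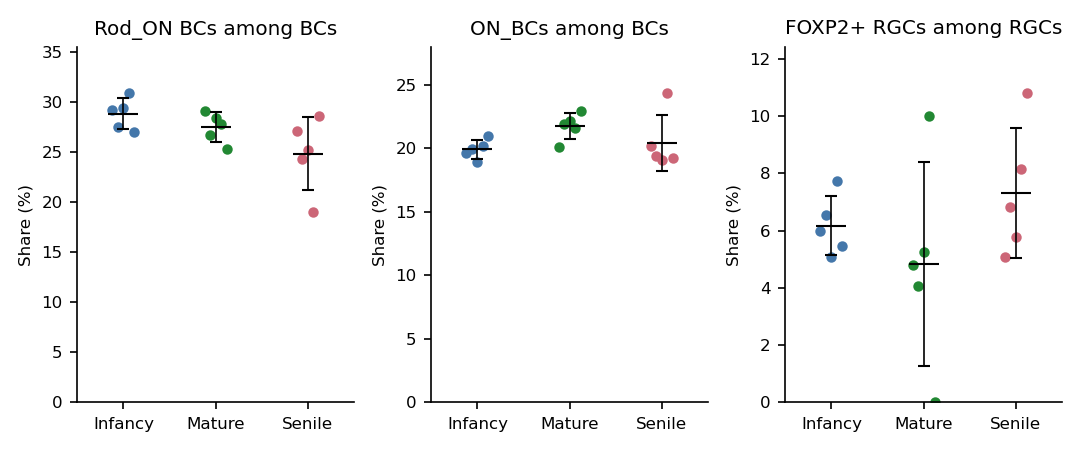
Share (%, vertical axes, each from 0) of Rod_ON and ON_BC cells among BCs and of FOXP2+ cells among RGCs in infant, mature and senile retinas. Points are single retinas, 5 per stage, and bars give the mean and SD; the means of Rod_ON cells are 28.8%, 27.5% and 24.9%.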

The cell composition was exhibited at infant, mature, and senile TS retina, where ON_BCs increased in the mature group (*P* = 0.035 versus infancy) and Rod_ON decreased in the senile group (*P* = 0.019 vs infancy) (Fig. 3D and Fig. S2C). Interestingly, *CA10* was presented as a novel TS BC marker identified by the triple immunofluorescent staining of *CA10*^+^/*NETO1*^+^/*RBPMS*^−^ (OFF_BCs) and *CA10*^+^/*ISL1*^+^/*RBPMS*^−^ (ON_BCs) in the INL at the different age stages (Fig. 3E). Given the rising cellular proportional trend in *ERBB4*^+^ subpopulation, we searched for genes that showed increased expression during aging in BCs and intersected them with up-DEGs in *ERBB4*^+^ subset, by which 46 overlapped genes were obtained and their enriched biological processes included “neural retina development”, “synapse organization”, “regulation of trans-synaptic signaling”, and “eye morphogenesis” (Fig. 3F to I and Table S3). 

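ERBB4+ cells (1821 nuclei) made up 5.35% ± 1.29 of BCs in infancy, 5.91% ± 2.25 in the mature stage and 8.81% ± 5.17 in the senile stage (SD, n = 5 retinas each), a senile minus infancy difference of 3.46 percentage points (4 of 5 retinas above the infancy mean; 2-sided exact permutation p = 0.143, adjusted p = 0.554). Of the 46 genes in Table S3, 35 were higher in senile than in infant ERBB4+ cells, with a median log2 fold change of 0.05 (a fry p of 0.122). The preset correlation of camera gave p = 0.0370 and an estimated correlation p = 0.236, and without Senile 3 the p of fry was 0.00580 at a median of 0.09. With more than 500 genes per nucleus the share differed by 5.95 points (exact permutation p = 0.0476), and among retinas of the same Cell Ranger version by 4.20 points (exact permutation p = 0.07), without Senile 3 by 4.65 points (exact permutation p = 0.0159) and without Senile 2, which had the largest share (17.4%), by 1.31 points (exact permutation p = 0.278); no value is available without doublet removal. No gene of the list was among 18 higher and 4 lower genes that edgeR called in this subtype, where 284 of 4635 genes had an unadjusted p under 0.05 and DESeq2 called 32 genes.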

The protein–protein interaction (PPI) analysis also revealed the crucial regulation between *GRIA4* and *ERBB4* (Fig. 3J), indicating the important roles of ERBB4 in axon regulation [26,27]. We then identified *ERBB4*^+^ BCs (*GRIK1*^+^/*ERBB4*^+^) located in the INL layer of TS retina (Fig. 3K). It has been reported that the synergistic effect of *ERBB4* and neuregulin (*NRG*) further promotes important functions such as cell proliferation, neurite outgrowth, and myelination. Simultaneously, they also regulate neuronal excitability and synaptic plasticity, which play a crucial role in the nervous system [28]. Furthermore, GO analysis showed that the *ERBB4*^+^ subpopulation was mainly enriched in “inhibitory postsynaptic potential”, “ganglioside metabolic process”, and “axonogenesis” (Fig. 3L). In addition, the *ERBB4*^+^ cell population specifically expresses retinal cell development molecules such as *IRX5* [29], *MEIS1* [30], and *HDAC2* [31] and also expresses specific autophagy-related transcription factors like ATF2 [32] (Fig. 3M).

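The paper names IRX5, MEIS1, HDAC2 and ATF2 from a network of transcription factor regulation. RNA levels, used here, are another measure. IRX5 (TSDBGID.15508) averaged 108 CPM in ERBB4+ cells and 8.84 in Cone_OFF cells, the next subtype. The log2 difference of 3.46 held in 15 of 15 retinas (2-sided exact sign-flip permutation test, p = 6.1e-05). MEIS1 (TSDBGID.7124) averaged 356 CPM against 311 in the highest other subtype, a difference of 0.20 in 12 of 15 retinas (exact permutation p = 0.00238). HDAC2 (TSDBGID.20342) averaged 50.2 CPM against 48.7, and per retina its difference to the highest other subtype was -0.09, positive in 6 of 15 retinas (exact permutation p = 0.461). ATF2 (TSDBGID.4676) averaged 284 CPM against 272, with a difference of -0.03, positive in 5 of 15 retinas (exact permutation p = 0.626). Against the mean of the other subtypes instead of the highest, HDAC2 was 0.23 higher (p = 0.0455 from the same exact test) and ATF2 0.19 higher (p = 0.00726).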

**Fig. 3.**
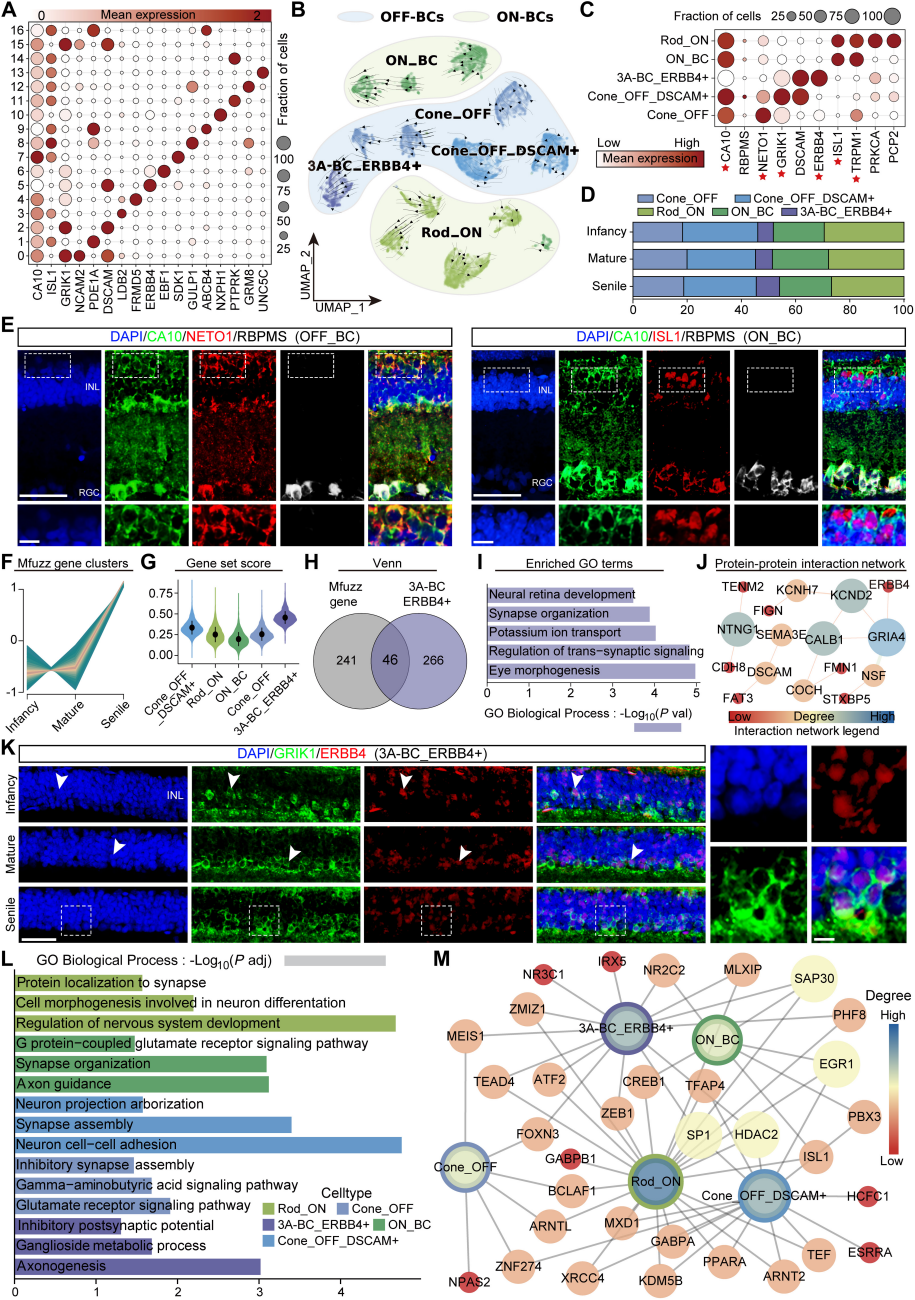
Classification and characterization of BCs and their subsets. (A) Expression of selected marker genes in 17 subclusters of BCs. (B) The distribution of annotated OFF_BCs and ON_BCs subpopulations is visualized using UMAP. (C) Expression of representative marker genes in 5 BC subpopulations. The size of the dot represents the percentage of cells expressed by the selected genes in a cluster. The degree of color refers to the average expression of genes within cells. The red 5-pointed stars represent important marker genes. (D) Proportions changes of 5 BC subpopulations in infant, mature, and senile groups. (E) Immunostaining identification of OFF_BCs [*CA10*^+^ (green)/*NETO1*^+^ (red)/*RBPMS*^−^ (white)] and ON-BCs [*CA10*^+^ (green)/*ISL1*^+^ (red)/*RBPMS*^−^ (white)] in the mature TS retinas. Scale bar: low magnification, 50 μm; high magnification, 10 μm. *n* = 3 TSs per group. (F) Mfuzz plot clusters the up-regulated genes in BCs with age. (G) Association of up-regulated genes with 5 BC subpopulations was revealed by gene set scoring. (H) Venn plot of age-related up-regulated genes in BCs with up-DEGs in *ERBB4*^+^ BCs (adjusted *P* < 0.05, log_2_FC > 0.25). (I) GO terms enriched by the overlapped up-DEGs in *ERBB4*^+^ BCs. (J) PPI network demonstrates interaction among these overlapped up-DEGs. (K) Double immunostaining of *GRIK1*^+^ (green)/*ERBB4*^+^ (red) in BCs in the infant, mature, and senile groups. Blue, DAPI. Scale bar: low magnification, 50 μm; high magnification, 10 μm. *n* = 3 TSs per group. Similar outcomes were obtained in 3 repeated independent experiments. White arrows indicate the positive immunostaining, and the white dashed boxes represent the zoom area of the positive immunostaining. (L) GO enrichment analysis of 5 BC subsets. The horizontal coordinator is −log_10_ (*P* adj). (M) The network diagram shows the transcription factor regulation of 5 BC subpopulations. GO, Gene Ontology.

In summary, we identified a specific cell marker, *CA10*, for BCs in the TS retina. Moreover, the increased trend of *ERBB4*^+^ BCs proportion with age may be involved in promoting axon regeneration, resulting in resistance to retinal degradation with age in TS.

### Cell subpopulations of TS ACs

To identify the specific AC subtypes within the molecularly defined clusters, we reclustered 34,936 ACs and obtained 28 distinct clusters (Fig. S4A). 

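The rebuilt AC class held 36967 nuclei in 68 clusters; the doubled resolution, which moved the number most, gave 81.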

Through transcriptional profiling, we identified genes uniquely expressed in each cluster (Fig. S4B and Table S4). Based on the markers *SLC6A1*^+^ and *TCF4*^+^, ACs were classified into 6 *GABA*-ergic and 4 *GlyT1*-ergic clusters. Among the *GABA*-ergic clusters, we identified subtypes such as starburst AC (*SAC*s, *CHAT*^+^), as well as subsets defined by markers such as *GABA^+^*, *FAT4^+^*, *TAC1^+^*, *RELN^+^*, and *PDGFRA^+^*. Similarly, *GlyT1*-ergic ACs consisted of *DRD2^+^*, *NFIB^+^*, *GlyT1^+^*, and *VGluT3^+^* subpopulations (Fig. 4A and B). Distribution of *GlyT1*-ergic ACs was verified in the INL and RGC layers of the TS retina by double immunofluorescent staining of *TFAP2A*^+^/*SLC6A9*^+^ (Fig. 4C). The cell proportion of AC subtypes was exhibited at different age stages (Fig. 4D, Fig. S2E, and Table S4). 

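Among ACs, the mean shares in infant, mature and senile retinas were 42.9%, 40.4% and 45.2% for GABA+ cells, 4.20%, 5.08% and 5.33% for FAT4+ cells, and 4.35%, 3.49% and 4.15% for TAC1+ cells. PDGFRA+ cells made up 2.34%, 2.47% and 2.64%, and RELN+ cells 1.58%, 1.43% and 1.42%. Of the GlyT1-ergic subtypes, GlyT1+ cells made up 13.9%, 15.4% and 12.9%, NFIB+ cells 13.0%, 14.7% and 10.9%, and VGluT3+ cells 4.58%, 4.93% and 5.42%. DRD2+ cells made up 4.80%, 4.61% and 3.61%, and their share fell by 1.19 percentage points from infancy to senility, with 4 of 5 senile retinas on that side of the infancy mean (2-sided exact permutation p = 0.0317, adjusted p = 0.554). No AC subtype passed the adjustment over the 31 subtypes. The difference between senile and infant retinas changed sign without Infancy 5 for GABA+ cells (-0.259 points) and NFIB+ cells (0.430), and without Senile 2 for GlyT1+ cells (0.121). The differences of RELN+ and TAC1+ cells also changed sign when a single retina was left out.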

GO analysis revealed that AC subpopulations, including SACs, *TAC1*^+^, *PDGFA*^+^, *GlyT1*^+^, and *GABA*^+^ cells, were mainly involved in processes that enhance axon development and visual system development, such as “axon extension involved in axon guidance”, “axon development”, and “retinal ganglion cell axon guidance” (Fig. 4E and Table S4). *TFAP2A*^+^/*TAC1*^+^ and *TFAP2A*^+^/*CHAT*^+^ immunofluorescent staining demonstrated the location of *TAC1*^+^ and *CHAT*^+^ ACs in the INL and RGC layers of the TS retina (Fig. 4F and G). The communication of SACs with astrocytes and Müller was strengthened in the mature group but weakened in the senile stage with corresponding alternated ligand signaling, such as *FGF*, *PDGF*, and *VEGF* (Fig. 4H and I). In addition, the expression of cholinergic neuronal markers (*CHAT* and *MEGF11*) in SACs was consistent with the changes in cell communication intensity (Fig. 4J). In total, SACs, as the most specific subtype of TS ACs, might underlie the axon regulation in the retinal development.

**Fig. 4.**
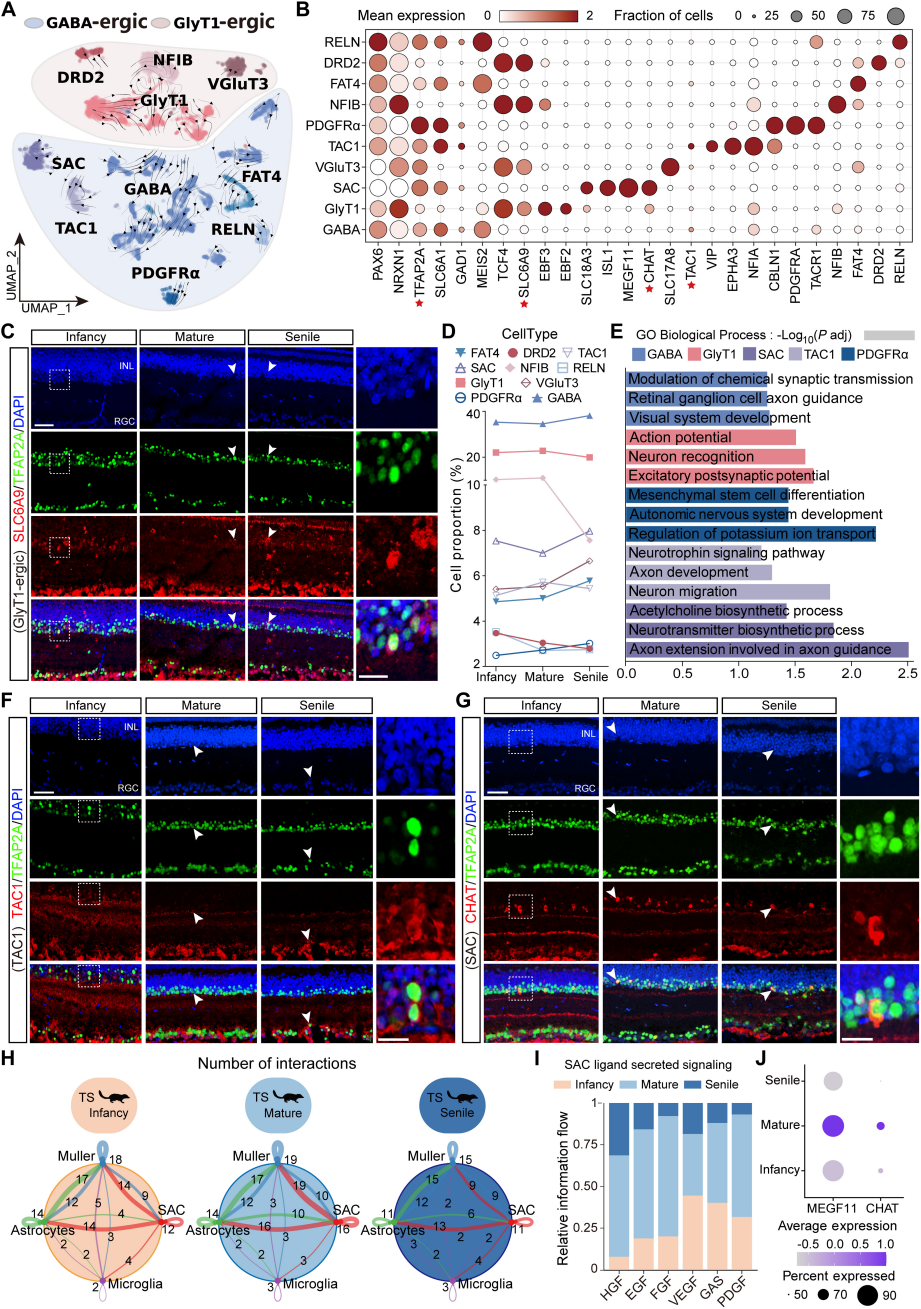
Classification and characteristics of ACs and subsets in TS retina. (A) AC subclusters are visualized using UMAP. (B) The dot plot presents the expression of the selected marker genes across 10 subclusters. The size of the dot represents the percentage of cells expressed by the selected genes in a cluster. The degree of color refers to the average expression of genes within cells. The red 5-pointed stars represent important marker genes. (C) Immunostaining identification of *GlyT1*^+^ ACs [*TFAP2A*^+^ (green)/*SLC6A9*^+^ (red)] in TS retina at different stages. Blue, DAPI. Scale bar: low magnification, 50 μm; high magnification, 25 μm. *n* = 3 TSs per group. (D) Proportions of 10 AC subsets among the infant, mature, and senile groups. (E) GO enrichment analysis of 5 AC subpopulations. The horizontal coordinator is −log_10_ (*P* adj). (F and G) Immunostaining identification of *TFAP2A*^+^ (green)/*TAC1*^+^ (red) and *TFAP2A*^+^ (green)/*CHAT*^+^ (red) ACs in the infant, mature, and senile groups. Blue, DAPI Scale bar: low magnification, 50 μm; high magnification, 25 μm. *n* = 3 TSs per group. Similar outcomes were obtained in 3 repeated independent experiments. White arrows indicate the positive immunostaining, and the white dashed boxes represent the zoom area of the positive immunostaining. (H) The network plot shows the relative information flow among SACs, astrocytes, microglia, and Müller cells. (I) The bar chart displays the number of ligand–receptor interactions of SACs at the infant, mature, and senile stages. (J) Expression of *CHAT* and *MEGF11* in SACs across the infant, mature, and senile groups. TS, tree shrews; SACs, starburst amacrine cells.

### Characteristics and identification of the RGC subpopulations

Marker characterization was performed to exclude RGCs that did not express pan-RGC markers (Fig. S4C and D and Table S1), and the remaining 5,593 RGCs were reclustered into 11 clusters, all expressing the typical pan-RGC markers *NRN1*, *RBPMS*, *SLC17A6*, and *THY1* (Fig. 5A and B and Fig. S4D). 

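The rebuilt RGC class held 5439 nuclei in 39 clusters, and 44 at the doubled resolution, the alternative that moved the number most. The number of RGCs per retina ran from 20 in Mature 4 to 703 in Senile 2.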

C6 selectively expresses *RUNX1* (Fig. 5B), a runt-associated transcription factor related to retinal angiogenesis, and has been identified as a marker for a subtype of RGCs [33,34]. C4 selectively expresses *FOXP2*, a transcription factor of the forkhead/winged-helix (FOX) family. Additionally, C1 specifically expressed *SLIT2* (Fig. 5B), which is an RGC growth cone collapse factor inhibiting RGC axon guidance [35]. C8 and C9 selectively express secreted phosphoprotein 1 [SPP1, also known as osteopontin (OPN), a marker for α-RGCs], which is a secreted glycosylated phosphoprotein that can affect cell survival, inflammation, migration, and homeostasis after injury [36]. Subsequently, the changes in the proportion of RGC subtypes were unveiled with advancing age, with *FOXP2*^+^ RGCs increased in the senile group (*P* = 0.018 versus mature) (Fig. 5C and Fig. S2F). 

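FOXP2+ RGCs (323 nuclei) made up 6.17% ± 1.03 of RGCs in infancy, 4.83% ± 3.56 in the mature stage and 7.32% ± 2.26 in the senile stage (SD, n = 5 retinas each). All 5 senile retinas were above the mature mean, but the mature retinas reached down to 0% in Mature 5, and the difference of 2.5 percentage points lay within the spread (2-sided exact permutation test over all splits of 5 against 5, p = 0.222; 0.664 after adjustment over the 31 subtypes). It was 3.79 points without Mature 4 (exact permutation p = 0.0317), 1.29 points without Mature 5 and 2.33 points among retinas of the same Cell Ranger version. Without the correction by retina, the setting that moved it most, it was 3.35 points (exact permutation p = 0.0635). In the senile to infancy comparison the difference was 1.16 points (exact permutation p = 0.349). SLIT2+ RGCs made up 10.5% ± 4.80, 16.2% ± 6.70 and 15.7% ± 2.67 (SD), a senile minus infancy difference of 5.24 points (exact permutation p = 0.0556, adjusted p = 0.554) that was 6.27 points within Cell Ranger versions (exact permutation p = 0.01, adjusted p = 0.31). The lowest infant share was 2.74% in Infancy 5 (2 of 73 RGCs), and without that retina the difference is smaller. RUNX1+ RGCs made up 9.69%, 5.72% and 8.74%, and SPP1+ RGCs 11.1%, 11.6% and 10.4%.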

The distribution of *SLIT2^+^*, *FOXP2^+^*, RUNX1^+^, and *SPP1^+^* RGCs had not been previously verified in the TS retina, which were uncovered in the RGC layer of the TS retina indicated by double immunostaining of *SLIT12^+^/RBPMS^+^*, *FOXP2^+^/RBPMS^+^*, *RUNX1^+^/RBPMS^+^*, and *SPP1^+^/RBPMS^+^*, respectively (Fig. 5D to G). Enrichment analysis showed that C0 (*ROBO1^+^*) and C1 (*SLIT2*^+^) contributed to axonogenesis and visual system development (Fig. S4E). In addition, RGC subtype-specific transcriptional profiles were revealed, partly corresponding to the cluster-specific marker genes, such as *FOXP2* for C4 and *RUNX1* for C6, with particular expressed *RUNX2* in C8 and C9 (Fig. 5H). 

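Of the 770 genes of the glaucoma set of Table S5, 554 were scored. The score was taken in SPP1+ RGCs (616 nuclei, the cells with the α-RGC marker SPP1) and in the other RGCs. It covered the 12 retinas with at least 10 SPP1+ nuclei. SPP1+ RGCs scored higher by 0.0151 ± 0.0413 (SD), in 8 of 12 retinas (2-sided exact sign-flip permutation test, p = 0.227). The stage means of this difference were -0.0114 in infancy (higher in 1 of 4 retinas), 0.0483 in the mature stage (3 of 3) and 0.0164 in the senile stage (4 of 5). The difference was 0.0160 with log2(CPM + 10) (exact permutation p = 0.0366), 0.0240 without doublet removal (exact permutation p = 0.0396), and -0.158 without subtraction of matched genes.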

We further used the glaucoma disease-associated gene set to score RGC subpopulations, which revealed a higher disease score associated with α-RGCs (C8 and C9) at different periods than that with other subpopulations (Fig. S4F and Table S5). These findings revealed the crucial cellular and genetic characteristics of RGCs in the TS retina.

**Fig. 5.**
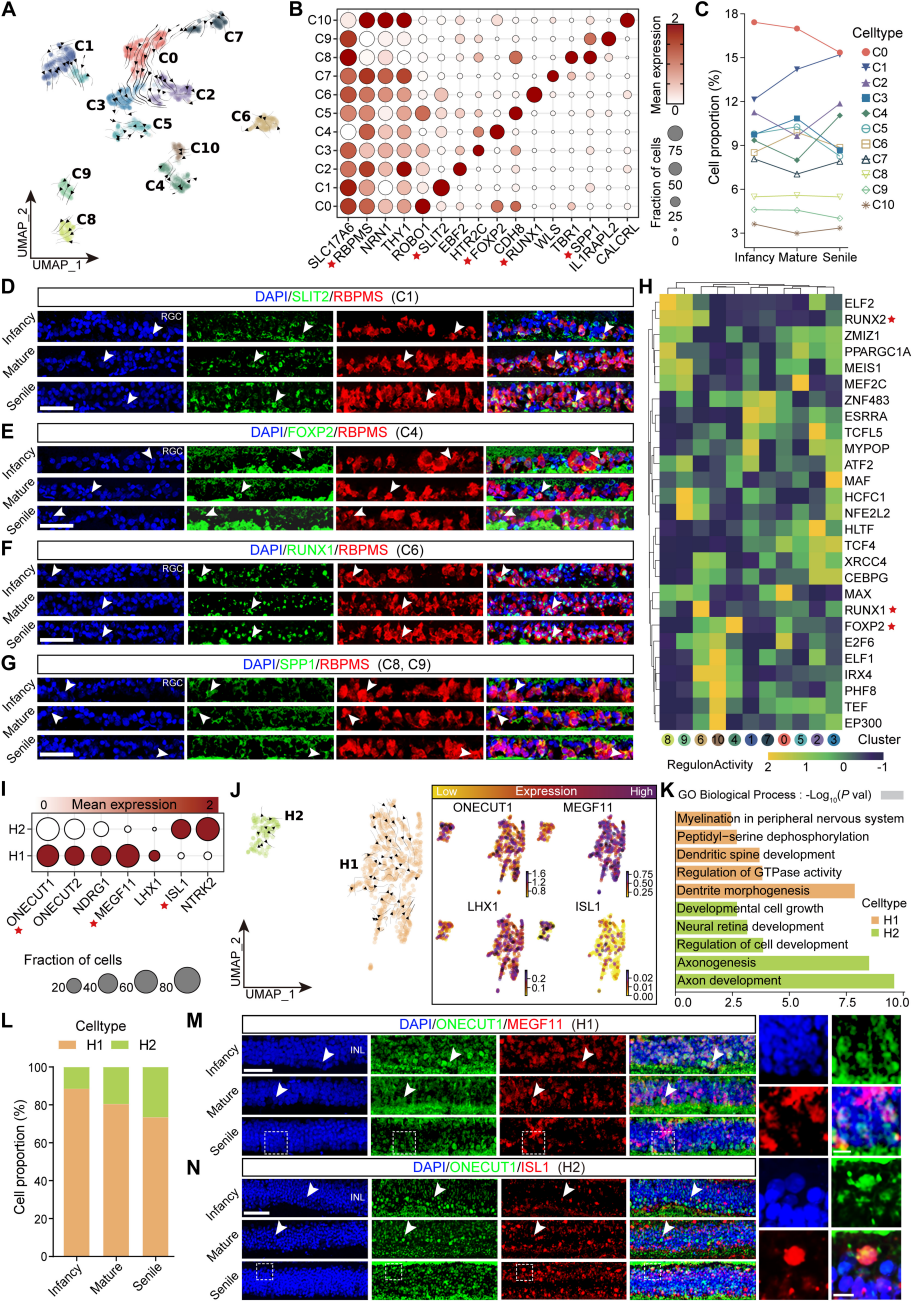
Features and identification of RGCs and HCs in the TS retina. (A) RGC subclusters are visualized using UMAP. (B) Expression of representative marker genes in RGC subclusters. The size of the dot represents the percentage of cells expressed by the selected genes in a cluster. The degree of color refers to the average expression of genes within cells. The red 5-pointed stars represent important marker genes. (C) Proportions of cellular subgroups in infant, mature, and senile groups. (D to G) Immunostaining identification of *SLIT2*^+^ (green)/*RBPMS*^+^ [red, (D)], *FOXP2*^+^ (green)/*RBPMS*^+^ [red, (E)], *RUNX1*^+^ (green)/*RBPMS*^+^ [red, (F)], and *SPP1*^+^ (green)/*RBPMS*^+^ [red (G)] RGCs in the infant, mature, and senile groups. Blue, DAPI. Scale bar: 50 μm. *n* = 3 TSs per group. (H) The network shows the regulatory relationship of transcriptional factors across RGC subclusters. (I) Expression of the representative marker genes of 2 HC subpopulations. The red 5-pointed stars represent important marker genes. (J) Distribution of HC subtypes are visualized using UMAP. (K) Annotation of GO terms enriched by DEGs in H1 and H2. The horizontal coordinator is −log_10_ (*P* val). (L) Proportions of HC subtypes in the infant, mature, and senile groups. (M and N) Immunostaining identification of H1 [*ONECUT1*^+^ (green)/*MEGF11*^+^ (red) (M)] and H2 [*ONECUT1*^+^ (green)/*ISL1*^+^ (red) (N)] in the infant, mature, and senile groups. Blue, DAPI. Scale bar: low magnification, 50 μm; high magnification, 10 μm. *n* = 3 TSs per group. Similar outcomes were obtained in 3 repeated independent experiments. White arrows indicate the positive immunostaining, and the white dashed boxes represent the zoom area of the positive immunostaining.

### Characteristics of HC subtypes with specific markers

HCs play important roles in visual information processing by performing lateral inhibition and modulating the signaling between photoreceptors and other retinal cells. Their actions help to refine the visual signals and optimize the transmission of information from the retina to higher visual centers in the brain [12,37]. In the mouse retina, there is only one identified HC type, but the primate retina contains at least 2 HC distinct subtypes, in which H1 receives input from both rods and cones, while H2 receives input from cones [38]. Here, we also reclustered 1,150 HCs of the TS into H1 and H2 subtypes based on the expression of the LIM homeodomain protein *ISL1*^+^ (Fig. 5I and J, Fig. S4G, and Table S6). The H1 type (C0, C1) expressed the LIM homeodomain transcription factor (*LHX1*) and cell surface receptors *MEGF11*, which can regulate *LHX1*^+^ H1 cell chimerism and play a key role in HC mosaic formation [39]. The H2 type (C2) expressed *ISL1* (Fig. 5J). In addition, the cell ratio of H1 and H2 was exhibited from infancy to senile stages, and GO analysis revealed that H1 is closely related to the nervous system development like “dendrite morphogenesis”, “dendritic spine development”, and “peptidyl-serine dephosphorylation and myelination in the peripheral nervous system”, while H2 was devoted to retinal development processes such as “axon development”, “axogenesis”, and “neural retina development and developmental cell growth” (Fig. 5K and L, Fig. S2D, and Table S6). Thus, H1 and H2 may be indispensable for biological processes conducive to visual processing and perception [40–42]. Furthermore, immunostaining identified that H1 (*MEGF11*^+^) and H2 (*ILS1*^+^) HCs were located in the INL of the TS retina (Fig. 5M and N). 

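H1 cells (LHX1; 741 nuclei) made up 83.1% ± 6.19 of HCs in infant retinas, 81.6% ± 12.8 in mature and 70.6% ± 11.0 in senile retinas (SD), and H2 cells (ISL1; 223 nuclei) 16.9%, 18.4% and 29.4%. Only retinas with at least 10 HCs entered, and the senile minus infancy difference of 12.5 percentage points for H2 rested on 5 senile and 3 infant retinas (2-sided exact permutation test over 56 splits, p = 0.143), and it was 9.49 points among retinas of the same Cell Ranger version. Infancy 5 and Mature 2 had no named HCs: 105 of their 106 nuclei named HC without doublet removal were called doublets, and the 2 and 13 nuclei left in HC clusters after it were set aside at the finer clustering. With no doublet removal, the H2 difference was 12.3 points over 5 and 5 retinas (exact permutation p = 0.0556, adjusted p = 0.374).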

Conclusively, *MEGF11* is identified as a specific H1 subtype marker in this study.

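MEGF11 (TSDBGID.21614) averaged 1095 ± 376 CPM (SD) in the H1 cells of 10 retinas and 9.70 CPM in the H2 cells of 8. The log2 difference of 8.43 ± 2.58 (SD) was positive in 8 of 8 retinas with enough nuclei of both (2-sided exact sign-flip permutation test, p = 0.00781, the smallest that 8 retinas allow). The gene was not used to name H1 or H2 cells.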

### Diversity of TS glial cells

First, 7,643 glial cells were clustered into 3 classes without bias (Fig. S5A), Müller cells (*RLBP1*^+^, *WIF1*^+^, *CHRDL1*^+^, *TF*^+^), astrocytes (*AQP4*^+^, *GFAP*^+^, *NTRK2*^+^, *SLC14A1*^+^), and microglia (*AIF1*^+^, *PTPRC*^+^, *CX3CR1*^+^, *CSF1R*^+^, *C1QB*^+^) (Fig. S5B and Table S7), which participate in the development of anatomical and functional connections between neurons and surrounding tissues, facilitate the transport of ions and nutrients, ensure homeostasis of the microenvironment, and provide nutritional support for neuronal activity in the retinal development and angiogenesis [43]. The proportions of Müller, astrocytes, and microglia cells were shown from infancy to senile stages (Fig. S5C and Table S7). 

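Among the 8163 glial nuclei, Müller cells made up 75.3%, 81.9% and 70.8% on average in infant, mature and senile retinas, astrocytes 20.5%, 12.7% and 21.2%, and microglia 4.14%, 5.33% and 7.99%. The difference of 3.85 percentage points for microglia between senility and infancy had an exact permutation p of 0.143 (2-sided). Doublet removal took 425 of 846 microglia, from 0% to 93.2% of those of a retina; without it the difference was -1.05 points, and among retinas of the same Cell Ranger version 3.92 points. Of the 402 nuclei named astrocytes in Senile 5, 370 were named Müller cells without doublet removal, as were 108 of 260 in Infancy 4, and in a comparison chosen after the data were seen their levels of the naming markers were near those of Müller cells. The share of astrocytes rested on Senile 5: without it the senile minus infancy difference was -9.28 points for astrocytes and 4.04 points for Müller cells.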

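Spearman correlations were computed across variable genes between the summed counts of the glial types within each of 11 retinas, with genes not independent of one another. They averaged 0.651 ± 0.121 (SD) between Müller cells and astrocytes, 0.276 between Müller cells and microglia and 0.299 between astrocytes and microglia. The correlation of Müller cells was 0.375 higher with astrocytes than with microglia, in 11 of 11 retinas (2-sided exact sign-flip permutation test, p = 9.8e-04). Across all genes in place of the variable ones, the setting that moved the correlations most, the values with microglia rose to 0.593 for Müller cells and 0.562 for astrocytes, which changes the order of these 2; the value of Müller cells with astrocytes stayed the highest.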

The TooManyCells tree explained that Müller and astrocytes were in the same branch, and greater correlation between Müller and astrocytes was also uncovered by clumpiness and Sperman correlation analysis (Fig. S5D and E and Table S7). We then clustered the down-regulated genes in glial cells and intersected them with down-DEGs in microglia. As a result, 75 common DEGs were overlapped and mainly enriched in “Notch signaling pathway”, “amyloid precursor protein catabolic process”, and “regulation of leukocyte differentiation” (Fig. S5F). Similarly, 122 up-DEGs were obtained by intersecting up-regulated genes in glial cells with up-DEGs in Müller cells, which were primarily involved in “regulation of nervous system development”, “axonogenesis”, and “synapse organization” (Fig. S5F). Moreover, 68 down-DEGs intersected from down-regulated genes in glial cells and down-DEGs in astrocytes participated in “regulation of neuron projection development”, “neural crest cell differentiation”, “positive regulation of protein autophosphorylation”, “neuron projection guidance”, and “axon development” (Fig. S5F). 

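Of the 76 microglial genes in Table S7, 75 could be tested in microglia, in 5 senile but only 2 infant retinas. Of these, 71 were lower in senile than in infant retinas, with a median log2 fold change of -0.69 (a fry p of 0.103). The preset correlation of camera gave p = 3.0e-13 and an estimated correlation p = 0.112; without Mature 4, the p of fry was 0.0498 at a median of -0.65. Doublet removal had left too few microglia in 3 infant retinas; without it, a setting chosen after the data were seen, 62 of 75 genes were lower over 5 and 5 retinas, with a median of -0.31 and a fry p of 0.00284. The median was -0.71 and the fry p 0.116 with the Cell Ranger version in the model. None of the list was called by edgeR, which called 1 gene in all in microglia, where 260 genes had an unadjusted p under 0.05 and DESeq2 called 36.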

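All 122 Müller genes could be tested, and 103 of them were higher in senile than in infant Müller cells, with a median log2 fold change of 0.16 (a fry p of 0.109). Camera gave p = 6.4e-09 with its preset correlation and p = 0.240 with an estimated one, and without Mature 4 the p of fry was 0.0219 at a median of 0.16. Adding the Cell Ranger version to the model gave a median of 0.17 and a fry p of 0.125. Of the list, 2 genes passed edgeR's false discovery rate of 0.05.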

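All 68 astrocyte genes could be tested, and 67 were lower in senile than in infant astrocytes, with a median log2 fold change of -0.70 (camera with an estimated correlation, p = 0.0271). The p of fry was 0.00284, or 0.0132 adjusted over the 6 lists, and with the Cell Ranger version in the model the median was -0.66 and the fry p 0.00520. Of the list, 4 genes passed edgeR's false discovery rate of 0.05. Most nuclei named astrocytes in Senile 5 had marker levels of Müller cells; without that retina 61 of the 68 genes were lower, with a median of -0.48 (a fry p of 2.3e-04), and without doublet removal, a setting chosen after the data were seen in which these nuclei were named Müller cells, 59 were, with a median of -0.33 (a fry p of 4.5e-05).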

Differential gene expression analysis showed top 10 up- and down-regulated genes across Müller, astrocytes, and microglia (Fig. S5G). The immunostaining results showed the location of Müller cells (*WIF1*^+^) in the INL and RGC layers, astrocytes (*GFAP*^+^) in the RGC layer, and a wide distribution of microglia in all layers of the TS retina (Fig. S5H to J).

### Cross-species comparison of retinal cellular composition and transcriptomes

To study the differences and similarities between the TS retinas and those of other species, we integrated and analyzed the single-cell transcriptome profiles of 7 humans, 4 macaques, 7 mice, 8 chicks, and 15 TS from our study after strict quality control and homologous gene transformation (Materials and Methods). According to the UMAP analysis, the cell populations were well matched across multiple species, including rods, cones, ACs, BCs, RGCs, HCs, and Müller (Fig. 6A). While the overall cell types were conserved, the proportions of each cell type varied by species, where humans and macaques comprise proportionally more RGCs (Fig. 6B). The cross-species transcriptomic correlation analysis among the 5 species demonstrated a high degree of similarity across major retinal classes (Müller, rods, cones, HCs, BCs, RGCs, and ACs), where rods and cones of a given species are more closely related to those of other species than they are to other classes from the same species (Fig. S6A and Table S8). These findings are consistent with a recent single-cell study reporting that retinal cell classes and subclasses across 17 species (TS included) are highly conserved at the molecular level [44]. Additionally, relationships among species vary a lot by cell type. Humans and macaques are each other’s closest relatives in all these 6 cell types, particularly cones, which showed a large transcriptional similarity among TS, humans, and macaques (Fig. 6C and Fig. S6A). 

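In TS L-cones, PDE6H (TSDBGID.24011) averaged 735, 856 and 923 CPM in infant, mature and senile retinas, with a log2 fold change of 0.00 from the mature to the senile stage (edgeR adjusted p = 0.998). CST3 (TSDBGID.5941) averaged 1965 ± 1609, 629 ± 550 and 1332 ± 939.6 CPM (SD, n = 5 retinas each). Its log2 fold change from the mature to the senile stage was 0.91 (standard error 0.57, edgeR adjusted p = 0.668; 2-sided exact permutation p = 0.254). With the Cell Ranger version in the model, a setting chosen after the data were seen, it was 1.18 (edgeR adjusted p = 0.454). S-cones were not tested on their own.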

In our further analysis on cone subsets, we identified key DEGs such as PDE6H and CST3 that were consistently shared between TS and humans across both L-cone and S-cone subtypes, especially during the transition from mature to senile stages (Fig. S6B and C). These genes are involved in visual signal transduction and retinal protection against aging-related degeneration [45,46]. Notably, the shared differential expression of these genes highlights the potential of TS as a valuable model for studying cone-related retinal aging and degeneration. Meanwhile, RGCs, HCs, ACs, and BCs are more transcriptomically conserved across species, with RGCs exhibiting the least transcriptional divergence (Fig. S6A). Interestingly, the more remarkable transcriptional similarity of RGCs to ACs than to BCs among species was unveiled in our work, indicated by their clustering in the same subsidiary branch and increasing clumpiness index with age (Fig. S7A and B). Additionally, TS and chick retinal cells demonstrated greater transcriptomic similarity to each other than to those of humans or primates [13] (Fig. 7B).

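In TS retinas alone, the Spearman correlation across variable genes between RGCs and ACs averaged 0.797 ± 0.0353 (SD, 15 retinas) and that between RGCs and BCs 0.540. The difference of 0.258 was positive in 15 of 15 retinas (2-sided exact sign-flip permutation p = 6.1e-05). By stage the correlation of RGCs with ACs was 0.809 in infancy, 0.784 in the mature stage and 0.798 in the senile stage, and its senile minus infancy difference of -0.0106 had an exact permutation p of 0.222.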

**Fig. 6.**
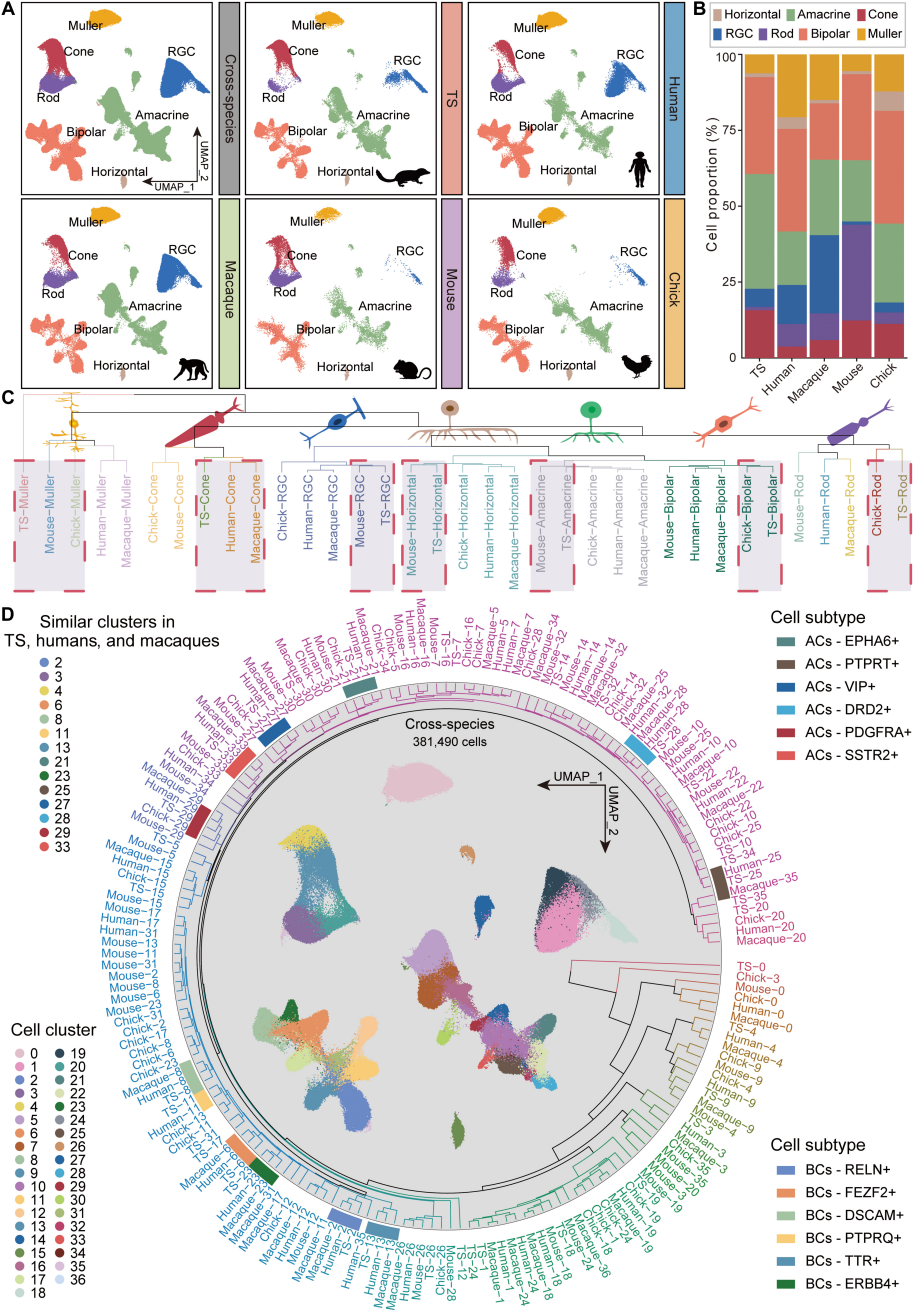
Cross-species comparison of retinal cellular composition and transcriptomes. (A) UMAP clustering of retinal cell types across TS (*n* = 15), humans (*n* = 7), macaques (*n* = 4), mice (*n* = 7), and chicks (*n* = 8) retina. (B) Proportions of retinal cells in TS, humans, macaques, mice, and chicks. (C) Dendrogram based on the transcriptomic similarity of cell types across each species illustrates the conserved retinal cell types across species. (D) Dendrogram based on the transcriptomic similarity of retinal cell subtypes across species highlights the conserved subclusters among TS, humans, and macaques. ACs, amacrine cells; BCs, bipolar cells.

**Fig. 7.**
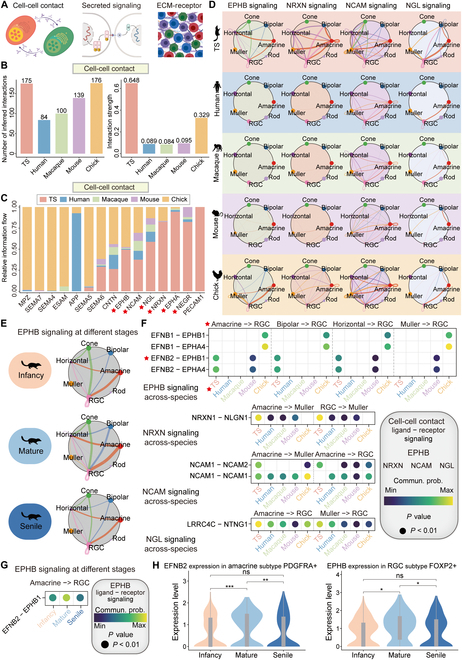
Cell communications across species. (A) Schematic graph of 3 cell communication methods including cell–cell contact, secreted signaling, and ECM–receptor. (B) Bar charts present the cross-species differences in the number and intensity of cell–cell contact in the retina. (C) Relative information flow of the retinal cells through the cell–cell contact way across different species. The red 5-pointed stars represent important signaling in the TS retina cells. (D) Networks visualize the intercellular communication of retinal cells in *EPHB*, *NRXN*, *NCAM*, and *NGL* signaling across humans, macaques, mice, and TS retinas. (E) *EPHB* signaling in TS retinal cells at different age stages. (F) Intensities of ligand–receptor pairs in the indicated cell types among different species. The red 5-pointed stars represent important ligand–receptor pair, cell communication, and TS. (G) Strength of *EFNB2*–*EPHB1* in *EPHB* signaling between ACs and RGCs of TS retina at different stages. (H) Expression of *EFNB2* in *PDGFRA*^+^ ACs and *EPHB* in *FOXP2*^+^ RGCs at different age stages. *P ≤ 0.05, **P ≤ 0.01, and ***P ≤ 0.001.

When analyzing cell subtypes across species, we reclustered 37 subclasses of retinal cells and identified shared subclusters across TS, humans, and macaques, including C2, C3, C4, C6, C8, C11, C13, C21, C23, C25, C27, C28, C29, and C33. These crucial classes comprised key AC subtypes including *EPHA6*^+^, *PTPRT*^+^, *VIP*^+^, *DRD2*^+^, *PDGFRA*^+^, and *SSTR2*^+^, and BC subpopulations including *RELN*^+^, *FEZF2*^+^, *DSCAM*^+^, *PTPRQ*^+^, *TTR*^+^, and *ERBB4*^+^, which showed strong transcriptomic similarity to those in humans and macaques. In particular, *DRD2*^+^ ACs, *PTPRT*^+^ ACs, *PTPRQ*^+^ BCs, *ERBB4*^+^ BCs, and *TTR*^+^ BCs in the TS displayed greater similarity to humans than to macaques (Fig. 6D). We further compared species-specific genetic differences of TS retinal cells with the other 4 species, and the top 5 specific DEGs in each cell type were illustrated (Fig. S8A and B), indicating the least genetic specificity of TS RGCs across different species.

### TS-specific cell-to-cell communication among different retinal cell types

The cell bodies of retinal cells are organized into ONL, INL, and RGC layers, separated by 2 plexiform (synaptic) layers. Information flows through these layers in a defined direction: Photoreceptor cells in the ONL layer detect light and transmit visually evoked signals to interneurons in the INL layer. The interneurons (HCs, BCs, and ACs) process the information and provide it to retinal RGCs in the RGC layer. The RGCs then send axons through the optic nerve to the cerebral visual centers. Cellular communication is an essential process for the development and maintenance of all tissues, including the retina and nervous system. In general, cells employ 3 ways of communication: by secreting proteins or small-molecule compounds in the extracellular fluid (e.g., hormones, cytokines, and extracellular vesicles), by a special protein channel embedded in 2 adjacent cells, also known as intercellular channels, or through the direct contact of membrane surface molecules (e.g., binding of T cells and B cells) [47] (Fig. 7A).

As the results showed, distinct cell communications of retinal cells were exhibited among diverse species, especially interactions dominated by RGCs with ACs, BCs, and HCs (Fig. S9A). In the TS retina, most inferred interactions and the strongest interaction signal occur primarily through cell–cell contact, compared to the other 2 modes of cell communication (Fig. 7B and Fig. S9B and C). This aligns with the well-established understanding that retinal information transmission predominantly relies on synaptic neurotransmitter release [48,49]. With high interaction network weights, TSs were superior to other species in *EPHB*, *NCAM* (*NCAM1*-*NCAM1/2*), *NGL* (*LRRC4C*-*NTNG1*), *NRXN* (*NRXN*-*NLGN1*), *EPHA*, and *NEGR* signaling (*NEGR1*-*NEGR1*) via the cell–cell contact way (Fig. 7C and D), and *LAMININ* signaling (*LAMA4*-*SV2B*) through the ECM–receptor way, as well as *IGF* signaling (*IGF1*-*IGF1R*) but weak *NT* signaling (*BDNF*-*NTRK2*) through the secreted signaling way (Fig. S9D to G). In contrast, there is a lack of TS-specific *EPHB* signaling in humans and macaques, which has been previously revealed to increase the apoptosis of RGCs [50] (Fig. 7D). In addition, RGCs of TS established ligand–receptor associations with ACs, BCs, and HCs via *EPHB* signaling, wherein *EFNB2*–*EPHB1* and *EFNB2*–*EPHA4* pairs showed strong intensities between RGCs and ACs, RGCs and BCs, and RGCs and HCs in the TS, and the intensities weakened in the senile TS (Fig. 7E to G), along with decreased expression of *EFNB2* in *PDGFRA*^+^ ACs and *EPHB* in *FOXP2*^+^ RGC subtypes (Fig. 7H). 

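In PDGFRA+ ACs (65272 to 422947 UMIs per retina), EFNB2 (TSDBGID.25912) averaged 99.997 ± 35.5 CPM in infancy, 158 ± 58.1 in the mature stage and 116 ± 57.2 in the senile stage (SD, n = 5 retinas each). The log2 fold change from the mature to the senile stage was -0.60 (standard error 0.25, edgeR adjusted p = 0.781; 2-sided exact permutation p = 0.262; -0.55 with the Cell Ranger version in the model), and that from infancy to the mature stage 0.59 (edgeR adjusted p = 0.526). In FOXP2+ RGCs, EPHB1 (TSDBGID.17239) averaged 71.1 CPM in 4 infant, 118 in 3 mature and 90.8 in 4 senile retinas, with 54, 57 and 53 UMIs in all. Its log2 fold change from the mature to the senile stage was -0.67 (standard error 0.48, edgeR adjusted p = 0.817), and 0.10 with Y-linked RNA in place of the sex label, a setting chosen after the data were seen. EPHA4 (TSDBGID.4838) averaged 102, 153 and 121 CPM, with a fold change of -0.21 (edgeR adjusted p = 0.937) over the same stages. From the communication analysis, which was not repeated here, the paper states that EFNB2 signaling between RGCs and ACs weakened in senile TS.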

Whether these cellular communications are related to proportional changes in these cell types in TS retina with age remains to be further elucidated; however, it provides us with potential hypotheses for studying the communication connections among retinal cells.

Finally, we examined retinal thickness in TS at different ages and found no apparent alteration in TS retinal thickness as age increased (Fig. S10A and B), strengthening the findings that specific cellular composition and communication of the TS retina contributes to resistance to age-related retinal degradation.

## Discussion

The ocular anatomy of the TS is partly similar to that of primates and humans. Hence, many studies have reported good application prospects of TS as a model for studying human retinal diseases such as glaucoma, axial myopia, and diabetic retinopathy [3,51–53]. In this study, a reference single-cell transcriptome atlas was generated, which revealed TS retinal cell type-specific characteristics during development. In complex retinal tissues, major cell types including cones, rods, BCs, ACs, HCs, RGCs, Müller, astrocytes, and microglia were classified, and the changes of cellular composition, novel cellular marker identification, and complex cell–cell communications in TS retina were also characterized with advancing age by cross-species analysis.

In our study, TS was shown to be a new species with an age effect on the cell subset composition and the gene expression pattern, which may provide support for the similar high-acuity vision and daily routine to human retina, also facilitating increased visual processing and excellent visual sharpness in the elderly TS [54–57]. Some special subpopulations of these cell types and marker genes were identified. We found that the cones comprised >90% of photoreceptor cells in the TS retina [58]. Humans and macaques possess trichromatic vision, characterized by 3 different types of cones expressing 3 distinct opsin proteins (S, M, and L) [23]. However, TSs are dichromatic, wherein their visual system includes 2 types of cone cells (S-cones and L-cones) that express *OPN1SW* and *OPN1LW*, respectively. Our immunostaining results revealed the expression of these 2 cellular markers of the cones in the ONL and RCL of the TS retina. In addition, the disease-related risk scoring showed a high correlation between the L-cones with color blindness and cone dystrophy. In contrast, a decline in rod proportions consistent with the decreased *CLUL1* expression with age in the TS retina was observed. *CLUL1* plays a physiological defense function to maintain cell viability and can promote rod survival after cellular injury by activating Akt and *STAT3*, but inactivating the pro-cellular death signal Bax [59,60]. Therefore, decreased expression of *CLUL1* may be associated with the reduction in rods in senile TS, which might represent another cellular marker of rods, also verified by our immunofluorescent staining. Moreover, high disease risk scores of rods with visual disorders imply that TS has great potential to mimic rod-related diseases such as RP, CSNB, and LCA; furthermore, the mechanistic role of *CLUL1* in rod-related deficits requires further investigation.

Different subtypes of BCs exhibit different functions. BCs, acting as interneurons, receive synaptic input from photoreceptors and transmit processed signals to RGCs via synaptic neurotransmitter release [12]. Quesada et al. [61] identified 14 BC types in the chicken retina based on dendritic morphology without considering axonal morphology. Another study confirmed the existence of at least 15 BC subtypes in the mouse retina using single-cell sequencing and experiments [61,62]. In mammals, BCs are usually divided into 2 types according to whether they respond to light depolarization (ON) or hyperpolarization (OFF): ON-BCs are dominated by rods, and OFF-BCs are dominated by cone cells [25]. In this study, we identified *CA10* as a novel marker for BCs in TS through triple immunofluorescent staining, revealing distinct expression patterns in both OFF_BCs (*CA10*^+^/*NETO1*^+^/*RBPMS*^−^) and ON_BCs (*CA10*^+^/*ISL1*^+^/*RBPMS*^−^) across different age stages. Identification of *CA10* enhances our understanding of BC subtype classification and their functional roles in retinal development and aging. Immunostaining results proved that OFF-BCs and ON-BCs were located in the INL layer of the TS retinas. As our results revealed, different from other OFF-BCs, the proportion of the *ERBB4*^+^ BC subpopulation exhibited an increased trend with age. The GO biological process analysis showed that this subpopulation mainly participated in regulating axon regeneration and the forming of inhibitory postsynaptic potentials. *ERBB4*, as a member of the *EGFR* subfamily of receptor tyrosine kinases, could promote inhibitory synapse formation, and the enhancing effects of *ERBB4*^+^ and *NRG* are vital for nervous system development [63]. In addition, PPI analysis also revealed the central role of regulation between *GRIA4* and *ERBB4*, indicating the critical roles of *ERBB4* in axon regulation [26,63–65].

In mammals, ACs are the most heterogeneous retinal cell type, which forms inhibitory synapses with BCs, RGCs, and other ACs [66]. From the perspective of neurochemical transmitters, ACs can be divided into 2 major categories: γ-aminobutyric acid (GABAergic) and glycine. GABAergic ACs generally have wide dendritic fields that laterally inhibit across larger areas of the retina, while glycinergic ACs have smaller, vertically oriented dendritic domains that mediate localized interactions between different layers of the inner plexiform lamina [67]. Our results validated 3 AC subtypes in the INL and RGC layers of TS retina: glycinergic (*SLC6A9*^+^), SACs (*CHAT*^+^), and *TAC1*^+^ ACs. SACs are the only cholinergic neurons in the retina, and cholinergic activity plays an important role in the formation of deep retinal vascular plexuses and maintains the stability of the retinal vascular structure together with Müller glia, astrocytes, endothelial cells, and pericytes [68]. Also, as GO analysis indicated, SACs are primarily involved in acetylcholine biosynthesis. Cell-to-cell communication showed that SACs exhibited the most cell interactions with other cell types at the mature stage of TS. In addition, the expression of cholinergic neuron markers (*CHAT* and *MEGF11*) in SACs showed the same trend as the cellular communication of SACs with corresponding alternated ligand signaling, such as *VEGF*, *FGF*, and *PDGF* (Fig. 4H and I), further indicating the critical role of SACs in the source of acetylcholine in the retina and might jointly regulate retinal development and angiogenesis in blood vessel-associated cells in retinal disorders [62,69].

More than 30 types of RGCs have been identified in previous studies [34], but the exact role in image formation remains to be determined in TS. We identified 4 TS-specific RGC subpopulations, including *SLIT2*^+^, *RUNX1*^+^, *FOXP2*^+^, and *SPP1*^+^ cells, all located in the RGC layer of the TS retina, suggestive of TS-specific RGC markers. *FOXP* can define different types of neurons in the brain and spinal cord. It also plays an essential role in regulating the plasticity of neural circuits [70,71]. Rousso et. al. previously proposed a subtype of RGCs that could express *FOXP2*, which is different from known RGC subtypes, including α-RGCs, ip-RGCs, J-RGCs, and ooDSGCs [72]. *SLIT2* is an RGC growth cone collapse factor that inhibits RGC axon guidance. Importantly, *ROBO1* and *SLIT2* jointly promote RGC axon growth and play roles in neuronal axon guidance, angiogenesis, inflammatory cell chemotaxis, and tumor cell migration and transfer. Generally, RGCs project axons to their brain targets. The axons of the left and right eyes then meet in the optic chiasm and cross most of the contralateral side. Damage to RGC or axons results in impaired energy metabolism, which leads to optic nerve lesions (e.g., glaucoma) and even blindness [73]. The survival rate varies significantly among different RGC subtypes, wherein α-RGC has the highest survival rate and axon regeneration rate [74]. *SPP1*, known as osteopontin (*OPN*), a marker for α-RGCs, is a secreted glycosylated phosphoprotein that can affect cell survival, inflammation, migration, and homeostasis after injury [36]. *SPP1* was first morphologically identified in the cat retina and belongs to a subset of intrinsically photosensitive RGCs (ipRGCs) [75]. The loss of *SPP1* during development can lead to a decrease in the number of RGCs [36]. Therefore, *SPP1* may be an important target in RGCs for treating retinal degenerative diseases. Although we were unable to characterize the ipRGC marker *OPN4* in TS, C9 was considered an M4-type ipRGC because of the co-expression of interleukin-1 receptor accessory protein-like 2 (*IL1RAPL2*) [76]. We also found a higher glaucoma disease score in α-RGC (C8, C9) than in other RGC subpopulations, suggesting the potentials of TS in investigating the pathogenesis of glaucoma involving C8 and C9 RGC subclasses.

HCs, specifically H1 and H2 HCs, are specialized neurons found in the retina of vertebrate eyes [77]. H1 receives input from photoreceptors (rods and cones) and provides lateral inhibition to neighboring photoreceptors, enhancing contrast and sharpening the edges of visual stimuli [38]. H2, receiving input from cones [38], has a primarily inhibitory function and modulates the communication between photoreceptors and BCs, which provide feedback inhibition to photoreceptors, regulating the sensitivity and dynamic range of the retinal circuitry [78]. As shown in our results, the proportion of H1 exhibited a decreased and H2 an increased trend from infant to senile periods. GO analysis revealed that H1 is closely related to dendrite morphogenesis, regulation of guanosine triphosphatase activity, dendritic spine development, peptidyl-serine dephosphorylation, and myelination in the peripheral nervous system, while H2 in the senile group is closely related to axon development, axogenesis, regulation of cell development, neural retina development, and developmental cell growth. Thus, these biological processes may be associated with the visual processing and perception of H1 and H2 HCs [12,40,42]. Additionally, our findings reveal the presence of 2 distinct types of HCs in TS, a pattern that mirrors what has been observed in primates. These 2 HC subtypes demonstrated strong homology to those in primates, particularly in terms of their gene expression profiles and functional properties. This close homology suggested that TS can serve as an effective model for studying retinal circuits and cellular organization that are highly relevant to primate and human vision. The identification of these 2 HC subtypes in TS further underscores the evolutionary conservation of retinal cell types across species. It highlights the translational potential of using TS in retinal research, especially for understanding how these cells contribute to visual processing and how similar mechanisms might apply in humans.

To study the differences and similarities between the TS retina and that of other species, we integrated and analyzed our TS single-cell transcriptome profiles with humans, macaques, mice, and chicks. A recent study integrating single-cell transcriptomic cell atlases of the retina from 17 vertebrate species (TS included) reported that the retinal cell classes and subclasses are highly conserved at the molecular level through evolution, mirroring their structural and functional conservation [44]. Our study consistently revealed the conservation of retinal cell classes across different species. However, we found that the proportions of each cell type in the different species varied, especially for that of TS ACs, BCs, and cones, which accounted for the significant proportions; ACs, BCs, RGCs, and Müller compose the most cell types in macaques and humans; in contrast, BCs, rods, and ACs are the main cell types in mice, and BCs and ACs are the main cell types in chicks. Based on species analysis, relationships among species also vary by cell clusters. Humans and macaques are each other’s closest relatives in most of the main cell types in the retina, while retinal cells from TS and chick showed more transcriptomical similarity in overall major cell populations to each other than either to humans or primates. This outcome might be explained by the more complex cellular composition of cell subtypes in TS and chick than humans or macaques retina [13]. Nevertheless, the cones of TS exhibited a large transcriptional similarity to humans and macaques, indicating that TS can be used in cone-related research like color blindness and cone dystrophy [79] (Fig. 2H). Notably, the shared differential expression of genes such as PDE6H and CST3 in L-cone and S-cone subtypes between humans and TS in the mature and senile stages highlights the potential of TS as a valuable model for studying cone-related retinal aging and degeneration, offering insights into human retinal diseases. Additionally, great similarities were uncovered in these TS retina subtypes including *DRD2*^+^ ACs, *PTPRT*^+^ ACs, *PTPRQ*^+^ BCs, *ERBB4*^+^ BCs, and *TTR*^+^ BCs to those of humans and macaques. Therefore, these similarities in retinal classes and subtypes support the idea that the future retinal investigations could focus on the cones and subtypes of ACs and BCs to facilitate the conceptual advance in retinal research field. We also explored key molecules with large species-specific differences between TS retinas and other species. The top 5 specific DEGs in each cell type reflected the specificity of the TS retina in each cell population, especially for the Müller and RGCs. These type-specific transcriptional programs can provide the basis for later research on TS.

Cell-to-cell communication in the retina is vital in maintaining normal tissue development and balancing retinal structure and function. CellChat was used to analyze the communication among all cell types. Based on the multimer ligand–receptor complex, CellChat predicts the differential expression of cell–cell interactome gene pairs by evaluating gene expression across cell types and quantitatively infers and analyzes cell-to-cell communication [80]. In this study, we integrated snRNA-seq datasets from humans, macaques, mice, chicks, and TS to better understand interspecies differences in cell–cell interactions. RGCs represent an important communication channel between the retina and the brain and are the only projection neurons of the retina. RGCs are the dominant communicating cells in all species and are involved in 3 communication ways: cell–cell contact, secreted signaling, and ECM–receptor. Our results showed that intercellular communication presented a similarity to the transcriptional characteristics, and more remarkable similarities existing among RGCs, ACs, BCs, HCs, and RGCs exhibited higher interaction weights with ACs, BCs, and HCs through the cell–cell contact way in the TS than humans, macaques, and mice. The intercellular communication was also presented between RGCs and cones, which may be explained by the fact that CellChat also performs in distinguishing spatially distant cells in terms of both the number of interactions and the interaction strengths [80].

Most importantly, we found that 2 ligand–receptor pairs *EFNB2*–*EPHB1* and *EFNB2*–*EPHA4* in *EPHB* signaling, which can promote RGC apoptosis [81], are strengthened in the interactions of RGCs communicating with BCs, ACs, and HCs, but little in humans and macaques. These may be one of the reasons why RGCs comprise the major cell types in the retina of macaques and humans [15], which needs further investigation. The weakening interaction intensity of *EPHB* signaling in the senile TS might constitute the proportional increase of *FOXP2*^+^ RGCs in the aged TS retina. Studies to test these possibilities are underway. Overall, our cross-species outcomes concluded that retinal cellular and subcellular composition are highly conserved at the molecular level through evolution, and several lines of evidence, such as distinct cellular communication patterns and special ligand–receptor interaction signaling, support the cellular specificity in the TS retina.

### Conclusions

Our study produced a comprehensive snRNA-seq atlas for deciphering the cellular and genetic landscapes of the TS retina at the infant, mature, and senile stages. Changes in cellular proportions and cell type-specific molecular alterations during development and aging are well understood in the TS retina. While previous studies have primarily focused on single aspects of retinal development or gene expression in TS, our work represents the first to comprehensively investigate the histology and gene expression profiles of the TS retina across the postnatal lifespan. Importantly, our work highlights the high degree of conservation in retinal cell types and gene expression patterns among TS, humans, and macaques, offering valuable insights into the evolutionary aspects of retinal function. Particularly, we observed from cross-species analysis that TS cones are more similar to that of humans and macaques than to other species, suggesting TS as a more relevant model for studying cone-dominant diseases, particularly given that mice photoreceptors are primarily rods. Moreover, the consistently shared DEGs between TS and humans across both L-cone and S-cone subtypes with aging underscore the potential of TS as a valuable model for studying age-related retinal disorders, particularly those involving cone degeneration. Furthermore, our study identified unique, TS-specific cell–cell communications pathways between RGCs and interneurons, which may explain the species-specific differences in retinal cellular composition. These findings provide critical insights into the molecular and cellular mechanisms underlying age-related changes in the TS retina and offer a bridge between nonhuman primate and rodent models in the study of retinal deficits. The cellular and molecular insights gained from this study offer reliable theoretical support for future research on retinal diseases, contributing to the development of preventative and therapeutic strategies.

## Materials and Methods

### Ethical statement

All experimental procedures were approved by the Animal Care and Use Committee of Kunming Medical University (approval no. 20221868). This study was performed in accordance with the Principles for the Ethical Treatment of TS.

### TS retina tissue collection

Infancy and mature TSs were provided by the Animal Centre of Kunming Medical University and housed in individual cages under a 12-h light/dark cycle, with food and water available throughout the study. Senile TSs were purchased from the Institute of Zoology (Chinese Academy of Sciences). Age and related information of TS used in this study was provided in Fig. S1A and Table S9. Retinal tissues were carefully dissected from the TS eyeballs removed from infancy, mature, and senile animals. Tissues used for histological analysis were fixed in 4% paraformaldehyde, and those used for snRNA-seq were frozen in liquid nitrogen.

### Nuclei isolation and snRNA-seq on the 10× Genomics platform

The frozen tissues were first thawed, cut into small pieces, and homogenized using a glass Dounce tissue grinder (catalog no. D8938, Sigma). The tissue was then homogenized 25 times with pestle A and 25 times with pestle B in 2 ml of ice-cold nuclei EZ lysis buffer. The sample was therefore incubated on ice for 5 min, with an additional 3 ml of cold EZ lysis buffer. Subsequently, nuclei were centrifuged at 500*g* for 5 min at 4 °C, washed with 5 ml of ice-cold EZ lysis buffer, and incubated on ice for 5 min. After centrifugation, the nucleus pellet was washed with 5 ml of nuclei suspension buffer [NSB; consisting of 1× phosphate-buffered saline (PBS), 0.01% bovine serum albumin (BSA), and 0.1% ribonuclease inhibitor (catalog no. 2313A, Clontech)]. Afterward, isolated nuclei were resuspended in 2 ml of NSB, filtered through a 35-μm cell strainer (catalog no. 352235, Corning-Falcon), and counted. Finally, a concentration of 1,000 nuclei per microliter was employed for loading on a 10× channel.

### Construction of snRNA-seq library and processing and quality control of snRNA-seq data

We prepared snRNA-seq libraries with Chromium Next GEM Single Cell 3′ Reagent Kits v3.1 on the Chromium Controller (10× Genomics). The single nucleus was suspended in PBS containing 0.04% BSA. The nuclei suspension was then loaded onto the Chromium Next GEM Chip G, and the Chromium Controller was run to generate single-cell gel beads in the emulsion (GEMs) according to the manufacturer’s recommendation. Captured nuclei were lysed, and the released RNA was barcoded through reverse transcription in individual GEMs. Barcoded, full-length cDNA was generated, and libraries were constructed according to the performer’s protocol. The quality of libraries was assessed by Qubit 4.0 and Agilent 2100. Sequencing was performed on Illumina NovaSeq 6000 with a sequencing depth of at least 50,000 reads per nucleus and 150-base pair (PE150) paired-end reads (performed by Biomarker Technologies Corporation, Beijing, China). Then, we performed alignment to this amended reference using 10× Cell Ranger v7.0, which employs the STAR sequence aligner. The reference genome was the TS_3.0 genome (http://www.treeshrewdb.org/download.html). We determined gene expression counts using unique molecular identifiers (UMIs) for each cell barcode–gene combination. Following alignment, we filtered cell barcodes to identify those that contain nuclei using the approach implemented in Cell Ranger v7.0, and only these barcodes were considered for downstream analysis including clustering and cell-type identification as well as differential expression analysis by Seurat (v4.2.0). To remove the nuclei with low quality, nuclei with gene number over 200 but less than 6000 and the ratio of mitochondria lower than 5% were maintained, and genes with at least one feature count in more than 3 nuclei were used for the following analysis. Doublets were detected using DoubletFinder (version 2.0.3) [82], referring to the official recommendation of Doublet Rate < number of cells in a single sample * 8 * 1e−6 (calculated by increasing the double cell ratio by 8‰ for every 1000 cells added). After removing doublets, we filtered cells expressing multiple cell markers and nonretinal cells from the integrated data. In addition, we further removed meaningless double cells during cell subtype analysis. After sample integration and clustering, clusters lacking specific marker genes, relatively low gene content, and high mitochondrial ratios were discarded.

### Integration, clustering, and identification of cell types

After quality control, a typical workflow for integrating multiple sample data using the LIGER software package consisted of the following steps: First, each sample datum was normalized to account for differences in total gene-level counts across cells using the “NormalizeData” function. Next, “ScaleData” function was used to normalize datasets without centering based on the mean, thereby obtaining nonnegative input data. Next, we performed integrative nonnegative matrix factorization (iNMF) on the normalized and scaled snRNA-seq data to identify shared and dataset-specific factors. To run iNMF on the scaled datasets, we used the “optimizeALS” function with proper hyperparameter settings (*k* = 20). We then performed quantile normalization by dataset, factor, and cluster to fully integrate the datasets (using “QuantileNorm” function, knn *k* = 20, quantiles = 50). After data integration and scaling, principal components analysis (PCA) was applied with the “RunPCA” function, and appropriate PCs were selected for the following analysis. Dimensionality was reduced with the “RunUMAP” function. “FindNeighbors” and “FindClusters” [83] functions were applied to perform clustering. Marker genes for each cluster were identified by the “FindAllMarkers” function with the cutoff of adjusted *P* < 0.05 and |log_2_FC| > 0.25. Canonical marker genes were used to identify the cell types.

### Identification of DEGs across clusters

In our dataset, 107,718 single cells were filtered and grouped into 29 clusters. The clusters were annotated using known marker genes (Table S1). We identified cones, rods, BCs, ACs, HCs, microglia, Müller glia, and astrocytes. DEGs were identified using “FindMarkers” function implemented in Seurat v4 [84] across clusters with the options “logfc.threshold = 0.25, min.pct = 0.1”. *P* values were corrected using the Bonferroni method, and 0.05 was set as a threshold to define significance.

### Quantification of the number for cell types in infancy, mature, and senile samples

To get insight into the changes of cell types during retinal aging of TS, we performed the cell number analysis following the method and formula reported by Schirmer et al. [63,85]. In detail, the number of nuclei in each cluster and individual was normalized to the total number of nuclei captured from each individual. Then, a one-way analysis of variance (ANOVA) was used to make comparisons of normalized cell numbers and cell types for individuals at different age stages.

### Differential gene expression analysis using linear mixed-model regression

To identify genes differentially expressed among infancy, mature, and senile samples per cell type, *P* values were calculated and false discovery rate (FDR) corrected using model-based analysis of single-cell transcriptomics (MAST). All nuclei from infancy, mature, and senile samples for corresponding cell types were used. MAST was used to perform zero-inflated regression analysis by fitting a linear mixed model. To exclude gene expression changes stemming from confounders, such as age, sex, and fractions of ribosomal and mitochondrial transcripts, the following model was fit with MAST:

zlm( ∼ group + age + sex + riboperc + mitoperc, sca, method = glmer, ebayes = F, silent = T)

To identify genes differentially expressed due to the age effect, the likelihood ratio test was performed by comparing the model with and without the diagnosis factor. Genes with at least 10% increase or decrease in expression and an FDR-corrected *P* < 0.05 were selected as differentially expressed.

### GO enrichment analysis

The “enrichGO” function of clusterProfiler R package [86] was used for enrichment analysis, and the Benjamini-and-Hochberg (BH) method was employed for multiple test correction (OrgDb = org.Hs.eg.db, pAdjustMethod = “BH”, pvalueCutoff = 0.05). A GO term with an adjusted *P* value of lower than 0.05 was considered significantly enriched. Of note, “org.Hs.eg.db” package was used due to the homogeneity between TS and humans and the lack of comprehensive TS resources.

### Integration, clustering, and identification of cell types across species

We compared the previously reported mice [16], chicks [13], macaques [18], and humans [19] retinal snRNA-seq datasets, with the TS retinal snRNA-seq dataset generated in this study (Table S10). First, we assembled cells from our dataset with those from published single-cell RNA-sequencing datasets of other 4 species based on orthologous genes identified among the 5 species genomes with the R package homologene. The homologous genes are 1–1 matched in 5 species, excluding genes with ambiguity and those that did not have corresponding orthologs (Table S11). Then, a cross-species comparison was performed. Seurat object of each species sample was constructed from the decontaminated matrix, and unsupervised clustering was performed to identify cellular subpopulations (https://satijalab.org/seurat/) [87]. Datasets from different sequencing libraries were subjected to normalization [using “NormalizeData()” function with parameters “normalization.method = “LogNormalize”, reduction = “rpca”] and identification of highly variable genes (HVGs) (using “FindVariableFeatures” function with the options “selection.method = “vst”, nfeatures = 3000”). Then, we applied “FindIntegrationAnchors” and “IntegrateData” functions to integrate all sequencing libraries with the top 50 significant PCs (dim = 1:50). The top 3,000 HVGs of each dataset were used for the downstream PCA. The top 20 significant PCs were selected for clustering and visualization using a UMAP. Cell identities were annotated based on the expression of canonical cell-type markers. When data from different species are integrated, dendrograms for the cell-averaged profiles were constructed using hclust (R package “stats”) and then plotted in a circular representation using the circlize_dendrogram function (R package “dendextend”).

### Visualization of cell echelon status using TooManyCells

To visualize the relationships in the evolutionary branches of cells and significant differences among the 5 species, we performed a clustering analysis of retinal snRNA-seq data using TooManyCells (v2.2.0.0, Linux) [88]. For visualization purposes, the tree projection was trimmed by a median absolute deviation derived from the median size of all nodes of the original tree using the TooManyCells smart cutoff parameter. In particular, we set the minimum size of each leaf to 10 cells and colored each leaf according to the cell type.

### Construction of cellular communication network

Intercellular communication was analyzed using the CellChat (v1.4.1) R package with default parameters. TS retina datasets for infancy, mature, and senile animals and humans, macaques, mice, and chicks retinal datasets were analyzed separately, and intercellular communication analysis was performed based on cell types. Cell–cell communication network was visualized using the “netVisual_aggregate” function, the centrality score was computed and visualized using the “netAnalysis_signalingRole_network” function, and the relative contribution of each ligand–receptor pair was visualized using the “netAnalysis_contribution” function.

### RNA velocity analysis

We first applied velocyto [89] to count the abundances of unspliced and spliced transcripts using the bam output of CellRanger. We then applied scVelo [90] to find variable genes, calculated RNA velocities via dynamical models, and visualized the velocities on the UMAP embeddings where all samples were integrated together using the Seurat pipelines described above.

### Single-cell regulatory network inference and clustering

To perform transcription factor network inference, the data were subsampled by randomly selecting cells from each cell type or cellular subpopulation. Analyses were performed using the single-cell regulatory network inference and clustering (SCENIC) R package (version 1.1.0, which corresponds to RcisTarget 1.2.0 and AUCell 1.4.1). The activity of the regulatory networks was evaluated using the full dataset during the scoring step using AUCell (step 3). Regulons annotated as “extended” included target genes harboring motifs that had been linked to the respective transcription factor by lower confidence annotations [91].

### Gene set score analysis

Gene sets related to “Retinitis pigmentosa”, “Congenital stationary night blindness”, “Color blindness”, “Leber’s congenital amaurosis”, “Cone dystrophy”, and “Glaucoma” were obtained from the DisGeNET database (https://www.disgenet.org/home/). Gene set scores were acquired by analyzing the transcriptome of each input cell against the aforementioned gene sets using the Seurat function “AddModuleScore.” Changes in the scores between infancy, mature, and senile samples were analyzed using the ggpubr R package via the Wilcoxon test.

### Mfuzz analysis

Mfuzz analysis was used to detect the change trend of cell-specific genes during retina aging. First, nuclei corresponding to the given cell type were selected from the full dataset. Second, raw counts were summed in order to produce a “pseudo-bulk” transcriptome for each group. Third, through the cluster analysis of expression patterns, the gene expression trend of infancy, mature, and senile TS retina samples was presented.

### Optical coherence tomography

TSs in the infant, mature, and senile groups were anesthetized using an intraperitoneal injection of 3% phenobarbital (50 mg/kg). Compound tropicamide eye drops were applied externally to dilate the pupil, and flufloxacin was used to protect the cornea during and after surgery. TSs were photographed using a Micron IV retinal imaging camera (Phoenix Research Laboratory, Pleasanton, CA, USA). Finally, the retinal thicknesses of the optical coherence tomography (OCT) images were measured using the ImageJ software.

### Multiplexed immunofluorescence staining

Retinal tissues from 3 infancy, 3 mature, and 3 senile TS were used for multiplex immunofluorescence staining. The retinal tissues were dissected and fixed with 4% paraformaldehyde (catalog no. BL539A, Biosharp) for up to 24 h and sequentially placed in 10%, 20%, and 30% sucrose (catalog no. 21164955, Biosharp) at 4 °C until the tissues were completely immersed in each solution. The tissue samples were frozen with optimal cutting temperature compound (catalog no. 4583, Tissue-Tek) at −40 °C for 30 min and sectioned at a thickness of 15 μm using a microtome (catalog no. CM1950, Leica). Sections were then stored at −40 °C. After antigen repair with citrate-EDTA antigen retrieval solution (1×) (catalog no. BL55A, Biosharp), the sections were incubated with 3% hydrogen peroxide (Jiangxi Grass Coral Disinfection Products Co. Ltd.) for 15 min and blocked with 5% goat serum (catalog no. SL038, Solarbio) and 0.3% Triton X-100 (catalog no. 1139ML100, BioFROX) for 2 h. Subsequently, the sections were supplemented with primary antibodies for 18 h at 4 °C. This was followed by rinsing in PBS with Tween 20 (PBST) 5 times (5 min each). Secondary antibodies (catalog no. kit-5020, MaxVision-HRP, mouse/rabbit) were incubated at room temperature for 15 min. This was followed by washing with PBST and incubation for 10 min with TSAPlus fluorescent enhancement dye (iF488-Tyramide, iF555-Tyramide, or iF647-Tyramide) (catalog no. GB1236, Servicebio). For double/triple-label staining, these sections were subjected to antigen repair again with citrate-EDTA antigen retrieval solution and were incubated with 3% hydrogen peroxide for 15 min, followed by blocking with 5% goat serum and 0.3% Triton X-100. Incubation with primary and secondary antibodies was performed as described previously. Finally, after counterstaining with 4′,6-diamidino-2-phenylindole (DAPI) for 10 min, sections were sealed with an anti-fluorescent quenching agent (catalog no. Po126, Beyotime). Using a confocal microscope (NIS-Elements AX) with 2,048 × 2,048 pixel, 3 to 5 sections of each group were randomly selected to observe the positive cells. Detailed primary antibody information is provided in Table S12.

### Quantification and statistical analysis

SPSS Statistics 26.0 (IBM, Chicago, IL, USA) was used to compare the data from TS at different age stages. Statistical analyses were performed using one-way ANOVA with corresponding post hoc tests for multiple group comparison following the normality and homogeneity tests. Graphical visualization was performed using GraphPad Prism software (v 9.1.1). The sample size and *P* values are given in the figure legends. *P* values were designated as follows: *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001.

## Data Availability

The raw sequence data reported in this paper have been deposited in the Gene Expression Omnibus of the National Center for Biotechnology Information, under accession number GSE227524, and are accessible at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE227524 . All data supporting the findings of this study are provided within the paper and its Supplementary Materials. Source data are provided with this paper.

## References

[1] Wang YY, Wang JD, Wang L, Dan QQ, Xia QJ, Wang TH, Xiong LL. Establishment of neurobehavioral assessment system in tree shrew SCT model. J Mol Neurosci. 2020;70(3):308–319.31845102 10.1007/s12031-019-01414-9

[2] Lin N, Xiong LL, Zhang RP, Zheng H, Wang L, Qian ZY, Zhang P, Chen ZW, Gao FB, Wang TH. Injection of Aβ1-40 into hippocampus induced cognitive lesion associated with neuronal apoptosis and multiple gene expressions in the tree shrew. Apoptosis. 2016;21(5):621–640.26897171 10.1007/s10495-016-1227-4

[3] Gorbatyuk OS, Pitale PM, Saltykova IV, Dorofeeva IB, Zhylkibayev AA, Athar M, Fuchs PA, Samuels BC, Gorbatyuk MS. A novel tree shrew model of diabetic retinopathy. Front Endocrinol. 2021;12: Article 799711.10.3389/fendo.2021.799711PMC876230435046899

[4] Tanabe S, Fu J, Cang J. Strong tuning for stereoscopic depth indicates orientation-specific recurrent circuitry in tree shrew V1. Curr Biol. 2022;32(24):5274–5284.e6.36417902 10.1016/j.cub.2022.10.063PMC9772061

[5] Fan Y, Luo R, Su LY, Xiang Q, Yu D, Xu L, Chen JQ, Bi R, Wu DD, Zheng P, et al. Does the genetic feature of the Chinese tree shrew (Tupaia belangeri chinensis) support its potential as a viable model for Alzheimer’s disease research? J Alzheimers Dis. 2018;61(3):1015–1028.29332044 10.3233/JAD-170594

[6] Wang J, Azimi H, Zhao Y, Kaeser M, Vaca Sánchez P, Vazquez-Guardado A, Rogers JA, Harvey M, Rainer G. Optogenetic activation of visual thalamus generates artificial visual percepts. eLife. 2023;12:e90431.37791662 10.7554/eLife.90431PMC10593406

[7] Mustafar F, Harvey MA, Khani A, Arató J, Rainer G. Divergent solutions to visual problem solving across mammalian species. eNeuro. 2018;5(4):ENEURO.0167-18.2018.10.1523/ENEURO.0167-18.2018PMC607119330073190

[8] Li C, McHaney KM, Sederberg PB, Cang J. Tree shrews as an animal model for studying perceptual decision-making reveal a critical role of stimulus-independent processes in guiding behavior. eNeuro. 2022;9(6):ENEURO.0419-22.2022.10.1523/ENEURO.0419-22.2022PMC971835436414413

[9] Müller B, Peichl L, De Grip WJ, Gery I, Korf HW. Opsin- and S-antigen-like immunoreactions in photoreceptors of the tree shrew retina. Invest Ophthalmol Vis Sci. 1989;30(3):530–535.2466810

[10] Brunke J, Russo IRM, Orozco-terWengel P, Zimmermann E, Bruford MW, Goossens B, Radespiel U. Dispersal and genetic structure in a tropical small mammal, the Bornean tree shrew (Tupaia longipes), in a fragmented landscape along the Kinabatangan River, Sabah Malaysia. BMC Genet. 2020;21(1):43.32303177 10.1186/s12863-020-00849-zPMC7164274

[11] Schumacher JW, McCann MK, Maximov KJ, Fitzpatrick D. Selective enhancement of neural coding in V1 underlies fine-discrimination learning in tree shrew. Curr Biol. 2022;32(15):3245–3260.e5.35767997 10.1016/j.cub.2022.06.009PMC9378627

[12] Masland RH. The neuronal organization of the retina. Neuron. 2012;76(2):266–280.23083731 10.1016/j.neuron.2012.10.002PMC3714606

[13] Yamagata M, Yan W, Sanes JR. A cell atlas of the chick retina based on single-cell transcriptomics. eLife. 2021;10:e63907.33393903 10.7554/eLife.63907PMC7837701

[14] Mahato B, Kaya KD, Fan Y, Sumien N, Shetty RA, Zhang W, Davis D, Mock T, Batabyal S, Ni A, et al. Pharmacologic fibroblast reprogramming into photoreceptors restores vision. Nature. 2020;581(7806):83–88.32376950 10.1038/s41586-020-2201-4PMC7469946

[15] Baden T, Euler T, Berens P. Understanding the retinal basis of vision across species. Nat Rev Neurosci. 2020;21(1):5–20.31780820 10.1038/s41583-019-0242-1

[16] Macosko EZ, Basu A, Satija R, Nemesh J, Shekhar K, Goldman M, Tirosh I, Bialas AR, Kamitaki N, Martersteck EM, et al. Highly parallel genome-wide expression profiling of individual cells using nanoliter droplets. Cell. 2015;161(5):1202–1214.26000488 10.1016/j.cell.2015.05.002PMC4481139

[17] Tran NM, Shekhar K, Whitney IE, Jacobi A, Benhar I, Hong G, Yan W, Adiconis X, Arnold MKE, Lee JM, et al. Single-cell profiles of retinal ganglion cells differing in resilience to injury reveal neuroprotective genes. Neuron. 2019;104(6):1039–1055.e12.31784286 10.1016/j.neuron.2019.11.006PMC6923571

[18] Peng YR, Shekhar K, Yan W, Herrmann D, Sappington A, Bryman GS, van Zyl T, do MTH, Regev A, Sanes JR. Molecular classification and comparative taxonomics of foveal and peripheral cells in primate retina. Cell. 2019;176(5):1222–1237.e22.30712875 10.1016/j.cell.2019.01.004PMC6424338

[19] Yan W, Peng YR, van Zyl T, Regev A, Shekhar K, Juric D, Sanes JR. Cell atlas of the human fovea and peripheral retina. Sci Rep. 2020;10(1):9802.32555229 10.1038/s41598-020-66092-9PMC7299956

[20] Lu C, Sun XM, Li N, Wang WG, Kuang DX, Tong PF, Han YY, Dai JJ. CircRNAs in the tree shrew (Tupaia belangeri) brain during postnatal development and aging. Aging. 2018;10(4):833–852.29723158 10.18632/aging.101437PMC5940110

[21] Kulesh B, Reese BE, Keeley PW. Contraction of axonal and dendritic fields in Sox5-deficient cone bipolar cells is accompanied by axonal sprouting and dendritic hyper-innervation of pedicles. Front Neuroanat. 2022;16: Article 944706.36093292 10.3389/fnana.2022.944706PMC9459848

[22] Wu F, Li R, Umino Y, Kaczynski TJ, Sapkota D, Li S, Xiang M, Fliesler SJ, Sherry DM, Gannon M, et al. Onecut1 is essential for horizontal cell genesis and retinal integrity. J Neurosci. 2013;33(32):13053–13065.23926259 10.1523/JNEUROSCI.0116-13.2013PMC3735885

[23] Muller B, Peichl L. Topography of cones and rods in the tree shrew retina. J Comp Neurol. 1989;282(4):581–594.2723153 10.1002/cne.902820409

[24] Kim YK, Lee H, Ismail T, Kim Y, Lee HS. Dach1 regulates neural crest migration during embryonic development. Biochem Biophys Res Commun. 2020;527(4):896–901.32430182 10.1016/j.bbrc.2020.05.009

[25] Euler T, Haverkamp S, Schubert T, Baden T. Retinal bipolar cells: Elementary building blocks of vision. Nat Rev Neurosci. 2014;15(8):507–519.25158357 10.1038/nrn3783

[26] Paz JT, Bryant AS, Peng K, Fenno L, Yizhar O, Frankel WN, Deisseroth K, Huguenard JR. A new mode of corticothalamic transmission revealed in the Gria4(-/-) model of absence epilepsy. Nat Neurosci. 2011;14:1167–1173.21857658 10.1038/nn.2896PMC3308017

[27] Wang H, Liu F, Chen W, Sun X, Cui W, Dong Z, Zhao K, Zhang H, Li H, Xing G, et al. Genetic recovery of ErbB4 in adulthood partially restores brain functions in null mice. Proc Natl Acad Sci USA. 2018;115(51):13105–13110.30498032 10.1073/pnas.1811287115PMC6304932

[28] Rahman-Enyart A, Lai C, Prieto AL. Neuregulins 1, 2, and 3 promote early neurite outgrowth in ErbB4-expressing cortical GABAergic interneurons. Mol Neurobiol. 2020;57(8):3568–3588.32542595 10.1007/s12035-020-01966-7

[29] Cheng CW, Chow RL, Lebel M, Sakuma R, Cheung HOL, Thanabalasingham V, Zhang X, Bruneau BG, Birch DG, Hui CC, et al. The Iroquois homeobox gene, Irx5, is required for retinal cone bipolar cell development. Dev Biol. 2005;287(1):48–60.16182275 10.1016/j.ydbio.2005.08.029

[30] Erickson T, French CR, Waskiewicz AJ. Meis1 specifies positional information in the retina and tectum to organize the zebrafish visual system. Neural Dev. 2010;5:22.20809932 10.1186/1749-8104-5-22PMC2939508

[31] Sung MS, Heo H, Eom GH, Kim SY, Piao H, Guo Y, Park SW. HDAC2 regulates glial cell activation in ischemic mouse retina. Int J Mol Sci. 2019;20(20):5159.31627491 10.3390/ijms20205159PMC6829428

[32] Welsbie DS, Mitchell KL, Jaskula-Ranga V, Sluch VM, Yang Z, Kim J, Buehler E, Patel A, Martin SE, Zhang PW, et al. Enhanced functional genomic screening identifies novel mediators of dual leucine zipper kinase-dependent injury signaling in neurons. Neuron. 2017;94:1142–1154.e6.28641113 10.1016/j.neuron.2017.06.008PMC5553555

[33] Lam JD, Oh DJ, Wong LL, Amarnani D, Park-Windhol C, Sanchez AV, Cardona-Velez J, McGuone D, Stemmer-Rachamimov AO, Eliott D, et al. Identification of RUNX1 as a mediator of aberrant retinal angiogenesis. Diabetes. 2017;66(7):1950–1956.28400392 10.2337/db16-1035PMC5482092

[34] Rheaume BA, Jereen A, Bolisetty M, Sajid MS, Yang Y, Renna K, Sun L, Robson P, Trakhtenberg EF. Single cell transcriptome profiling of retinal ganglion cells identifies cellular subtypes. Nat Commun. 2018;9(1):2759.30018341 10.1038/s41467-018-05134-3PMC6050223

[35] Niclou SP, Jia L, Raper JA. Slit2 is a repellent for retinal ganglion cell axons. J Neurosci. 2000;20(13):4962–4974.10864954 10.1523/JNEUROSCI.20-13-04962.2000PMC6772294

[36] Ruzafa N, Pereiro X, Aspichueta P, Araiz J, Vecino E. The retina of osteopontin deficient mice in aging. Mol Neurobiol. 2018;55(1):213–221.28866734 10.1007/s12035-017-0734-9PMC5808060

[37] Thoreson WB, Mangel SC. Lateral interactions in the outer retina. Prog Retin Eye Res. 2012;31(5):407–441.22580106 10.1016/j.preteyeres.2012.04.003PMC3401171

[38] Lu Y, Shiau F, Yi W, Lu S, Wu Q, Pearson JD, Kallman A, Zhong S, Hoang T, Zuo Z, et al. Single-cell analysis of human retina identifies evolutionarily conserved and species-specific mechanisms controlling development. Dev Cell. 2020;53(4):473–491.e9.32386599 10.1016/j.devcel.2020.04.009PMC8015270

[39] Kay JN, Chu MW, Sanes JR. MEGF10 and MEGF11 mediate homotypic interactions required for mosaic spacing of retinal neurons. Nature. 2012;483(7390):465–469.22407321 10.1038/nature10877PMC3310952

[40] Winslow RL, Miller RF, Ogden TE. Functional role of spines in the retinal horizontal cell network. Proc Natl Acad Sci USA. 1989;86(1):387–391.2463626 10.1073/pnas.86.1.387PMC286470

[41] Hirano AA, Vuong HE, Kornmann HL, Schietroma C, Stella SL Jr, Barnes S, Brecha NC. Vesicular release of GABA by mammalian horizontal cells mediates inhibitory output to photoreceptors. Front Cell Neurosci. 2020;14: Article 600777.33335476 10.3389/fncel.2020.600777PMC7735995

[42] Behrens C, Yadav SC, Korympidou MM, Zhang Y, Haverkamp S, Irsen S, Schaedler A, Lu X, Liu Z, Lause J, et al. Retinal horizontal cells use different synaptic sites for global feedforward and local feedback signaling. Curr Biol. 2022;32(3):545–558.e5.34910950 10.1016/j.cub.2021.11.055PMC8886496

[43] Provis JM. Development of the primate retinal vasculature. Prog Retin Eye Res. 2001;20(6):799–821.11587918 10.1016/s1350-9462(01)00012-x

[44] Hahn J, Monavarfeshani A, Qiao M, Kao AH, Kölsch Y, Kumar A, Kunze VP, Rasys AM, Richardson R, Wekselblatt JB, et al. Evolution of neuronal cell classes and types in the vertebrate retina. Nature. 2023;624(7991):415–424.38092908 10.1038/s41586-023-06638-9PMC10719112

[45] Kay P, Yang YC, Hiscott P, Gray D, Maminishkis A, Paraoan L. Age-related changes of cystatin C expression and polarized secretion by retinal pigment epithelium: Potential age-related macular degeneration links. Invest Ophthalmol Vis Sci. 2014;55(2):926–934.24458156 10.1167/iovs.13-13239PMC11980428

[46] Yalaz C, Bridges E, Alham NK, Zois CE, Chen J, Bensaad K, Miar A, Pires E, Muschel RJ, McCullagh JSO, et al. Cone photoreceptor phosphodiesterase PDE6H inhibition regulates cancer cell growth and metabolism, replicating the dark retina response. Cancer Metab. 2024;12(1):5.38350962 10.1186/s40170-023-00326-yPMC10863171

[47] Huang H. Pericyte-endothelial interactions in the retinal microvasculature. Int J Mol Sci. 2020;21(19):7413.33049983 10.3390/ijms21197413PMC7582747

[48] Buldyrev I, Puthussery T, Taylor WR. Synaptic pathways that shape the excitatory drive in an OFF retinal ganglion cell. J Neurophysiol. 2012;107(7):1795–1807.22205648 10.1152/jn.00924.2011PMC3331668

[49] DeVries SH, Schwartz EA. Kainate receptors mediate synaptic transmission between cones and ‘Off’ bipolar cells in a mammalian retina. Nature. 1999;397(6715):157–160.9923677 10.1038/16462

[50] Dong LD, Gao F, Wang XH, Miao Y, Wang SY, Wu Y, Li F, Wu J, Cheng XL, Sun XH, et al. GluA2 trafficking is involved in apoptosis of retinal ganglion cells induced by activation of EphB/EphrinB reverse signaling in a rat chronic ocular hypertension model. J Neurosci. 2015;35(13):5409–5421.25834064 10.1523/JNEUROSCI.4376-14.2015PMC6705403

[51] KhalafAllah MT, Fuchs PA, Nugen F, El Hamdaoui M, Levy A, Redden DT, Samuels BC, Grytz R. Longitudinal changes of Bruch’s membrane opening, anterior scleral canal opening, and border tissue in experimental juvenile high myopia. Invest Ophthalmol Vis Sci. 2023;64(4):2.10.1167/iovs.64.4.2PMC1008094937010856

[52] Sajdak BS, Salmon AE, Cava JA, Allen KP, Freling S, Ramamirtham R, Norton TT, Roorda A, Carroll J. Noninvasive imaging of the tree shrew eye: Wavefront analysis and retinal imaging with correlative histology. Exp Eye Res. 2019;185: Article 107683.31158381 10.1016/j.exer.2019.05.023PMC6698412

[53] Samuels BC, Siegwart JT, Zhan W, Hethcox L, Chimento M, Whitley R, Downs JC, Girkin CA. A novel tree shrew (Tupaia belangeri) model of glaucoma. Invest Ophthalmol Vis Sci. 2018;59(7):3136–3143.30025140 10.1167/iovs.18-24261PMC6018453

[54] Blasiak J, Sobczuk P, Pawlowska E, Kaarniranta K. Interplay between aging and other factors of the pathogenesis of age-related macular degeneration. Ageing Res Rev. 2022;81: Article 101735.36113764 10.1016/j.arr.2022.101735

[55] Buhr ED. Tangled up in blue: Contribution of short-wavelength sensitive cones in human circadian photoentrainment. Proc Natl Acad Sci USA. 2023;120(2): Article e2219617120.36598954 10.1073/pnas.2219617120PMC9926240

[56] Fitzpatrick MJ, Kerschensteiner D. Homeostatic plasticity in the retina. Prog Retin Eye Res. 2023;94: Article 101131.36244950 10.1016/j.preteyeres.2022.101131

[57] Sanes JR, Masland RH. The types of retinal ganglion cells: Current status and implications for neuronal classification. Annu Rev Neurosci. 2015;38:221–246.25897874 10.1146/annurev-neuro-071714-034120

[58] Peichl L, Kaiser A, Rakotondraparany F, Dubielzig RR, Goodman SM, Kappeler PM. Diversity of photoreceptor arrangements in nocturnal, cathemeral and diurnal Malagasy lemurs. J Comp Neurol. 2019;527(1):13–37.28054342 10.1002/cne.24167

[59] Vargas A, Kim HS, Baral E, Yu WQ, Craft CM, Lee EJ. Protective effect of clusterin on rod photoreceptor in rat model of retinitis pigmentosa. PLOS ONE. 2017;12(8): Article e0182389.28767729 10.1371/journal.pone.0182389PMC5540409

[60] Zhang H, Kim JK, Edwards CA, Xu Z, Taichman R, Wang CY. Clusterin inhibits apoptosis by interacting with activated Bax. Nat Cell Biol. 2005;7(9):909–915.16113678 10.1038/ncb1291

[61] Quesada A, Prada FA, Genis-Galvez JM. Bipolar cells in the chicken retina. J Morphol. 1988;197(3):337–351.29874893 10.1002/jmor.1051970308

[62] Shekhar K, Lapan SW, Whitney IE, Tran NM, Macosko EZ, Kowalczyk M, Adiconis X, Levin JZ, Nemesh J, Goldman M, et al. Comprehensive classification of retinal bipolar neurons by single-cell transcriptomics. Cell. 2016;166(5):1308–1323.e30.27565351 10.1016/j.cell.2016.07.054PMC5003425

[63] Fazzari P, Paternain AV, Valiente M, Pla R, Luján R, Lloyd K, Lerma J, Marín O, Rico B. Control of cortical GABA circuitry development by Nrg1 and ErbB4 signalling. Nature. 2010;464:1376–1380.20393464 10.1038/nature08928

[64] Lu Y, Sun XD, Hou FQ, Bi LL, Yin DM, Liu F, Chen YJ, Bean JC, Jiao HF, Liu X, et al. Maintenance of GABAergic activity by neuregulin 1-ErbB4 in amygdala for fear memory. Neuron. 2014;84(4):835–846.25451196 10.1016/j.neuron.2014.09.029

[65] Shamir A, Kwon OB, Karavanova I, Vullhorst D, Leiva-Salcedo E, Janssen MJ, Buonanno A. The importance of the NRG-1/ErbB4 pathway for synaptic plasticity and behaviors associated with psychiatric disorders. J Neurosci. 2012;32(9):2988–2997.22378872 10.1523/JNEUROSCI.1899-11.2012PMC3302154

[66] Yan W, Laboulaye MA, Tran NM, Whitney IE, Benhar I, Sanes JR. Mouse retinal cell atlas: Molecular identification of over sixty amacrine cell types. J Neurosci. 2020;40(27):5177–5195.32457074 10.1523/JNEUROSCI.0471-20.2020PMC7329304

[67] Menger N, Pow DV, Wassle H. Glycinergic amacrine cells of the rat retina. J Comp Neurol. 1998;401(1):34–46.9802699 10.1002/(sici)1096-9861(19981109)401:1<34::aid-cne3>3.0.co;2-p

[68] Weiner GA, Shah SH, Angelopoulos CM, Bartakova AB, Pulido RS, Murphy A, Nudleman E, Daneman R, Goldberg JL. Cholinergic neural activity directs retinal layer-specific angiogenesis and blood retinal barrier formation. Nat Commun. 2019;10(1):2477.31171770 10.1038/s41467-019-10219-8PMC6554348

[69] Taylor WR, Smith RG. The role of starburst amacrine cells in visual signal processing. Vis Neurosci. 2012;29(1):73–81.22310373 10.1017/S0952523811000393PMC3292856

[70] Hisaoka T, Nakamura Y, Senba E, Morikawa Y. The forkhead transcription factors, Foxp1 and Foxp2, identify different subpopulations of projection neurons in the mouse cerebral cortex. Neuroscience. 2010;166(2):551–563.20040367 10.1016/j.neuroscience.2009.12.055

[71] Fisher SE, Scharff C. FOXP2 as a molecular window into speech and language. Trends Genet. 2009;25(4):166–177.19304338 10.1016/j.tig.2009.03.002

[72] Rousso DL, Qiao M, Kagan RD, Yamagata M, Palmiter RD, Sanes JR. Two pairs of ON and OFF retinal ganglion cells are defined by intersectional patterns of transcription factor expression. Cell Rep. 2016;15(9):1930–1944.27210758 10.1016/j.celrep.2016.04.069PMC4889540

[73] Casson RJ, Chidlow G, Crowston JG, Williams PA, Wood JPM. Retinal energy metabolism in health and glaucoma. Prog Retin Eye Res. 2021;81: Article 100881.32712136 10.1016/j.preteyeres.2020.100881

[74] Duan X, Qiao M, Bei F, Kim IJ, He Z, Sanes JR. Subtype-specific regeneration of retinal ganglion cells following axotomy: Effects of osteopontin and mTOR signaling. Neuron. 2015;85(6):1244–1256.25754821 10.1016/j.neuron.2015.02.017PMC4391013

[75] Peichl L, Ott H, Boycott BB. Alpha ganglion cells in mammalian retinae. Proc R Soc Lond B Biol Sci. 1987;231(1263):169–197.2889210 10.1098/rspb.1987.0040

[76] Tapia ML, Nascimento-Dos-Santos G, Park KK. Subtype-specific survival and regeneration of retinal ganglion cells in response to injury. Front Cell Dev Biol. 2022;10: Article 956279.36035999 10.3389/fcell.2022.956279PMC9411869

[77] Peichl L, Gonzalez-Soriano J. Morphological types of horizontal cell in rodent retinae: A comparison of rat, mouse, gerbil, and guinea pig. Vis Neurosci. 1994;11(3):501–517.8038125 10.1017/s095252380000242x

[78] Dacey DM, Crook JD, Packer OS. Distinct synaptic mechanisms create parallel S-ON and S-OFF color opponent pathways in the primate retina. Vis Neurosci. 2014;31(2):139–151.23895762 10.1017/S0952523813000230PMC4309572

[79] Fischer MD, Michalakis S, Wilhelm B, Zobor D, Muehlfriedel R, Kohl S, Weisschuh N, Ochakovski GA, Klein R, Schoen C, et al. Safety and vision outcomes of subretinal gene therapy targeting cone photoreceptors in Achromatopsia: A nonrandomized controlled trial. JAMA Ophthalmol. 2020;138(6):643–651.32352493 10.1001/jamaophthalmol.2020.1032PMC7193523

[80] Jin S, Guerrero-Juarez CF, Zhang L, Chang I, Ramos R, Kuan CH, Myung P, Plikus MV, Nie Q. Inference and analysis of cell-cell communication using CellChat. Nat Commun. 2021;12(1):1088.33597522 10.1038/s41467-021-21246-9PMC7889871

[81] Liu ST, Zhong SM, Li XY, Gao F, Li F, Zhang ML, Zhu K, Sun XH, Wang X, Miao Y, et al. EphrinB/EphB forward signaling in Müller cells causes apoptosis of retinal ganglion cells by increasing tumor necrosis factor alpha production in rat experimental glaucomatous model. Acta Neuropathol Commun. 2018;6(1):111.30355282 10.1186/s40478-018-0618-xPMC6201539

[82] McGinnis CS, Murrow LM, Gartner ZJ. DoubletFinder: Doublet detection in single-cell RNA sequencing data using artificial nearest neighbors. Cell Syst. 2019;8(4):329–337.e4.30954475 10.1016/j.cels.2019.03.003PMC6853612

[83] Zhang H, Li J, Ren J, Sun S, Ma S, Zhang W, Yu Y, Cai Y, Yan K, Li W, et al. Single-nucleus transcriptomic landscape of primate hippocampal aging. Protein Cell. 2021;12(9):695–716.34052996 10.1007/s13238-021-00852-9PMC8403220

[84] Stuart T, Butler A, Hoffman P, Hafemeister C, Papalexi E, Mauck WM III, Hao Y, Stoeckius M, Smibert P, Satija R. Comprehensive integration of single-cell data. Cell. 2019;177:1888–1902.e21.31178118 10.1016/j.cell.2019.05.031PMC6687398

[85] Schirmer L, Velmeshev D, Holmqvist S, Kaufmann M, Werneburg S, Jung D, Vistnes S, Stockley JH, Young A, Steindel M, et al. Neuronal vulnerability and multilineage diversity in multiple sclerosis. Nature. 2019;573(7772):75–82.31316211 10.1038/s41586-019-1404-zPMC6731122

[86] Yu G, Wang LG, Han Y, He QY. clusterProfiler: An R package for comparing biological themes among gene clusters. OMICS. 2012;16(5):284–287.22455463 10.1089/omi.2011.0118PMC3339379

[87] Butler A, Hoffman P, Smibert P, Papalexi E, Satija R. Integrating single-cell transcriptomic data across different conditions, technologies, and species. Nat Biotechnol. 2018;36(5):411–420.29608179 10.1038/nbt.4096PMC6700744

[88] Schwartz GW, Zhou Y, Petrovic J, Fasolino M, Xu L, Shaffer SM, Pear WS, Vahedi G, Faryabi RB. TooManyCells identifies and visualizes relationships of single-cell clades. Nat Methods. 2020;17:405–413.32123397 10.1038/s41592-020-0748-5PMC7439807

[89] La Manno G, Soldatov R, Zeisel A, Braun E, Hochgerner H, Petukhov V, Lidschreiber K, Kastriti ME, Lönnerberg P, Furlan A, et al. RNA velocity of single cells. Nature. 2018;560(7719):494–498.30089906 10.1038/s41586-018-0414-6PMC6130801

[90] Bergen V, Lange M, Peidli S, Wolf FA, Theis FJ. Generalizing RNA velocity to transient cell states through dynamical modeling. Nat Biotechnol. 2020;38(12):1408–1414.32747759 10.1038/s41587-020-0591-3

[91] Aibar S, González-Blas CB, Moerman T, Huynh-Thu VA, Imrichova H, Hulselmans G, Rambow F, Marine JC, Geurts P, Aerts J, et al. SCENIC: Single-cell regulatory network inference and clustering. Nat Methods. 2017;14(11):1083–1086.28991892 10.1038/nmeth.4463PMC5937676

# Supplementary material for: Cellular Characterization and Interspecies Evolution of the Tree Shrew Retina across Postnatal Lifespan
**Source:** Research (Wash D C). 2024 Nov 21;7:0536. doi: 10.34133/research.0536
**Supplement:** Supplementary 1 — Figs. S1 to S10 Tables S1 to S12

**Supplementary figures 1-9**

**
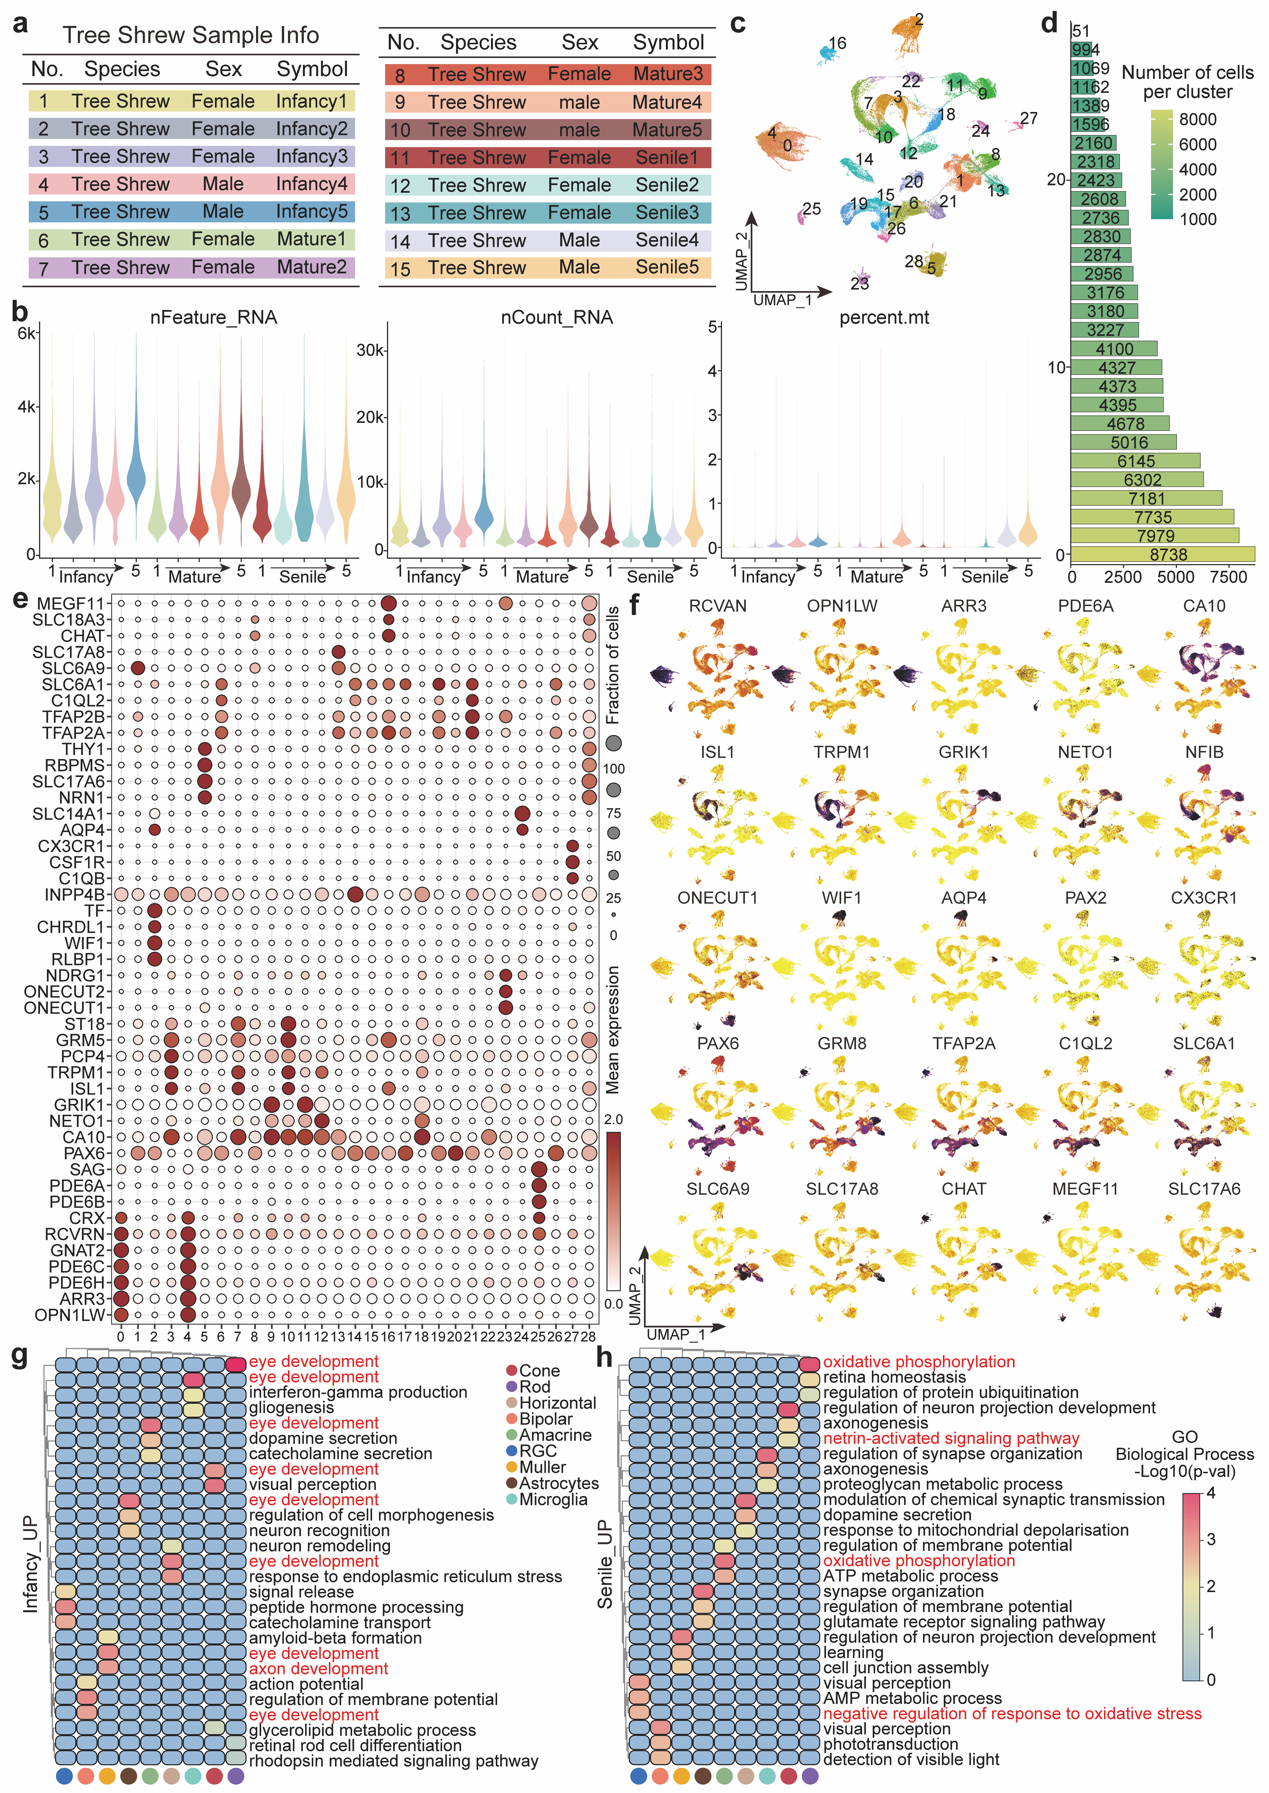
**

**Supplementary Fig. 1 Cellular composition of TS retinas by snRNA-seq analysis. a** Detailed information of individual TS included in this study. **b** Violin plots show 15 snRNA-seq samples and data quality of nFeature_RNA, nCount_RNA and percent.mt. **c** UMAP depicts the distribution of 29 cell clusters. **d** The bar chart shows the cell number of 29 clusters. **e** The dotplot depicts the expression levels of specific markers across 29 clusters. **f** The UMAP shows the expression of specific markers of 9 cell types. **g, h** The representative GO terms enriched by upregulated DEGs of 9 retinal cell populations in the infant and senile groups. UMAP, uniform manifold and projection.

**
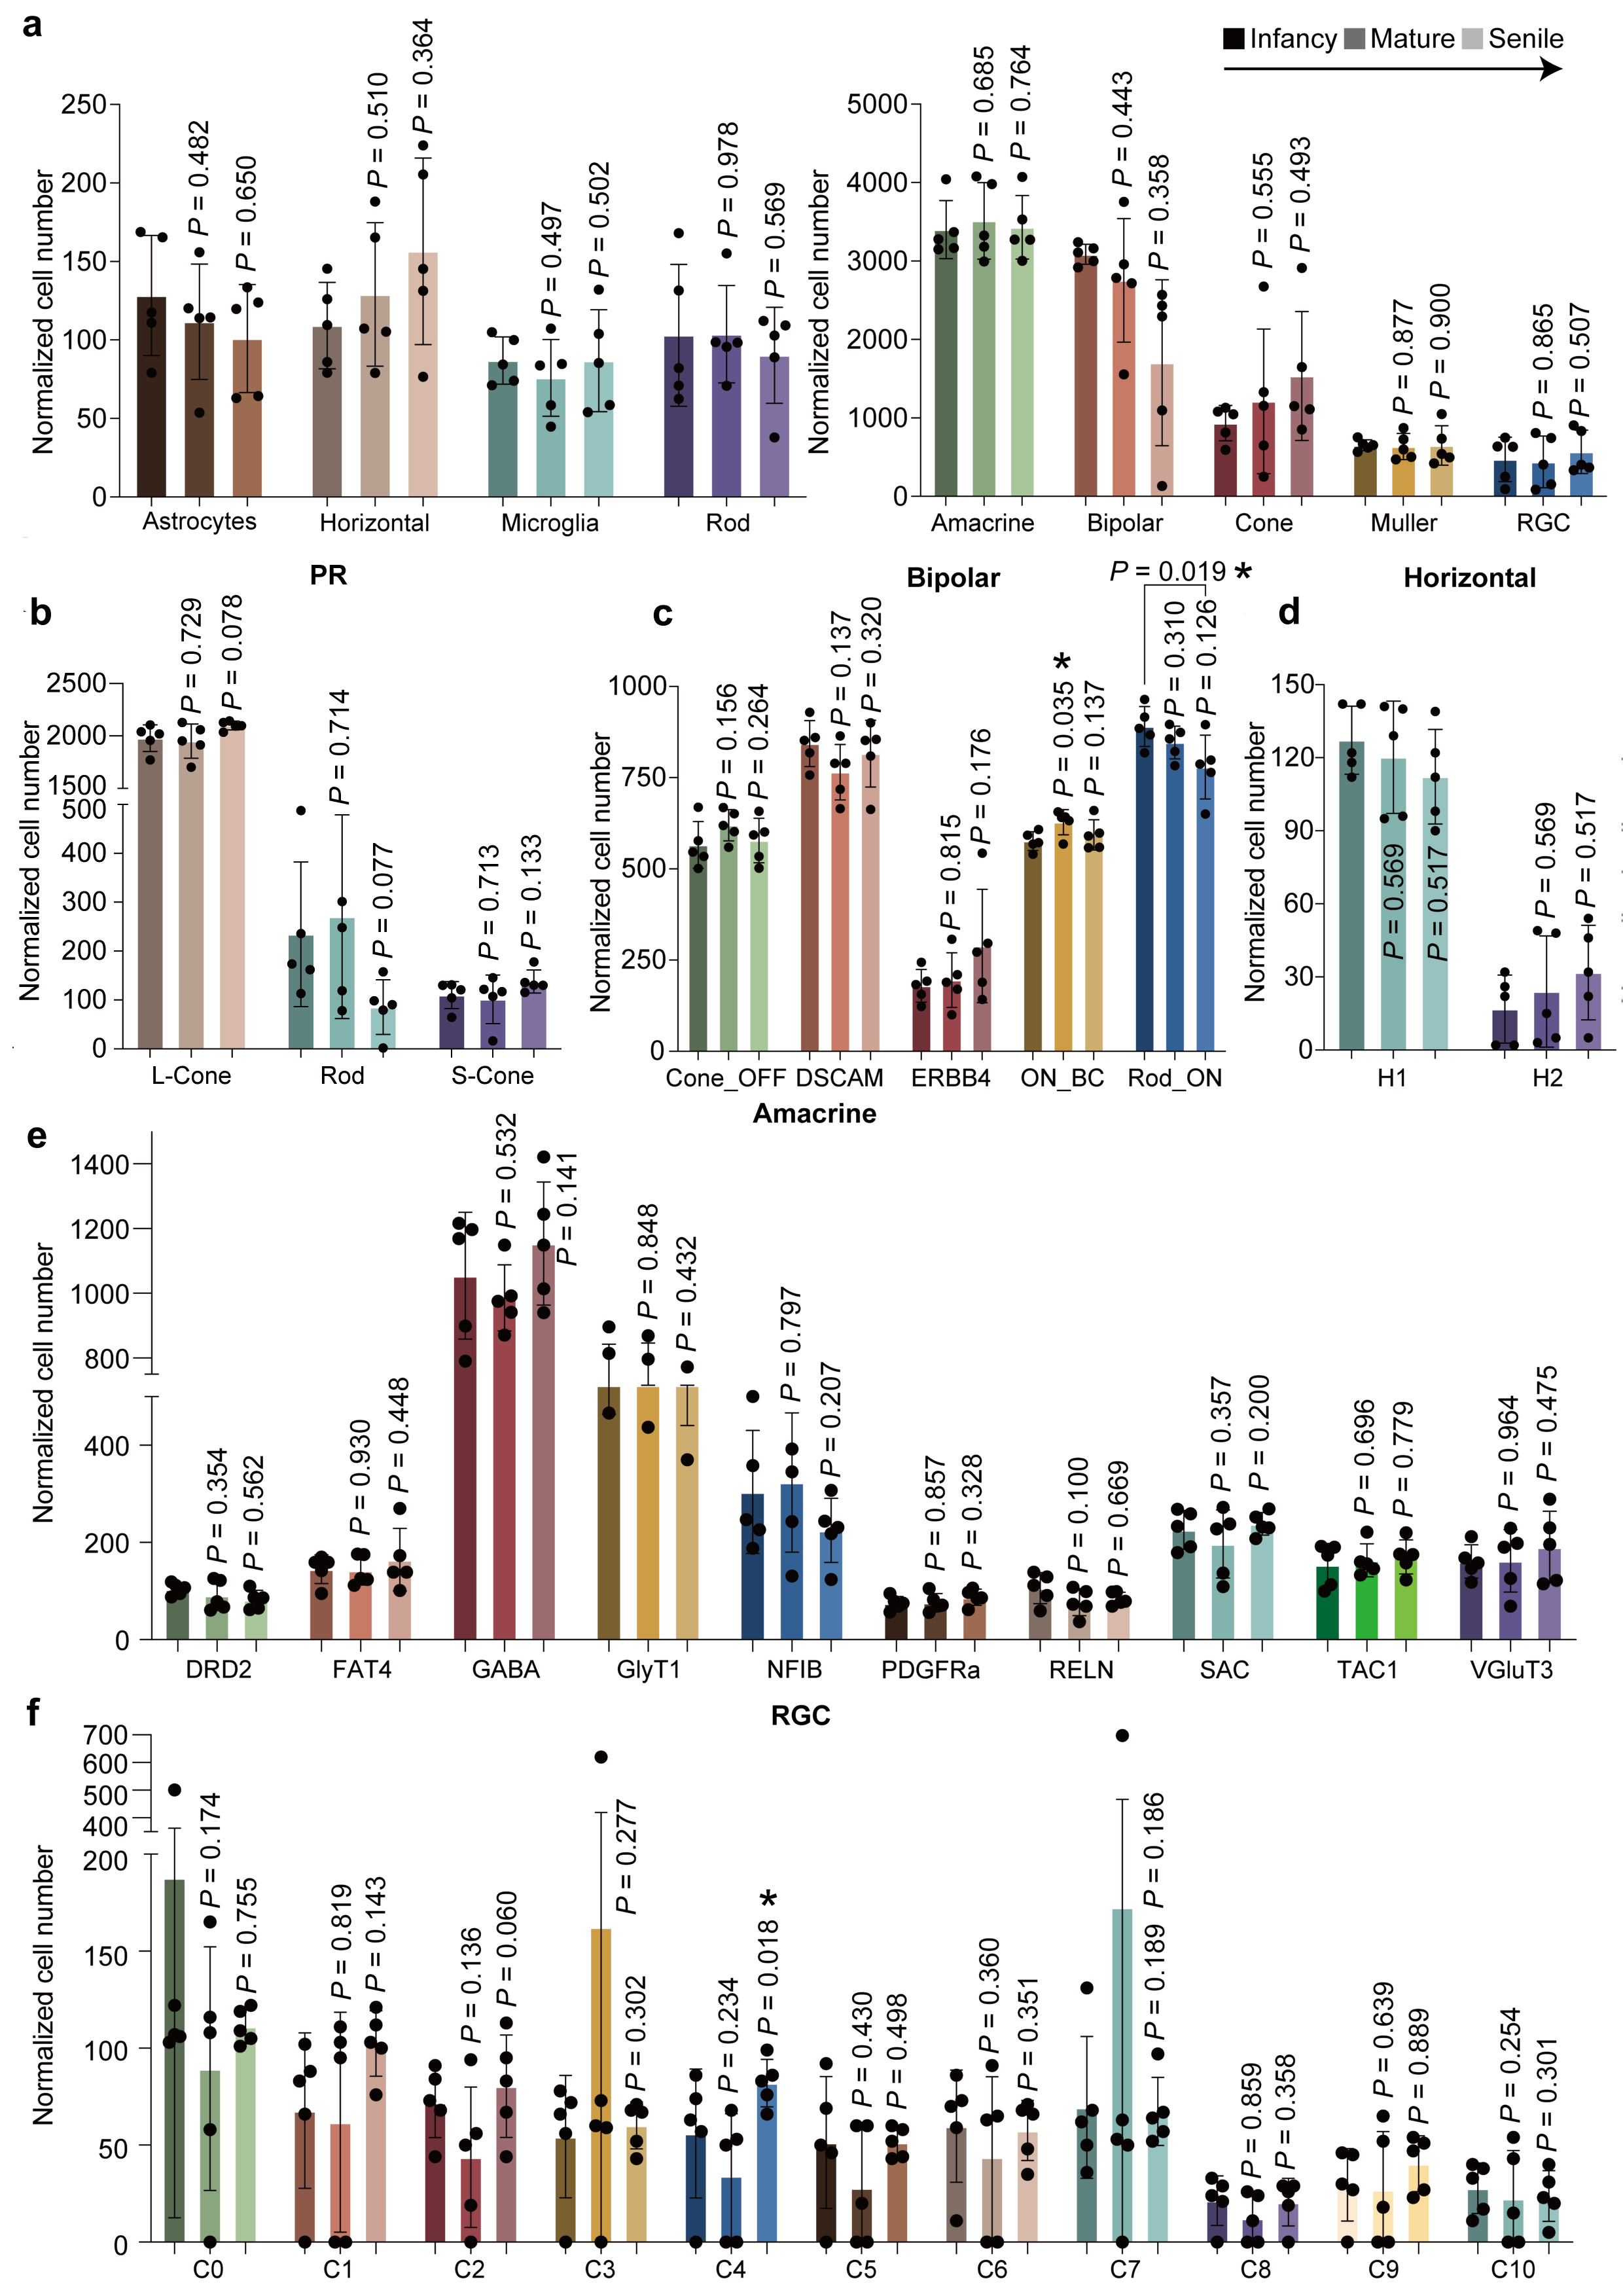
**

**Supplementary Fig. 2 The age-related changes of normalized cell number per clusters in TS retina.** **a** Bar charts of the normalized cell number of 9 retinal cell populations grouped by age. **b-f** Bar charts of the normalized cell number of retinal cell subpopulations grouped by age. *n* = 5 per group. **P* < 0.05 by one-way ANOVA. Error bars, standard error of mean. PR, photoreceptor cells; RGC, retinal ganglion cell; SAC, starburst amacrine cell; BC, bipolar cell; L-Cone, longwave-sensitive cone; S-Cone, shortwave-sensitive cone cell.

**
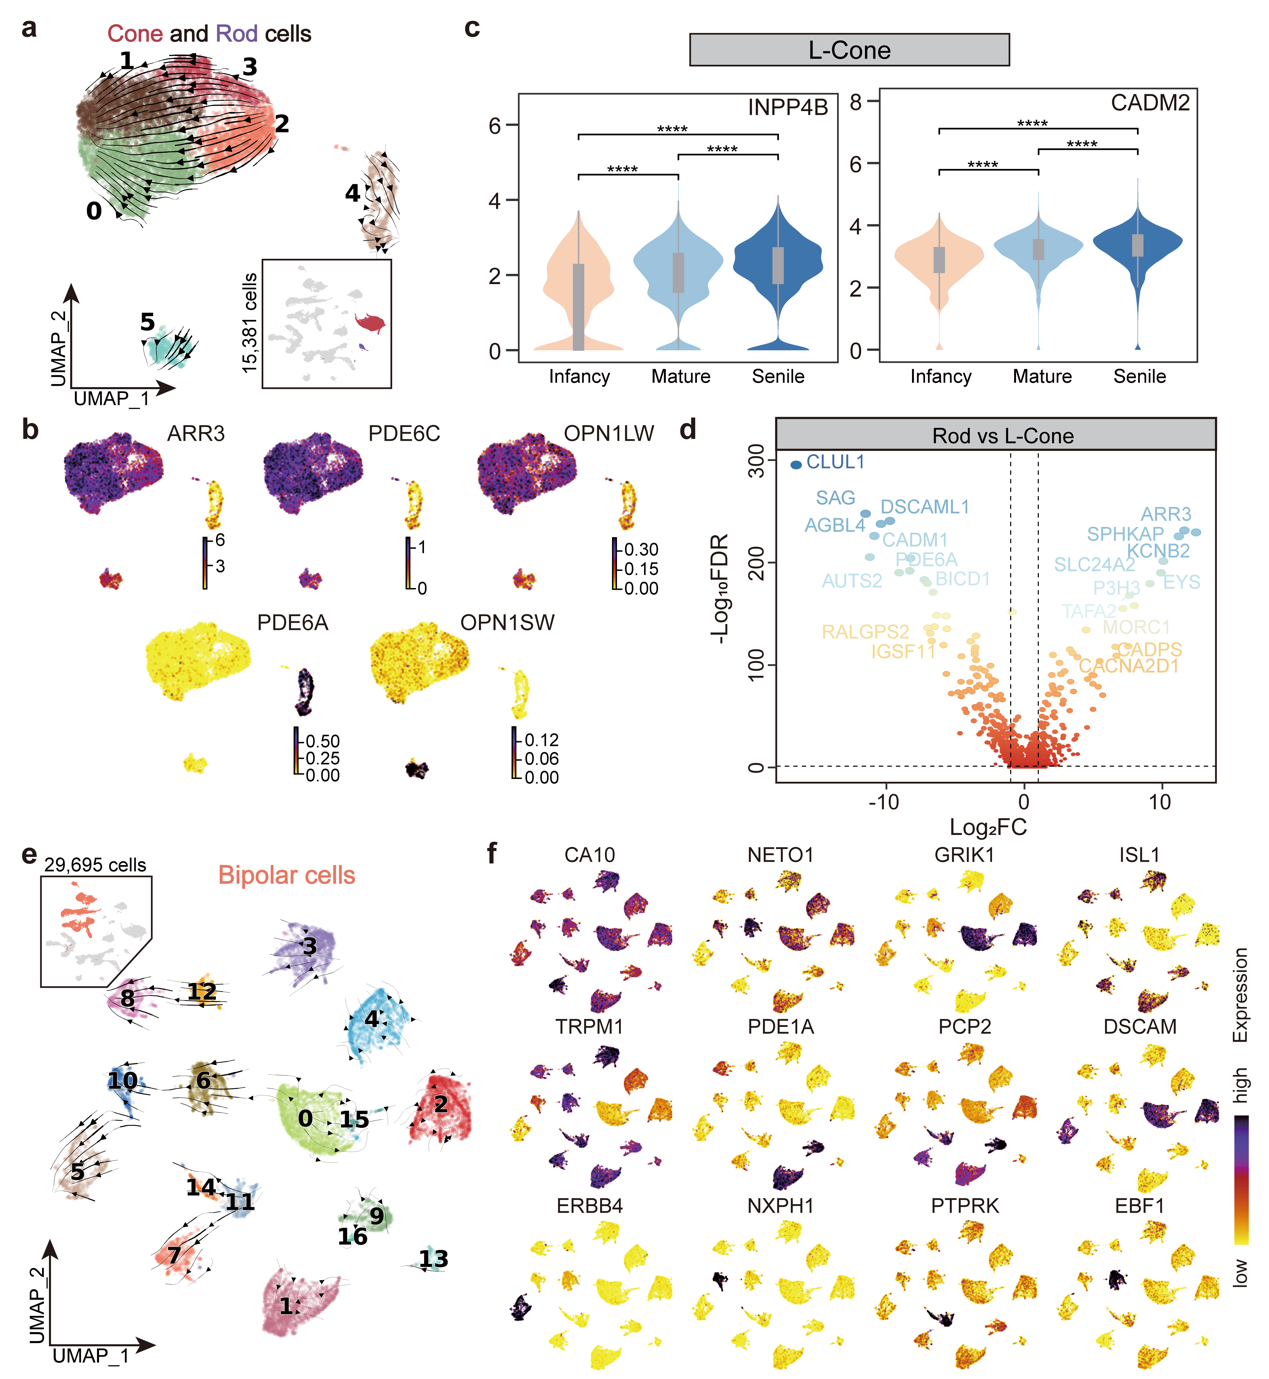
**

**Supplementary Fig. 3 Characteristics of photoreceptors and BCs**

**a** The subclusters of photoreceptor cells are visualized by UMAP. **b** The expression of representative marker genes of photoreceptor subtypes. **c** The violin diagram presents the expression of *INPP4B* and *CADM2* in the L-cones the infant, mature, and senile groups. **d** The top 10 DEGs in rods and L-cones displayed in volcano plot. **e** Clustering of BCs subclasses depicted in UMAP. **f** The expression of the selected markers in BCs subclasses. UMAP, uniform manifold and projection; Log_2_FC, Log_2_ fold change. *****P* < 0.0001.

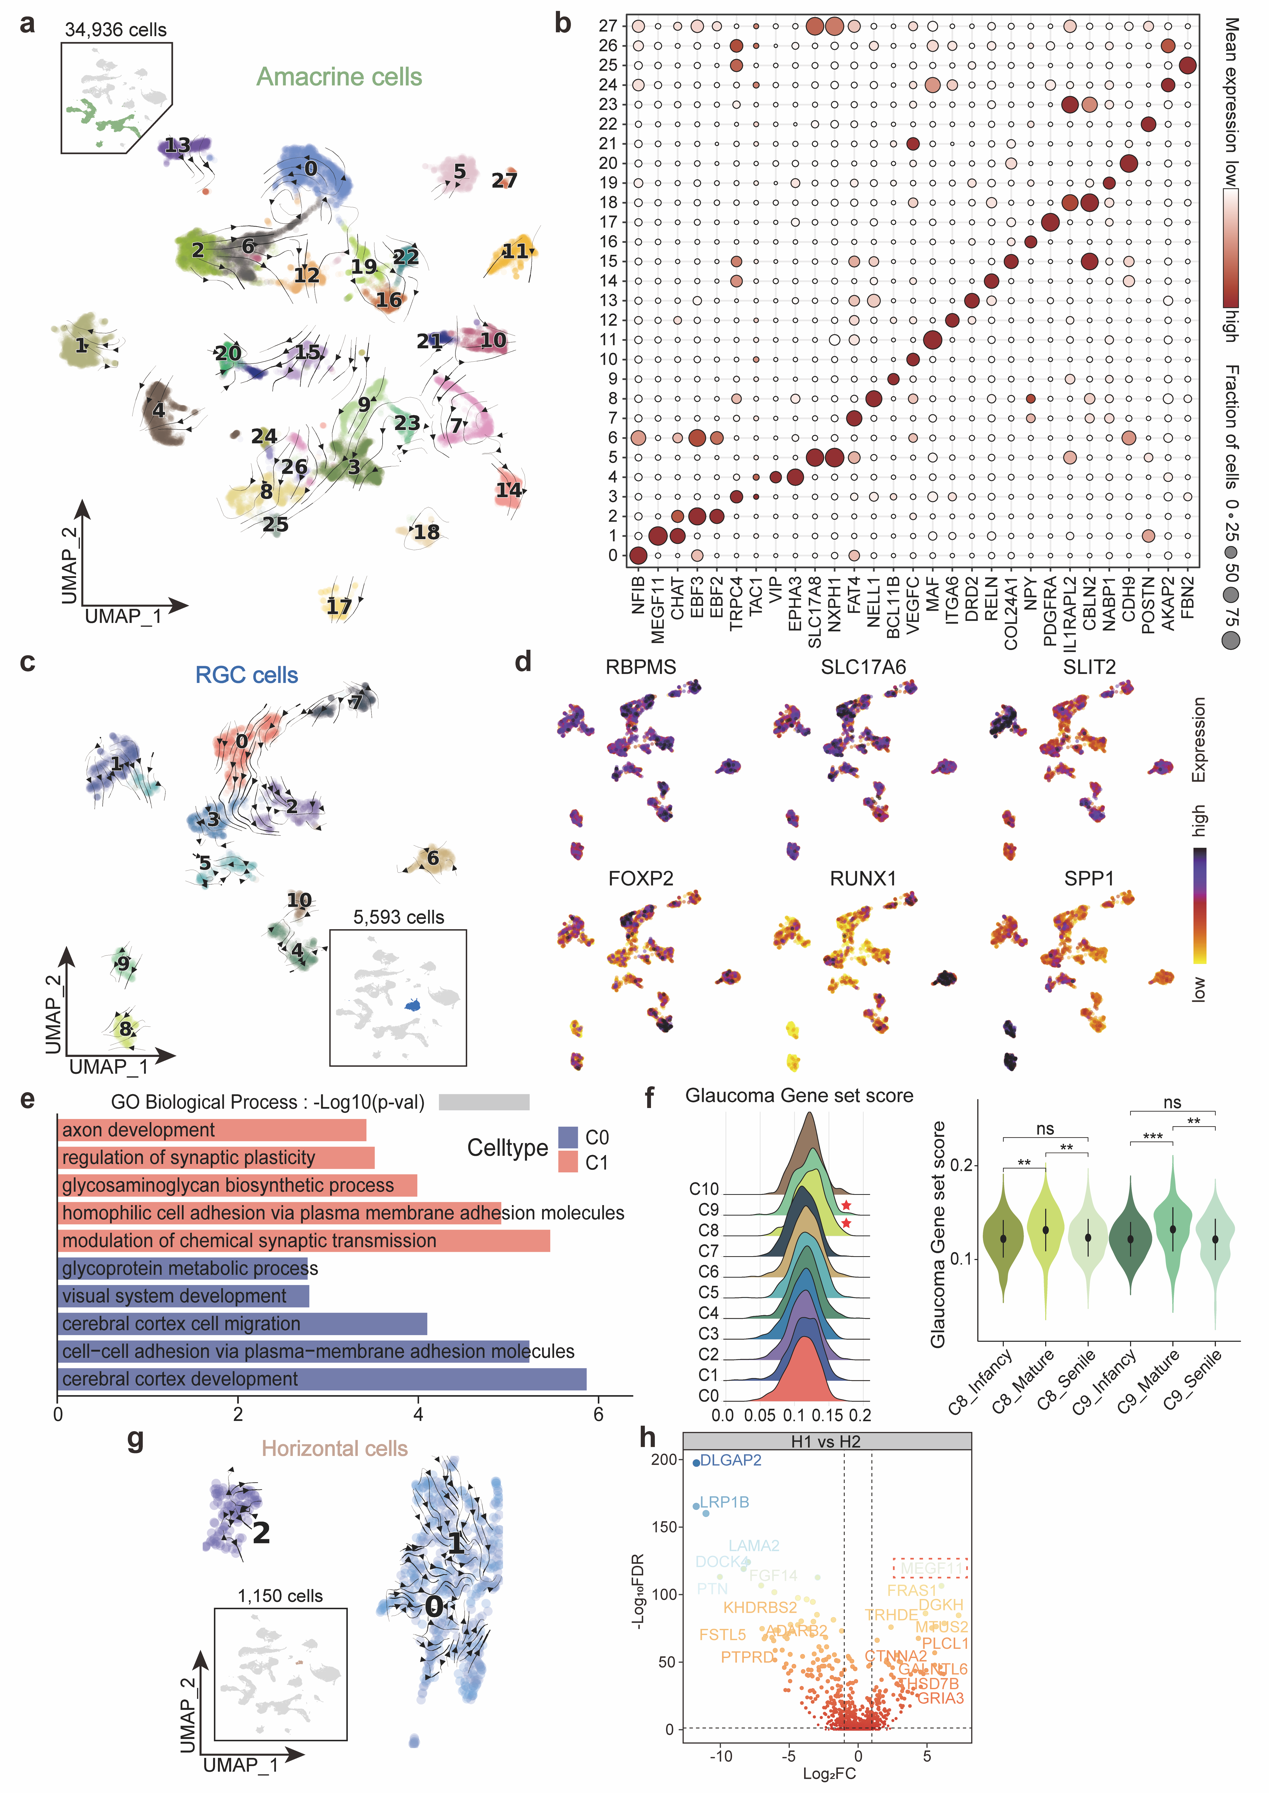

**Supplementary Fig. 4 Identification of ACs, RGCs, HCs and their subtypes. a** Clustering of ACs subpopulations viewed by UMAP. **b** The dotplot shows the expression of selected genes expressed in subsets of ACs. The size of the dot represents the percentage of cells expressed by the selected genes in a cluster. The degree of color refers to the average expression of genes within cells. **c** UMAP depicts RGCs subclusters. **d** The expression of the selected markers in RGCs subclasses. **e** Annotation of enrichment analysis of DEGs in C1 and C0, respectively. The horizontal coordinator is -log10 (*p*-val). **f** The disease gene set scores display the association of RGCs subclusters with Glaucoma at different age stages. The red five-pointed stars represent C8, C9. **g** Clustering of HCs subclasses viewed by UMAP. **h** The top 10 DEGs in H1 and H2 displayed in volcano plot. The red dashed box represents the most upregulated DEG in H1 as compared to H2. UMAP, uniform manifold and projection; RGC, retinal ganglion cell; Log_2_FC, Log_2_fold change; ns, no significance. ^**^*P* ≤ 0.01, ^***^*P* ≤ 0.001.

**
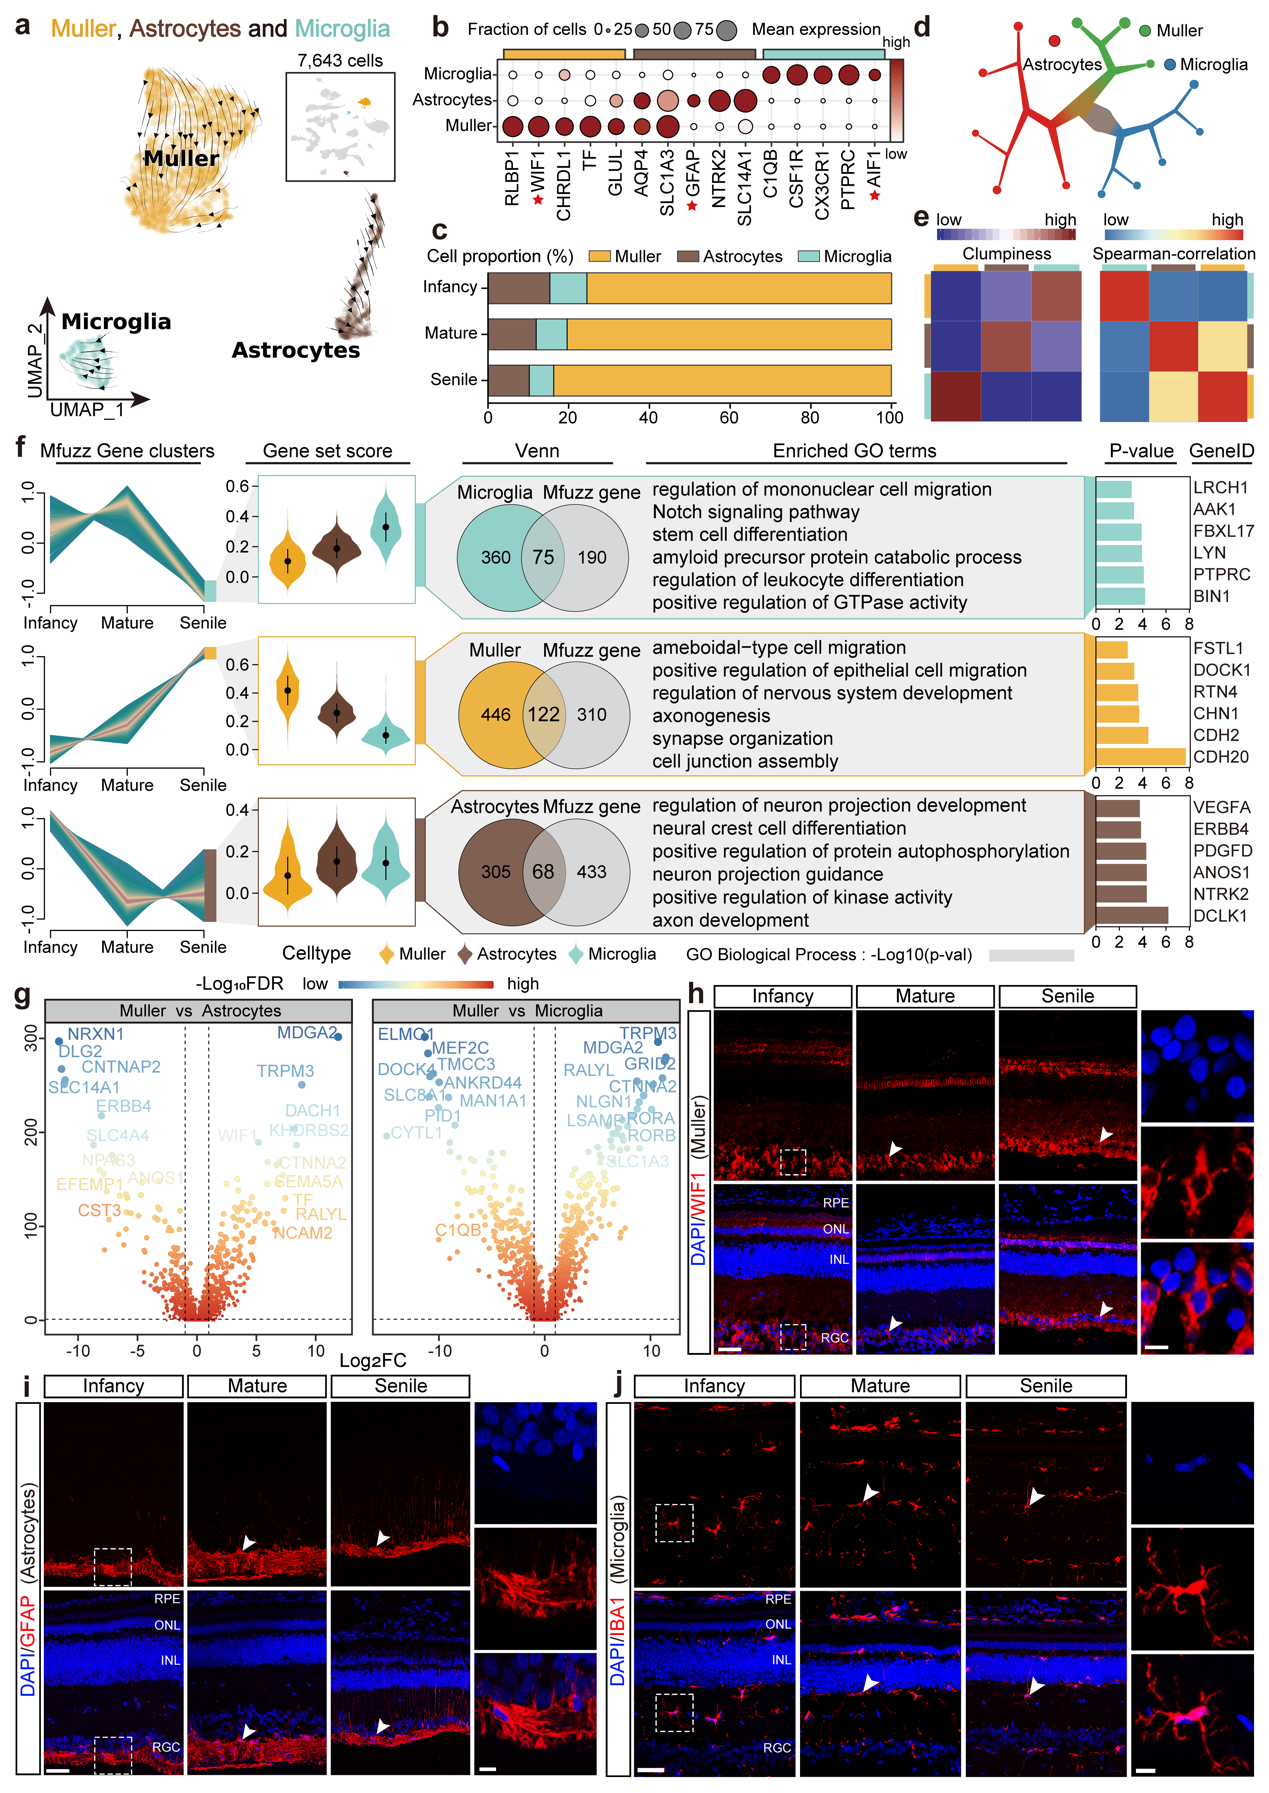
**

**Supplementary Fig. 5 Features of Müller, astrocytes and microglia. a** Clustering of glial cells subclusters visualized by UMAP. **b, c** The expression of representative marker genes in glial subpopulations and cell proportions of glial cells. The red five-pointed stars represent important marker genes. **d** TooManyCells tree shows the evolutionary relationship among retinal glial cells. **e** Heatmap shows clumpiness and correlation of 3 glial cell types. Clumpiness: Parameters to quantify the degree of aggregation or colocalization of different cell populations. **f** Mfuzz plot clusters the downregulated genes or upregulated genes in the glial cells with age. Associations of these downregulated genes or upregulated genes with down-DEGs or up-DEGs in 3 subclasses are revealed by gene set scoring, respectively. Venn plot of age-related downregulated genes or upregulated genes in glial cells with down-DEGs in microglia, with up-DEGs in Müller, with down-DEGs in astrocytes, respectively (adjusted *P*-value < 0.05, log_2_FC > 0.25). The GO terms enriched by the overlapped up-DEGs or down-DEGs in Müller, microglia, and astrocytes. **g** The top 10 DEGs in Müller, microglia and astrocytes displayed in volcano plot. **h-j** Immunostaining identification of Müller (*WIF1*^+^, red, h), astrocytes (*GFAP*^+^, red, i) and microglia (*IBA1*^+^, red, j) location in the TS retina in the infant, mature and senile groups. Blue, DAPI. Scale bar: low magnification, 50 μm; high magnification, 10 μm. *n* = 3 TS per group. White arrows indicate the positive immunostaining, and the white dashed boxes represent the zoom area of the positive immunostaining. UMAP, uniform manifold and projection; Log_2_FC, Log_2_fold change. RPE, retinal pigment epithelium; ONL, outer nuclear layer; INL, inner nuclear layer; RGC, retinal ganglion cell layer; GO, gene ontology.

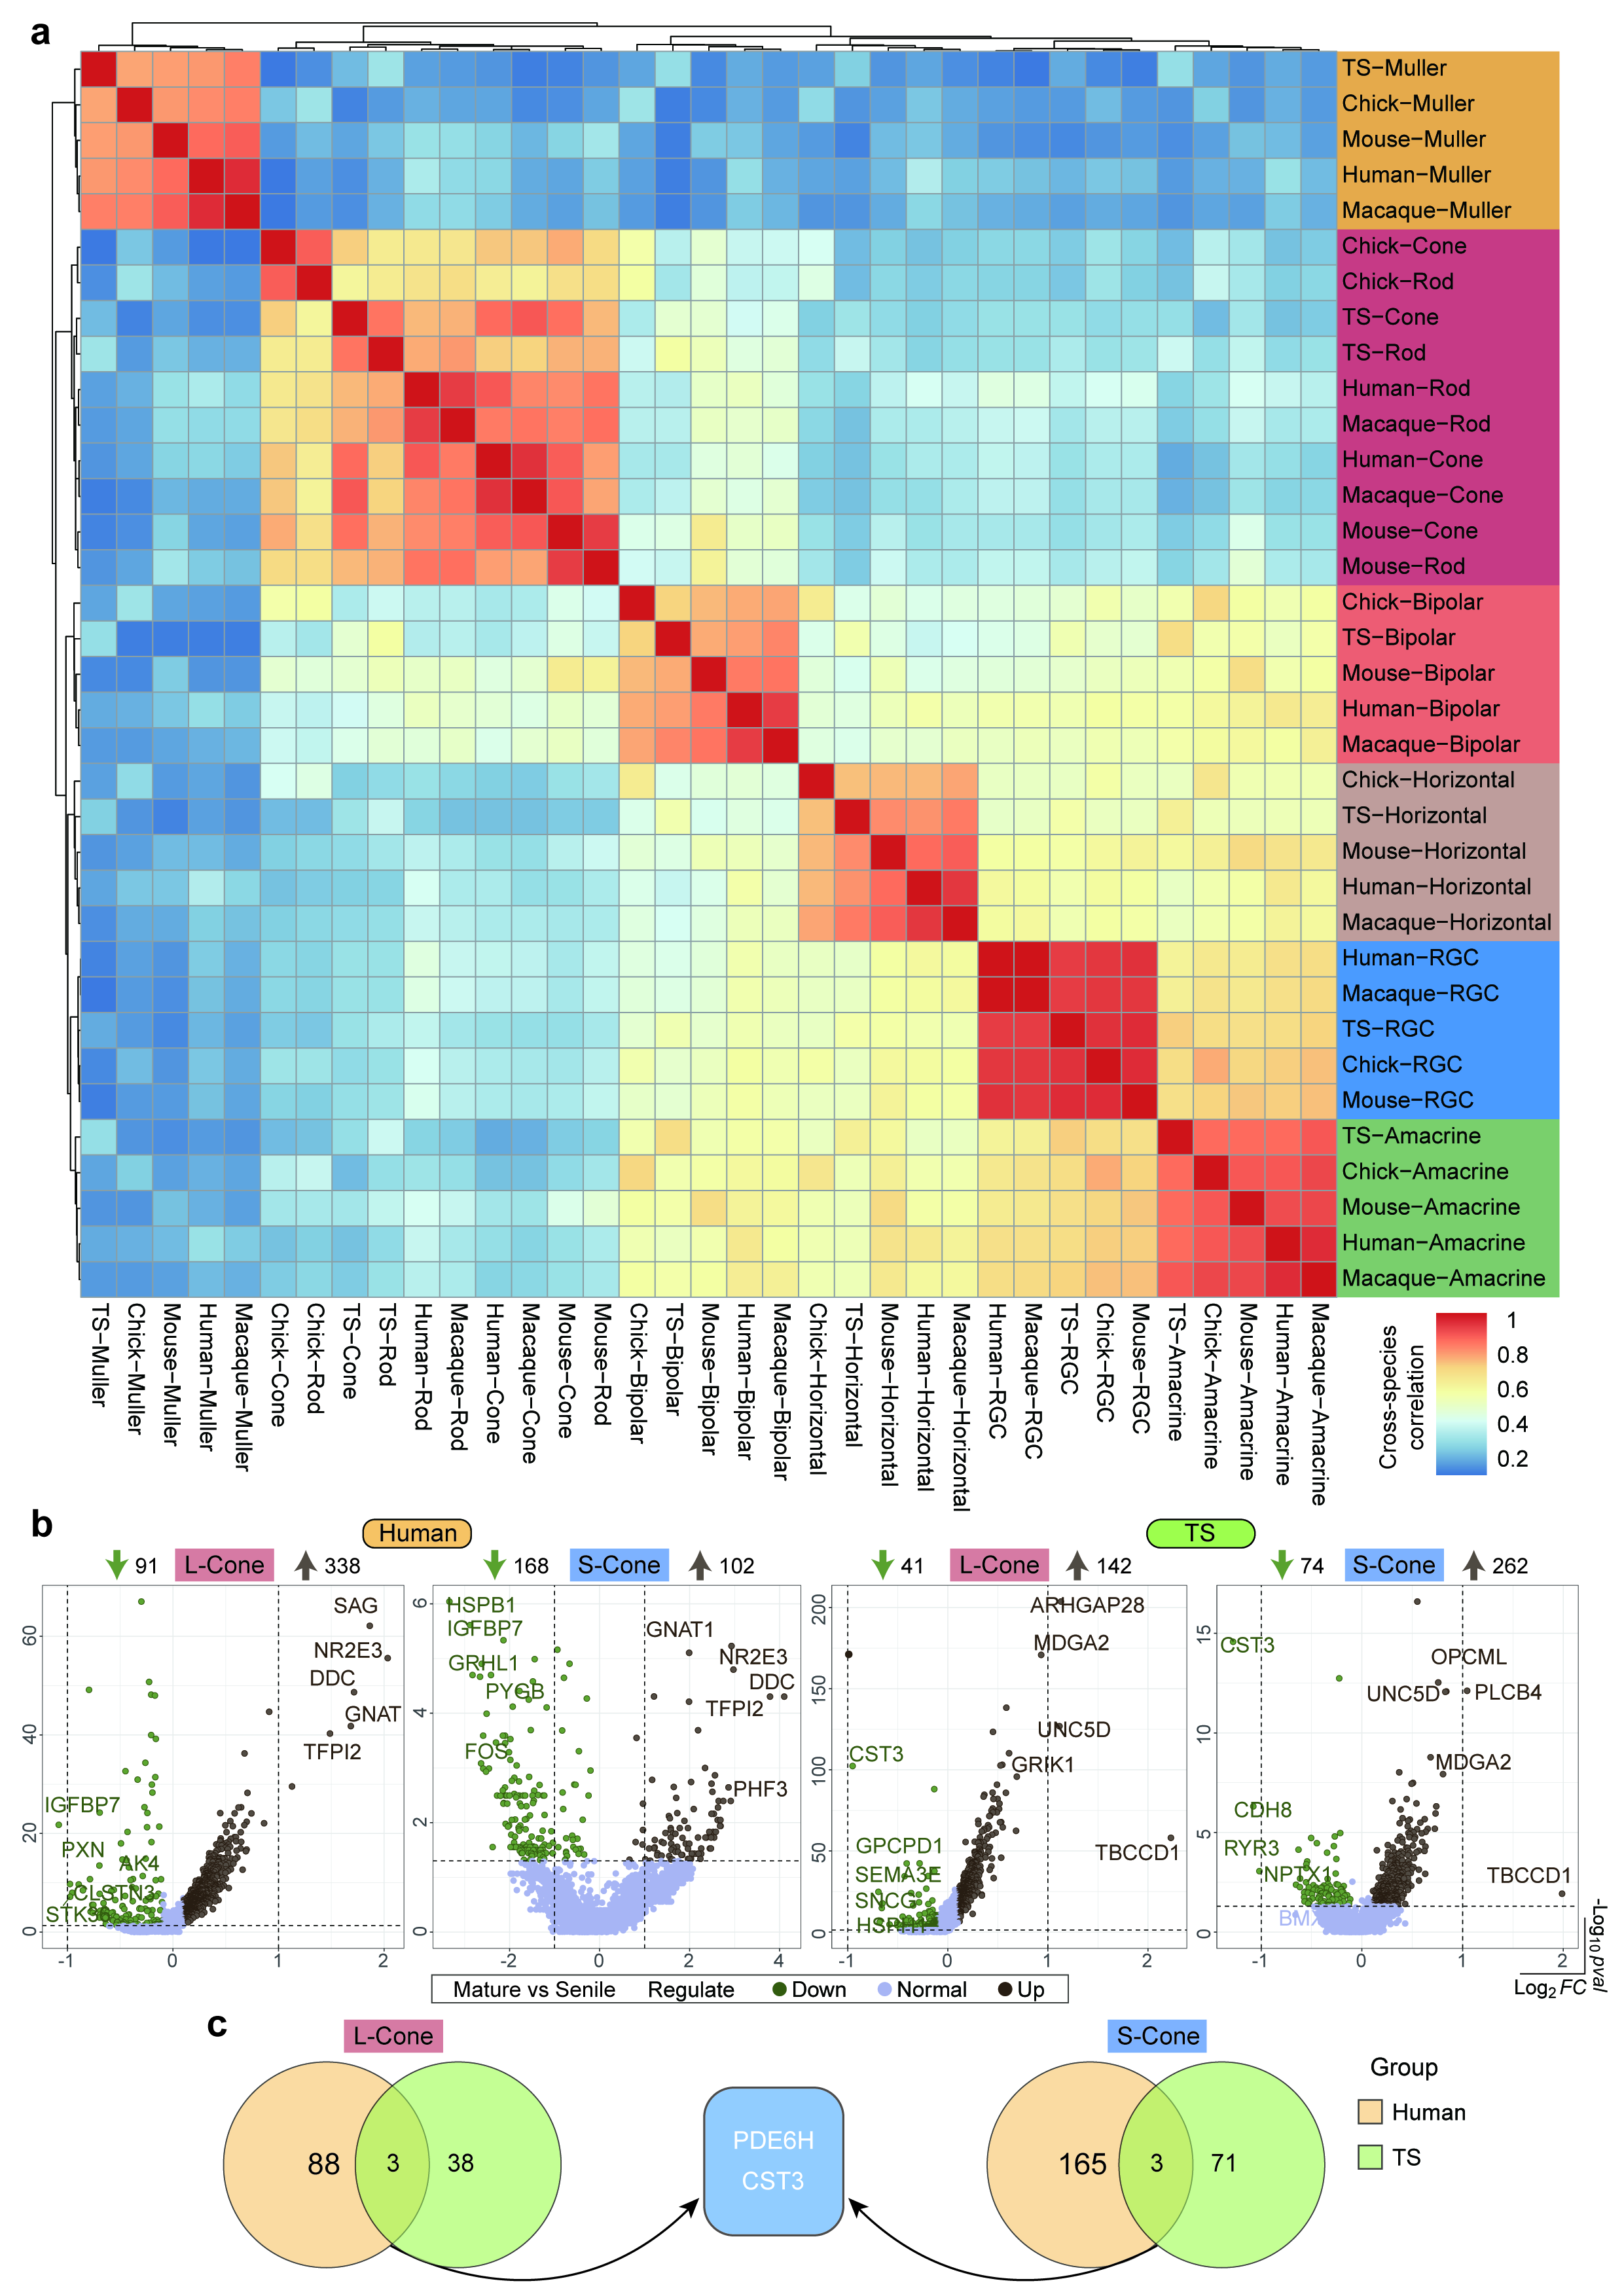

**Supplementary Fig. 6 Cross-species comparison of retinal cellular transcriptomes and gene expression regulation of cone subtypes. a** The heat map shows transcriptional correlation of each cell subpopulation across species. **b** Comparison of gene expression differences in different cone cell subtypes (L-Cone and S-Cone) between humans and TS, particularly the changes between mature and senile stages. **c** The Venn diagram shows the shared and unique gene expression in L-Cone and S-Cone between humans and TS. Each circle represents a species, with the overlapping area indicating the shared genes between the two species. RGC: retinal ganglion cell; TS: tree shrews.

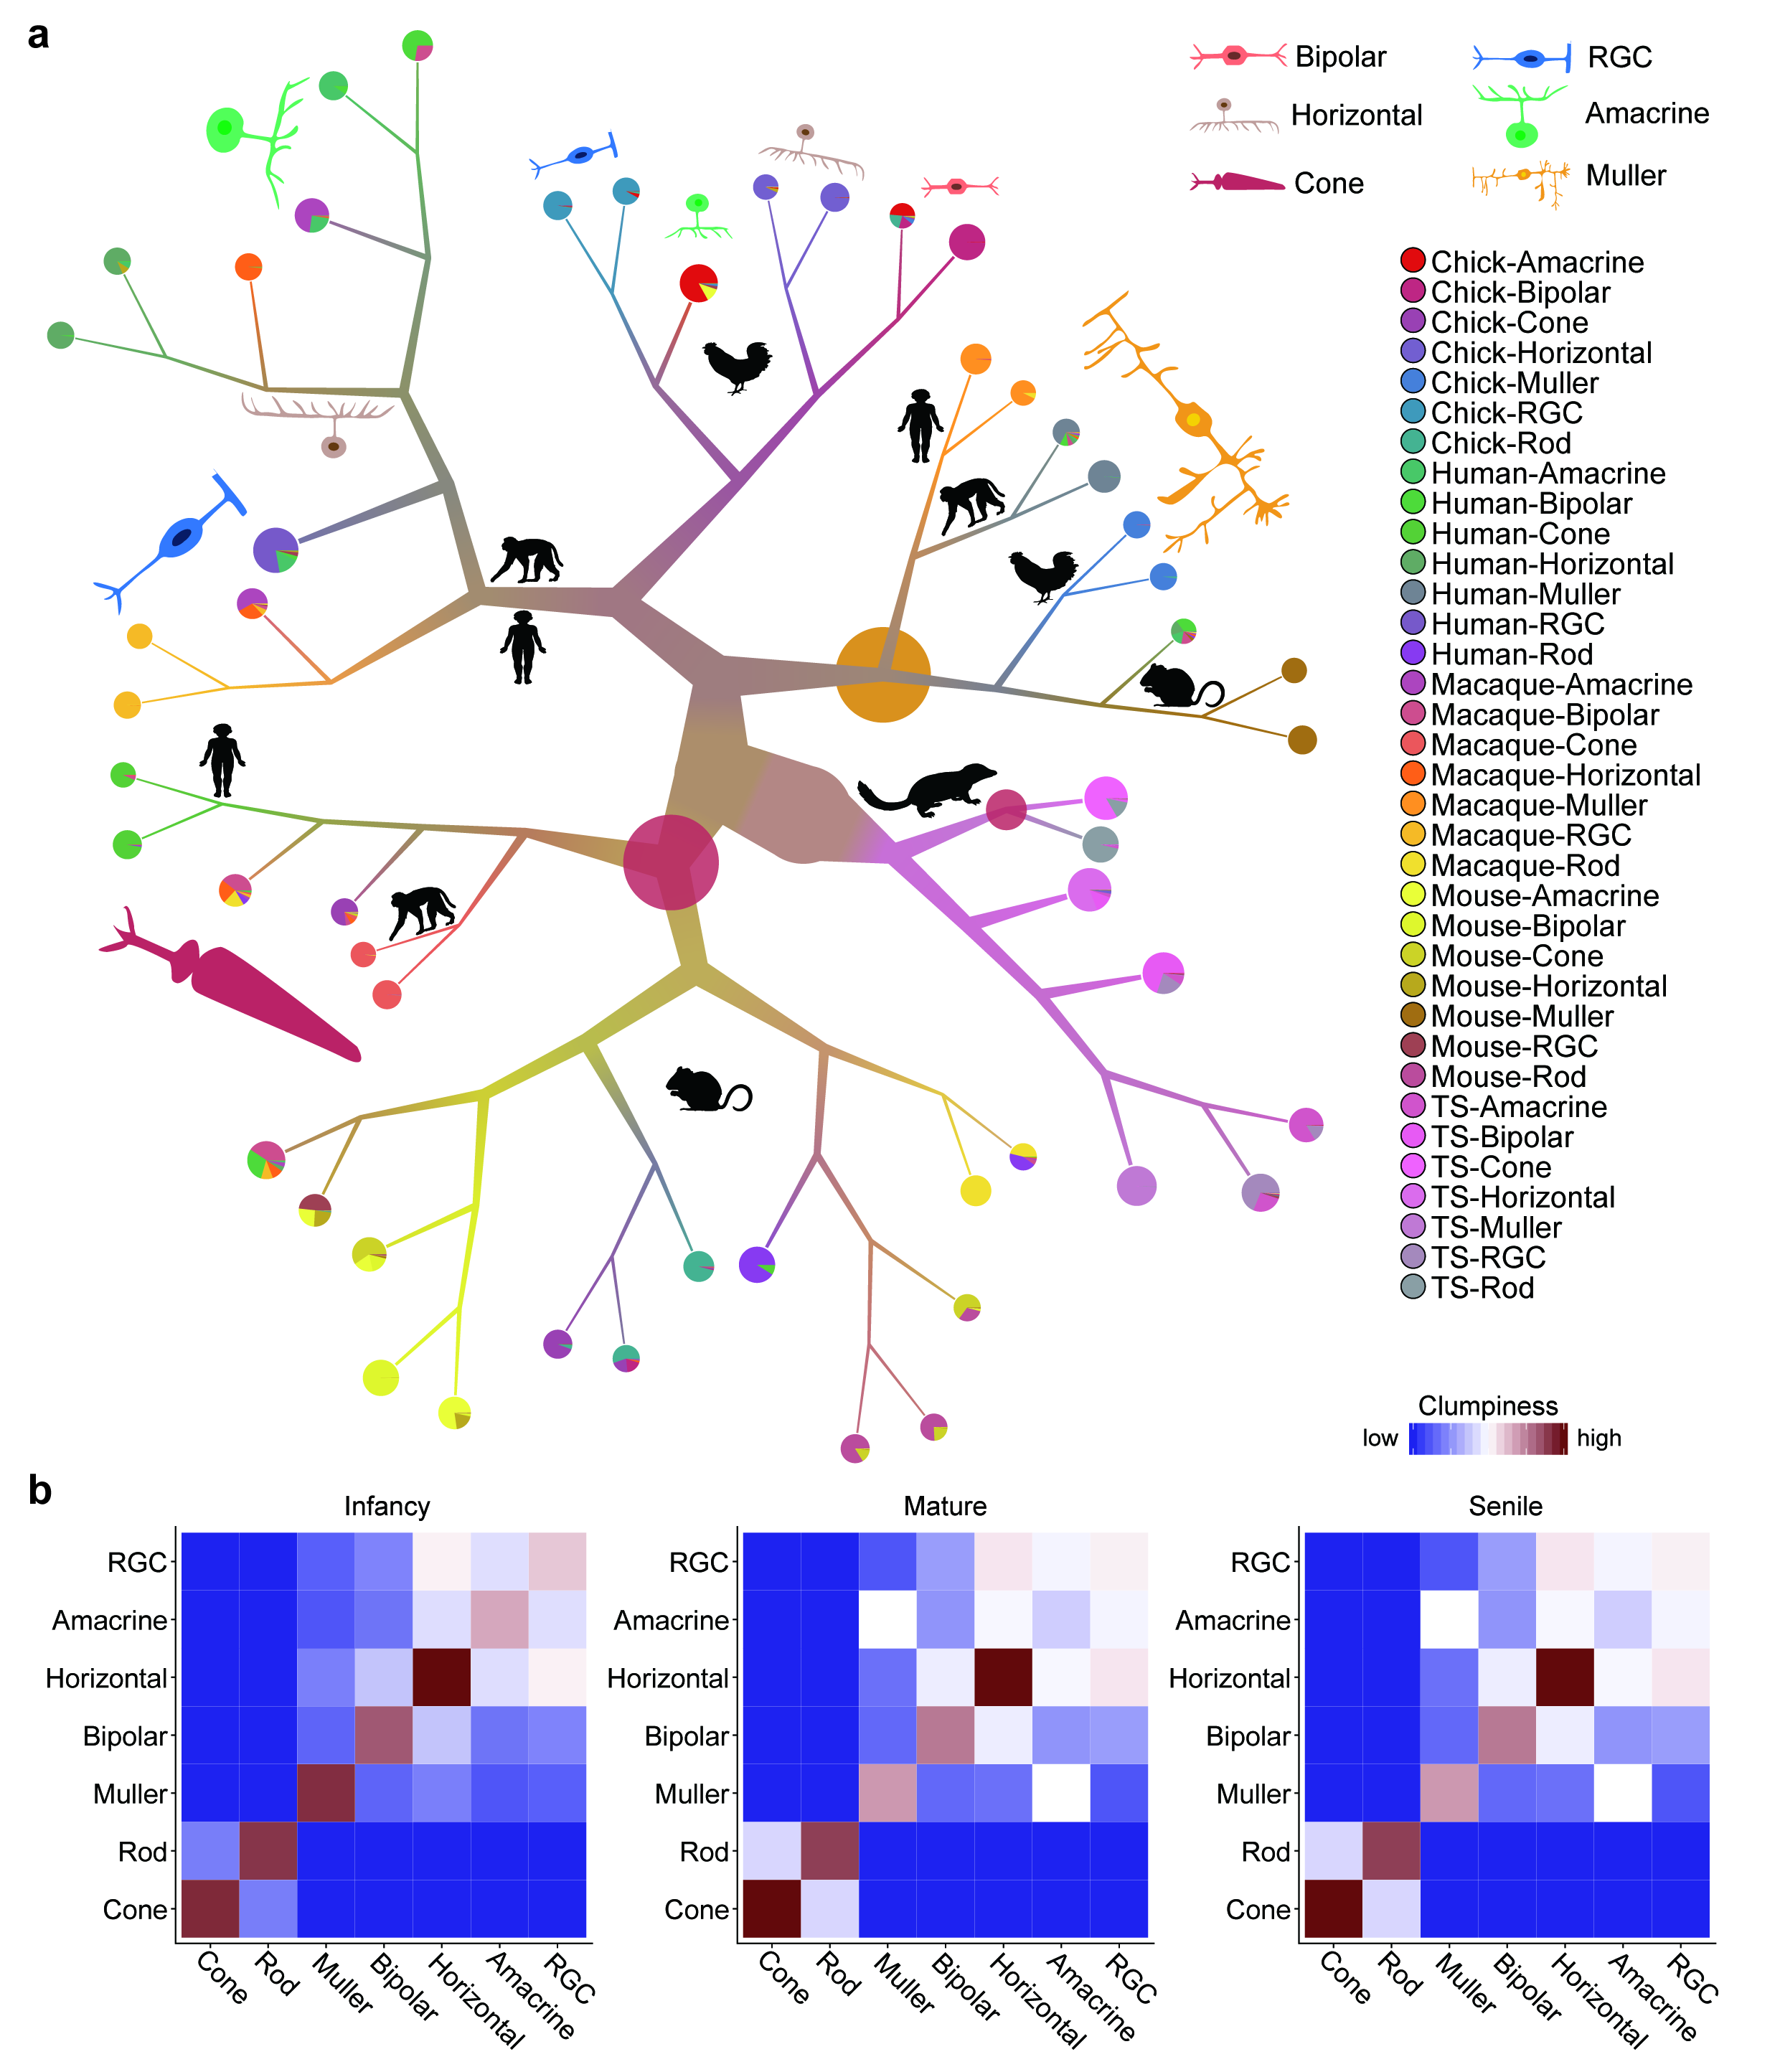

**Supplementary Fig. 7 Cross-species comparison of retinal cellular transcriptomes across different ages. a** TooManyCells tree shows relationships of single-cell clades across humans, macaques, mice, chicks, and TS retinal cell populations. **b** Heatmap shows clumpiness of the different cell types in the infant, mature and senile groups. Clumpiness: Parameters to quantify the degree of aggregation or colocalization of different cell populations. RGC: retinal ganglion cell; TS: tree shrews.

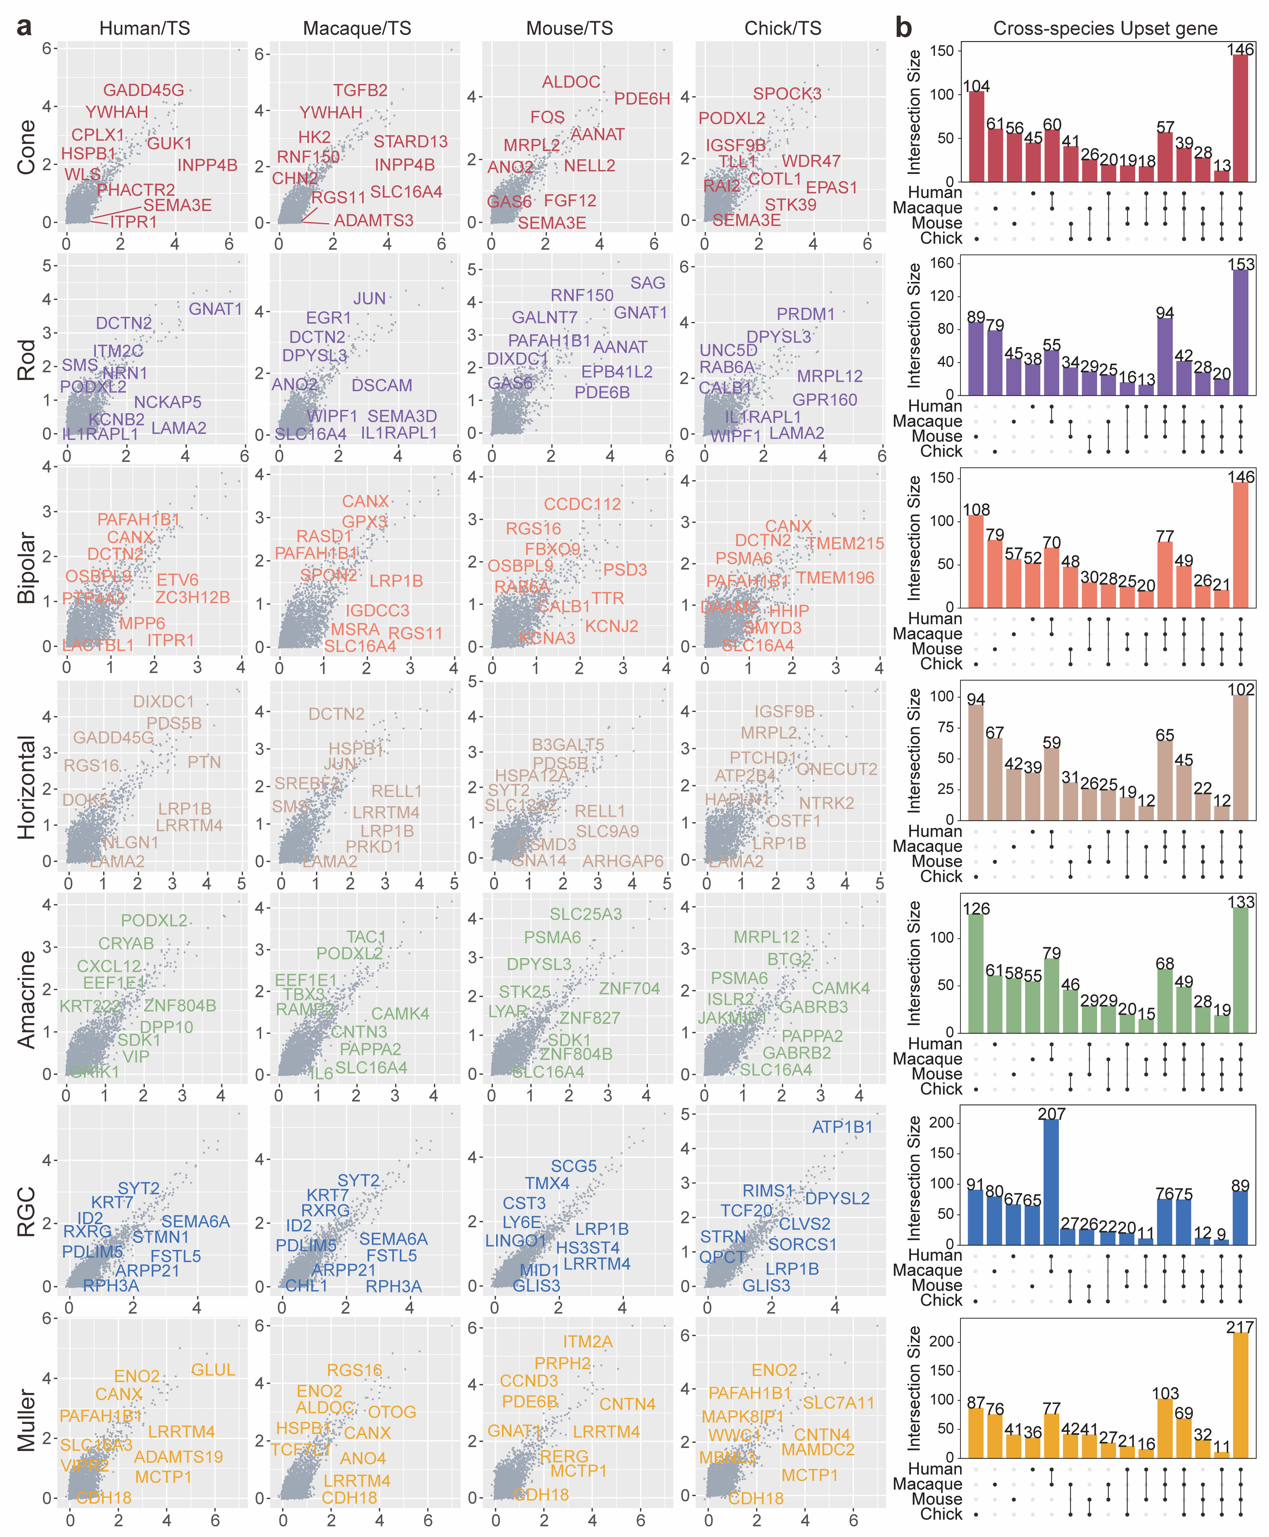

**Supplementary Fig. 8 Retinal single-cell transcriptome differences across different species. a** The volcano map shows the DEGs of different cell types in the humans, macaques, mice, chicks, and TS. **b** The cross-species cell specific DEGs. The dots on the abscissa represent the indicated species compared to TS. The number on the column chart represent the specific genes of TS as compared to the related species indicated by dots.

**Supplementary Fig. 9 Cellular communication of retinal cells across species. a** Networks display the intercellular communication of retinal cells across humans, macaques, mice, chicks, and TS. **b, c** Bar charts present the cross-species differences in the number and intensity of Secreted signaling and ECM-Receptor communication means in the retina. **d** The relative information flow of retinal cells by Secreted signaling and ECM-Receptor ways across different species. The red five-pointed stars represent important signalling in the TS retina cells. **e, f** Networks visualize the intercellular communication of retinal cells in *NEGR*, *EPHA*, *LAMININ*, *IGF* and *NT* signaling across humans, macaques, mice, and TS retinas. **g** The intensities of ligand-receptor pairs in the indicated cell types among different species. RGC, retinal ganglion cell; TS, tree shrews.

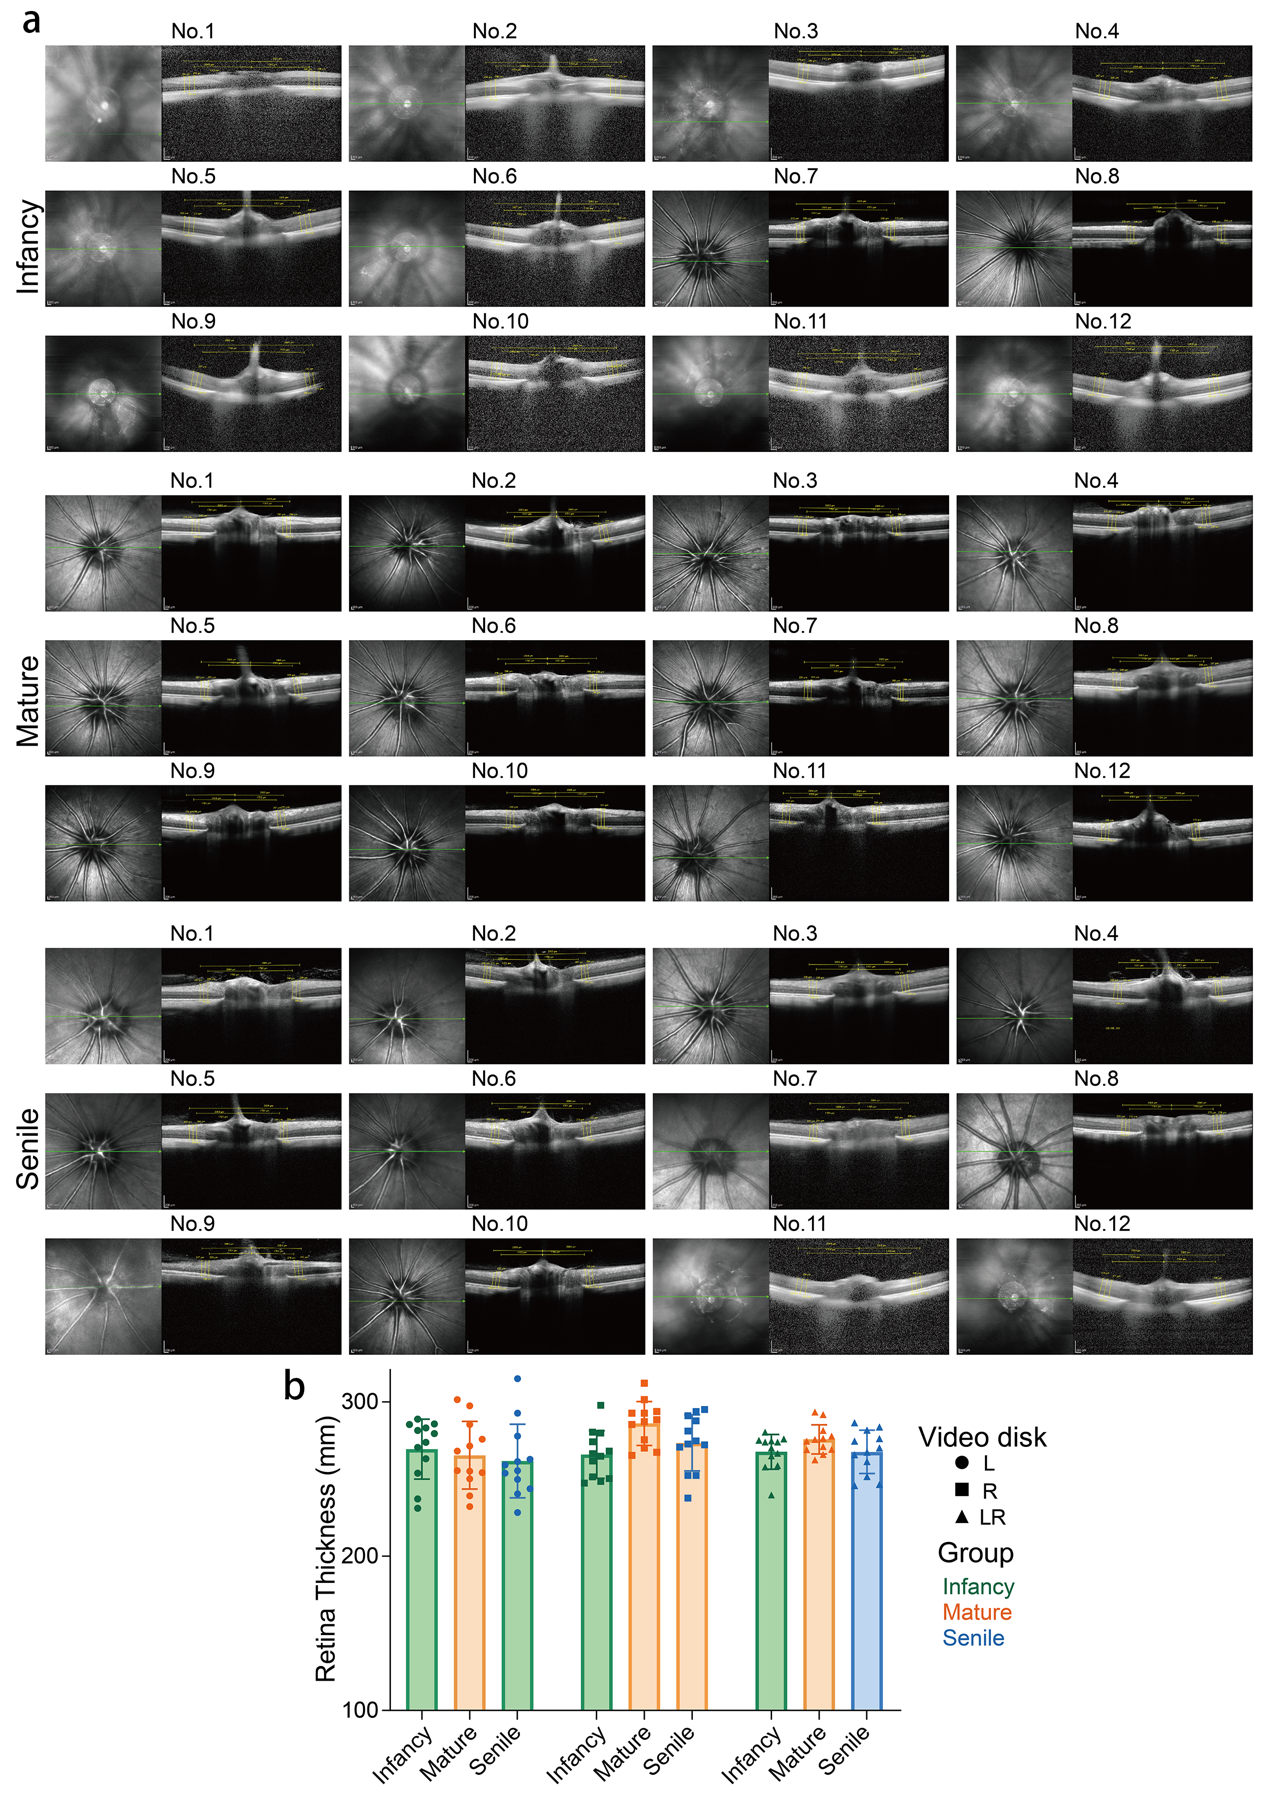

**Supplementary Fig. 10 The thickness of TS retina at different age groups. a** OCT images demonstrate the changes of retinal thickness in the infant, mature and senile TS. **b** Quantification histogram shows the retinal comparison among different age groups. Primary data are shown in the histogram, *n* = 12/group. Data was analyzed by one-way ANOVA. Error bars, standard error of mean. L, left optic disc; R, right optic disc; LR, mean of left optic disc and right optic disc.

**Supplementary Tables 1-12**

**Supplementary Table 1** The overall transcriptomic information and cell populations in the TS retina.

**Supplementary Table 2** Related information of photoreceptor cell subpopulations in the TS retina.

**Supplementary Table 3** Analysis of bipolar cells and their subtypes.

**Supplementary Table 4** Analysis of amacrine cells subtypes in the TS retina.

**Supplementary Table 5** Analysis of retinal ganglion cells subtypes in the TS retina.

**Supplementary Table 6** Analysis of horizontal cells subclasses in the TS retina.

**Supplementary Table 7** Analysis of glial cells subpopulations in the TS retina.

**Supplementary Table 8** Comparative analysis of cross-species transcriptome profiles.

**Supplementary Table 9** Age distribution of TS retina at different stages.

**Supplementary Table 10** Information of integrated snRNA-seq data from TS, humans, macaques, mice and chicks.

**Supplementary Table 11** List of homologous genes of all five species.

**Supplementary Table 12** Antibodies information used in immunostaining experiments.

How the deposited data were processed for this re-analysis (not part of the article)

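Nuclei of 15 TS retinas, 5 each of infant, mature and senile animals, had been profiled with the 10x Genomics platform, and the deposited files hold 1 matrix per retina. The authors aligned the reads to the TS_3.0 genome with Cell Ranger. The methods give a single version, v7.0, whereas the file headers give 6.1.2 for Infancy 1 to 3, Mature 1 and 2 and Senile 1 and 2 and 7.0.1 for the others. The authors called barcodes as nuclei and deposited raw UMI counts per gene and barcode, with no normalization and no further filter. Whether reads on introns were counted is not stated in the paper's text, and the default of the program differs between these versions. The matrices hold 83605 features, named as in the files. A marker that the files list only as numbered copies was represented by its most abundant copy. Antisense features and numbered copies share sequence with other features, so their values are uncertain.

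Stage and replicate come from the sample labels, and sex from the symbols of Fig. S1A. Senile animals were purchased from another institute than the one that provided infant and mature animals, so every comparison with the senile stage also compares sources. The libraries held 13429873 to 58734300 UMIs in 4269 to 9856 barcodes. All of the following was computed from these counts with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9, R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.

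Barcodes with more than 200 and fewer than 6000 genes and under 5% mitochondrial UMIs were kept. Doublets were called within each retina by the share of simulated doublets among the neighbours of a nucleus, following the principle of DoubletFinder, at 8 per 1000 for every 1000 nuclei. Counts were log-normalized per nucleus, 2000 variable genes were reduced to 30 principal components, the components were corrected by retina with an implementation of the Harmony method written for this purpose, and the Leiden method was run on 20 neighbours (seed 1). Among genes that the paper names at the claims, 23 took no part in the variable genes or the naming. ONECUT1 and ONECUT2, which help to name HCs, and the genes found by the edgeR fits were not kept out. Clusters were named from marker lists taken from the paper's text, figures and tables, with common retinal markers added, which were fixed before the data were examined. The thresholds for a detected marker, for a mixture of classes and for a leading subtype were set after the clusters had been seen. Named clusters were clustered again within each class, and finer clusters with markers of another class were set aside. When each nucleus was named by its highest marker score instead, 71.6% of 87872 nuclei named in both ways had the same class.

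Shares were taken over the named nuclei of a retina, or over the class for subtypes, and compared by 2-sided exact permutation of the retinas, with Benjamini-Hochberg adjustment over 9 classes or 31 subtypes. A share within a class was taken where a retina had at least 10 nuclei of the class, however few of the subtype, and shares of the classes over all retinas. In the tests of genes, markers and scores a class or subtype entered for a retina from 10 nuclei on. For gene tests, counts were summed per retina and class and analysed with edgeR (TMM, filterByExpr, quasi-likelihood test) in a model of all 3 stages with sex, and Benjamini-Hochberg adjustment over the genes tested in the class. Genes named in the text are those the paper names at the claim. By a rule fixed beforehand they also comprise, per class, at most 5 genes up and 5 down with the largest log2 fold change among those past an adjusted p of 0.05 whose senile and infant retinas do not overlap and that reach 10 CPM in every retina of the higher stage; only some of these are printed. Gene lists of the paper's tables were tested with limma's fry, 2-sided, and with camera at a preset correlation of 0.01. Marker genes, disease scores and similarities were compared within retinas by 2-sided exact sign flips. For SOX5 and ONECUT1 the reference left out the other classes that the paper names for the gene, a departure from the design, which states all other classes (for ONECUT1 all but HCs); the reference of the design was run later as an alternative. Disease scores subtract 100 control genes per gene from 24 bins of expression and use a pseudocount of 1.

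The edgeR procedure was tested on simulated data drawn from these retinas with known fold changes: of 4-fold changes it found from 78.5% (BCs, 15019 genes run) to 92.3% (RGCs, 13990 genes), but 7.14% in microglia (1910 genes), with 0 to 13 false calls per class. In microglia, a low number of called genes therefore says little. Smaller changes were found less often. Over all simulated changes, 4-fold and smaller, the share found was 53.6% (astrocytes) to 69.4% (RGCs) in the classes other than microglia. A gene with a small change that did not pass is therefore weak evidence of no change.

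The alternatives comprised no doublet removal, a minimum of 500 genes, no correction by retina, a doubled resolution, naming by the highest score, other denominators, DESeq2, no filter on low counts, thinning to equal totals, a minimum of 30 nuclei, fits without sex or with only the compared stages, a replicate block, permutation within sex and each retina left out. Further alternatives, chosen after the data were seen, were comparisons within Cell Ranger versions or with the version in the model, Y-linked RNA in place of the sex label, camera with an estimated correlation, gene lists without doublet removal, and markers against the highest of all other classes. Where called doublets held most nuclei of a class, as for HCs in 4 retinas and microglia in 7, the class was left out or small in that retina. Enrichment of gene ontology terms, regulatory networks, cell communication, velocity and the comparison with other species were not analysed here. The results of 1 AC subtype, which stayed in the adjustment over 31 subtypes, are not reported here and were left out of the counts of alternatives.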

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

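Of the tests below, those of free RNA from a single class and of chance among many groups were stated before their results were seen, as was that of reads moving between copies, whose measure was changed after its result was seen; the tests of glial names, the Cell Ranger version, the sex label, lens RNA, age within the stages and RNA carried over were chosen only after the result was seen.

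Genes outside those the paper discusses rose with age in many cell classes at once. In the edgeR fits, 124 genes were higher in senile than in infant retinas in 3 or more of the 9 classes, and 5 were lower (CRYAA, IGF2BP2, IGF2BP2-AS-4, LINC-STAU2-1 and SLCO1C1). The fall of CRYAA, a lens crystallin gene, rested on Infancy 4 and Infancy 5 (2114 and 451 CPM over named nuclei), which held lens RNA. Infancy 1 to 3 had at most 0.154 CPM, below Senile 4 and Senile 5 (16.1 and 8.00 CPM). In any class 450 genes were higher and 156 lower. Of the 124, 65 were numbered copies of a gene, 29 LINC features, 19 antisense features and 2 single genes. The rest were of none of these kinds. Most of the 124 are therefore features whose counting is uncertain. With 1 retina left out, the number ranged from 106 (without Senile 5) to 146 (without Mature 3); DESeq2 gave 149, no filter on low counts 286 and thinning to equal totals 28. Between mature and infant retinas 62 genes were higher in 3 or more classes. Between senile and mature retinas the number was 0 with edgeR, where 6 genes were called in any class, and 2 with DESeq2. No filter on low counts gave 49 higher and 43 lower, with 855 genes called in any class. In cones, BCs, ACs, RGCs and Müller cells, the mature level lay between the others for 88.2% to 97.2% of all genes called higher in the class, in however many classes.

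Several technical explanations were tested for these genes. A split of the same retinas by Cell Ranger version gave 0 genes with edgeR at the adjusted threshold in each of the 7 classes that could be split so. At an unadjusted p below 0.05 it gave 133 (astrocytes) to 2168 (ACs) genes. Among infant and senile retinas, all of the older version are labelled female and all of the newer version but Senile 3 male. With sex in the model this split has little power, so nothing is concluded from it. With the version in the model 127 genes were higher in 3 or more classes; of the 129 genes that moved in either direction, 126 were shared. With Y-linked RNA in place of the sex label 99 genes remained higher in 3 or more classes. If the RNA came free from a single class, the genes would be far lower in the others; in the lowest of 5 large classes the median level was 37.9% of that in the highest, against 1.08% for 29 class markers. Apart from the split, these values argue against each of these 3 as the whole cause. Reads moving between near-identical copies stay open: the sum over all copies of a symbol would then not rise. By the measure first used, a rise of any size, it rose in 85.7% or more of the symbols with a risen copy, which would argue against this explanation; by the stricter measure adopted later it was called up in 39.3% to 61.1% of the symbols with a risen copy over 5 classes and called down in 0, but by a median of 0.34 to 1.02 on the log2 scale where the copies rose by 2.34 to 3.49, and the risen copy is part of the sum. Depth was tested only by thinning, which also removes power. A genome difference between animals, GC content, feature length and differences between library preparations that were not recorded per retina were not tested. Age, the difference named by the design, stays open and was not tested apart from the stages themselves. According to the paper, senile animals came from another source than infant and mature ones. Age and source therefore cannot be told apart in comparisons with the senile stage. The 62 genes higher in mature than in infant retinas in 3 or more classes do not involve that difference of source.

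Lens crystallin RNA, of which the paper names CRYBB2 in rods as a gene related to retinal development, made up 2.22% of the UMIs of named nuclei in Infancy 4, 1.06% in Mature 4, 0.458% in Infancy 5 and 0.0186% in Senile 4, and at most 0.0059% in each other retina. Within the first 3 of these retinas the lens UMIs per nucleus differed between classes by at most 2.29-fold (in Infancy 5), where total UMIs per nucleus differed by 4.53-fold. RNA of lens cells free in the nuclei suspension, which would reach each nucleus alike, is a candidate explanation. It is not explained by Cell Ranger version, since 5 libraries of the newer version had less than 1% of the highest share. Nor does age account for it, since 3 infant retinas had less than 1% of the highest infant share. No biological explanation was tested.

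Y-linked RNA was present in 5 retinas that Fig. S1A marks as female and in 2 marked as male, at 113 to 151 CPM, and stayed at or under 0.118 CPM in the 8 others. It went against the label in 9 of 15 retinas. KDM6A and KDM5C were lower in each retina with Y-linked RNA (at most 171 and 25.4 CPM) than in each without (at least 205 and 31.6 CPM). Since sex was read here from symbols of a figure, the sex of that figure may have been entered for other animals, with which the 9 retinas are consistent. Another order of its symbols within a stage cannot be the whole cause, since the figure marks 2 males in each stage and 3 senile retinas and 7 in all held Y-linked RNA. RNA carried over between libraries would give a small share of the level of a male retina, but the lowest level with Y-linked RNA was 75.0% of the highest. The retinas are therefore named by the labels throughout, and the sex covariate of the edgeR fits rests on them.

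Single retinas lay far from the 4 others of their stage in 9 of 167 groups of values, or 5.39%, where chance gives about 1 in 20 (8.35 expected, binomial p = 0.457, 1-sided). Astrocytes made up 5.11% of the named nuclei in Senile 5, against 0.184% to 1.58% in the other senile retinas. A naming effect is a candidate explanation of this share: 370 of its 402 astrocytes were named Müller cells without doublet removal, and in the levels of both marker lists these 370 stood 93.9% of the way from the astrocytes to the Müller cells of that retina. The same markers serve to name clusters, so this comparison is not independent of the names. Mature 5 had an S-cone share of 1.52% among photoreceptors (others 4.73% to 5.72%) and 4269 barcodes (others 8243 to 9513). The ON_BC share was 24.3% in Senile 4 (others 19.1% to 20.2%), the FAT4+ share of ACs 3.18% in Infancy 5 (others 4.33% to 4.66%) and the RELN+ share of ACs 0.607% in Mature 4 (others 1.53% to 1.75%). No C10 nucleus, 0% of the RGCs, was found in Infancy 5 (others 5.76% to 7.25%). CADM2 stood at 1963 CPM in the L-cones of Mature 2 (others 2759 to 3032 CPM), and CRYBB2 at 17.2 CPM in the rods of Mature 5 and at 0 in the other mature retinas with at least 10 rods. The number of such groups is consistent with chance, and no case but the astrocytes of Senile 5 was tested further; Infancy 5, Mature 4 and Mature 5 also held few RGCs.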

How the results depend on the processing

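Comparisons within Cell Ranger versions or with the version in the model, fits with Y-linked RNA in place of sex, camera with an estimated correlation, the gene lists without doublet removal and markers against the highest of all other classes were tests chosen only after the results were seen; the other alternatives and the tests below were set before the data were examined. Values under an alternative are given for results that changed direction or side of the threshold, and the cause was not tested unless stated.

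Of 81 values of the class shares under the alternatives (senile minus infancy, 9 classes), 73 kept their direction, and none of the 81 passed the adjusted threshold of 0.05. The other 8 reversed. Without doublet removal the difference was -0.352 points for astrocytes and -0.00931 for microglia. With more than 500 genes per nucleus it was -0.518 for astrocytes, without the correction by retina -0.495, within Cell Ranger versions -0.112, and over all nuclei passing the filters -0.00356 for astrocytes and -0.523 for Müller cells. Naming by the highest marker score gave -0.214 for HCs. With 1 retina left out, the rod share ranged from -0.320 (without Infancy 4) to 0.128 (without Infancy 5), the Müller share from -0.934 (without Senile 4) to 1.68 (without Senile 5) and the astrocyte share from -0.672 (without Senile 5) to 0.626 (without Infancy 4); 84 of the 90 such values over all classes kept their direction.

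Of 209 values of 30 subtype shares, 193 kept their direction and 16 reversed; none passed the adjusted threshold. Without doublet removal the reversed differences were 0.936 points for Cone_OFF and 0.277 for DSCAM+ BCs, 0.733 for C0 and 0.412 for C2 RGCs, and among glia 5.31 for Müller cells, -4.26 for astrocytes and -1.05 for microglia. More than 500 genes per nucleus gave 0.0359 for Cone_OFF BCs, 0.104 for TAC1+ ACs, 4.31 for Müller cells and -7.13 for astrocytes among glia. No correction by retina gave 3.42 for Müller cells and -7.52 for astrocytes among glia, the doubled resolution 0.685 for C0 RGCs, and the comparison within Cell Ranger versions 0.0409 for TAC1+ ACs and -1.24 for astrocytes among glia. ERBB4+ BCs have no value without doublet removal, since no cluster was named so under that setting.

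With 1 retina left out, 30 of 300 subtype values reversed. The ranges of the subtypes concerned were -0.991 to 0.880 for Cone_OFF, -1.18 to 1.25 for DSCAM+ and -0.447 to 0.858 for ON_BC cells among BCs. Among ACs they were -0.259 to 4.24 for GABA+, -1.87 to 0.121 for GlyT1+, -3.60 to 0.430 for NFIB+, -0.297 to 0.00530 for RELN+ and -0.620 to 0.134 for TAC1+ cells. Among RGCs they were -1.14 to 0.209 for C0, -1.02 to 0.543 for C2, -1.92 to 0.738 for RUNX1+ and -1.17 to 0.640 for C10, and among glia -8.93 to 4.04 for Müller cells and -9.28 to 5.80 for astrocytes. Senile 5 set the direction of both glial shares, which were 4.04 and -9.28 without it.

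The fall of Rod_ON cells from infancy to senility kept its direction in all 7 alternatives and with each of 10 retinas left out, but not its side of the unadjusted threshold of 0.05. It was -2.73 points without doublet removal (exact permutation p = 0.103), -4.96 with more than 500 genes (exact p = 0.0556), -3.72 without the correction by retina (exact p = 0.0556), -3.96 with permutation within sex (exact p = 0.05) and -3.84 within Cell Ranger versions (exact p = 0.09); the doubled resolution alone kept it (exact p = 0.0238). With 1 retina left out it ranged from -4.90 (without Senile 5) to -2.51 (without Senile 4), and it passed the threshold in 4 of the 10. The difference of FOXP2+ RGCs between senile and mature retinas was not called under any of the 7 alternatives and ranged from 1.29 (without Mature 5) to 3.79 (without Mature 4, exact permutation p = 0.0317). The rise of ON_BCs from infancy to the mature stage was called under 6 of 7 alternatives and with each of 10 retinas left out.

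Replicate numbers are shared between the stages, but the paper does not say that a number marks a shared animal, litter or day. Deviations from the stage means correlated across genes from -0.480 to 0.635 between retinas of the same number, over 0.1 in 12 or 13 of 15 pairs depending on the class (cones, BCs, ACs, RGCs and Müller cells), with medians of 0.211 to 0.390, and different numbers had medians of -0.102 to -0.238. Retinas of the same number were thus more alike, but not every pair was over 0.1, as a pairing was required to be, and numbers 1 and 2 have the older and 4 and 5 the newer Cell Ranger version in each stage; the numbers were not taken as a pairing. With the replicate block the difference was 1.83 points for ON_BCs (exact sign-flip p = 0.0625) and -3.96 for Rod_ON cells (exact sign-flip p = 0.125). The smallest p that 5 pairs allow is 0.0625, so this test cannot pass 0.05. In the edgeR model the block left 8 genes in astrocytes and 0 in microglia, and 108 genes higher in 3 or more classes.

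Marker genes kept their direction and call with each retina left out (198 values). Against the mean of the classes used as reference, differences that lay below the highest of them turned positive: 3.16 for SOX5 in RGCs, 3.11 in Müller cells and 3.01 in BCs, 1.31 for ONECUT1 in ACs, and 0.23 for HDAC2 and 0.19 for ATF2 in ERBB4+ cells. That follows from the lower reference. Against the highest of all other classes, which the design states but which was run only later, ONECUT1 in ACs became called at -3.61 (exact sign-flip p = 6.1e-05), since RGCs then belong to the reference; SOX5 in its 4 classes and ONECUT1 in RGCs kept direction and call. With means of normalised values per nucleus, SOX5 in RGCs was at -0.0683 and in Müller cells at -0.14, neither called any longer, ONECUT1 in ACs at 0.00390, HDAC2 at 0.0158 and ATF2 at 0.0580.

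Disease scores of rods against L-cones kept direction and call in 15 alternatives and 55 values with a retina left out. The glaucoma score of SPP1+ RGCs was called with log2(CPM + 10) (0.0160, exact sign-flip p = 0.0366) and without doublet removal (0.0240, exact sign-flip p = 0.0396), and reversed without control genes (-0.158). Between senility and infancy, the rods' score fell without doublet removal for RP (-0.380) and CSNB (-0.319), each with an adjusted p of 0.0397 from the exact permutation; within Cell Ranger versions it was 0.00819 for CSNB, and the color blindness score of L-cones -0.00829. Leaving out a retina gave -0.0721 to 0.0149 for CSNB and -0.0353 to 0.0191 for color blindness. The 2 similarities kept direction and call under 3 alternatives each and with each retina left out.

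The number of genes that differ between senile and infant retinas stayed within a factor of 1.5 in 46 of 90 alternatives. No filter on low counts gave 803 genes in cones, 76 in rods, 713 in BCs, 110 in HCs, 569 in ACs, 556 in RGCs, 455 in Müller cells, 139 in astrocytes and 18 in microglia. DESeq2 gave 414 in cones, 30 in rods, 352 in BCs, 33 in HCs, 368 in ACs, 211 in Müller cells, 35 in astrocytes and 36 in microglia. Thinning each retina to the lowest total of its class, which lowers the depth, gave 142 in cones, 6 in rods, 68 in BCs, 6 in HCs, 159 in ACs, 5 in RGCs, 42 in Müller cells, 0 in astrocytes and 0 in microglia; the totals were then 1073385 UMIs in cones, 111679 in RGCs and 10639 in astrocytes. Depth therefore limits the number of genes found in these classes. Y-linked RNA in place of sex gave 11 in rods, 5 in HCs, 5 in astrocytes and 0 in microglia, and the Cell Ranger version in the model 30 in HCs and 0 in microglia. The fit without sex gave 8 in HCs and 0 in microglia, that with only 2 stages 34 in HCs, 5 in astrocytes and 16 in microglia, that with at least 30 nuclei 7 in HCs and 12 in microglia, and no doublet removal 26 in rods, 39 in astrocytes and 3 in microglia.

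With 1 retina left out the count stayed within that factor in 92 of 121 fits. It ranged from 10 (without Senile 5) to 24 (without Mature 3) in rods, 7 (without Infancy 2) to 40 (without Mature 3) in HCs, 86 (without Infancy 4) to 149 (without Mature 3) in Müller cells, 5 (without Infancy 4) to 23 (without Mature 1) in astrocytes and 0 (without Mature 2) to 21 (without Mature 5) in microglia. In microglia 260 genes had an unadjusted p under 0.05, and DESeq2 called 36, where edgeR called 1. Where edgeR called 0 genes, 11 of 119 tested had an unadjusted p under 0.05 in thinned astrocytes, and in microglia from 91 (thinned) to 272 (without Senile 1).

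For genes the paper names, 163 of 181 values kept direction and call, 7 became called and 11 reversed. None of the reversed values was called. Without doublet removal EFNB2 (senile minus infancy) was at 0.0415, EPHA4 (senile minus mature) at 0.00660 and MAML2 at -0.0396. Y-linked RNA in place of sex gave 0.17 for EFNB2, 0.10 for EPHB1 (senile minus mature, -0.67 with the sex label) and -0.0218 for MAML2. The Cell Ranger version in the model gave 0.18 for CST3 and 0.12 for THRB, thinning -0.10 for EPHB1 (senile minus infancy) and -0.00502 for MAML2, and no sex covariate 0.0130 for EFNB2.

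Leaving out a retina moved THRB from -0.11 to 0.14, MAML2 from -0.0386 to 0.0881, EFNB2 from -0.25 to 0.11 and EPHB1 from -0.52 to 0.42 (each senile minus infancy). INPP4B lost its call without 7 of the 15 retinas, with 0.68 without Infancy 4 (edgeR adjusted p = 0.0816), and DACH1 and CADM2 gained it without Senile 3 (0.68 and 0.57).

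Of the gene lists, those of rods and astrocytes kept their direction and call under all 7 alternatives of each, and with each retina left out. The L-cone list stood at 0.19 with camera's estimated correlation (p = 0.137) and at 0.14 without doublet removal (a fry p of 0.0713), and ranged from 0.15 (without Senile 4, a fry p of 0.0846) to 0.29 (without Senile 3), with 6 of 15 retinas whose removal took the p past 0.05. Camera with its preset correlation called the ERBB4+ list (0.0501), the Müller list (0.16) and the microglia list (-0.69), which fry and camera with an estimated correlation did not; without doublet removal, with all 5 infant retinas, fry called the microglia list (-0.31, a fry p of 0.00284). Leaving out Senile 3 gave the ERBB4+ list 0.0921, called, in a range from 0.0247 (without Senile 4); the Müller list ranged from 0.13 to 0.21 and the microglia list from -0.81 to -0.55, each called by fry only without Mature 4. The number of nuclei kept was 119765 without doublet removal and 108889 with more than 500 genes.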

Differences from the paper's values

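Every comparison here uses retinas as units, whereas the paper's tests of gene expression used nuclei (MAST); shares depend on names rebuilt from the counts, and a difference may come from them. Of 18 values in the paper's text that could be compared, 6 differ by the rule used (beyond the spread and by more than 1.5-fold, or in sign for correlations), and of 96 from its supplementary tables 16 do. The 6 from the text are numbers of clusters and p-values, which rest on other settings and tests than the paper's. Settings called alternatives were set before the data were examined.

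All nuclei formed 110 clusters here and 29 in the paper, BCs 46 and 17 in the paper, ACs 68 and 28 in the paper, and RGCs 39 and 11 in the paper. Such counts depend on the clustering resolution. Only the resolution used and its double were tried, so the counts do not show a disagreement. Each alternative tried also differs: all nuclei formed 107 clusters without doublet removal, 113 with more than 500 genes, 108 without correction by retina and 142 at the doubled resolution, BCs 37, 40, 41 and 60, ACs 69, 72, 69 and 81, and RGCs 38, 38, 43 and 44, in the same order.

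The paper compared stages by ANOVA on nuclei normalized to the total of each individual. Its p-values thus come from another test and another denominator than those here, so a gap alone shows no disagreement. For the share of Rod_ON cells, senile against infant, the exact permutation p was 0.0397 and the paper's p is 0.019. The doubled resolution (p = 0.0238 by the exact permutation) no longer differs; no doublet removal (0.103), more than 500 genes (0.0556), no correction by retina (0.0556), permutation within sex (0.05) and the replicate block (0.125) do. For FOXP2+ RGCs, senile against mature, the exact permutation p was 0.222 and the paper's p is 0.018. All alternatives differ: no doublet removal gave 0.302, more than 500 genes 0.310, no correction by retina 0.0635, the doubled resolution 0.333, permutation within sex 0.217 and the replicate block 0.313. Without Mature 4 the exact permutation p was 0.0317, a call at 0.05 like the paper's.

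Among ACs, GlyT1+ cells made up 13.9% of infant, 15.2% of mature and 12.8% of senile nuclei, and the paper's values are 22.0%, 22.8% and 19.9%. The infant value does not differ with more than 500 genes (14.9%), and the mature value not with no doublet removal (15.2%), more than 500 genes (16.0%) or no correction by retina (15.3%); the other alternatives differ, and for the senile value all do. RELN+ cells made up 1.58%, 1.41% and 1.37%, and the paper's values are 3.54%, 2.71% and 2.74%; all alternatives differ. TAC1+ cells made up 3.48% of mature ACs, and the paper's value is 5.72%. That value does not differ without doublet removal (3.82%), with more than 500 genes (3.89%) or at the doubled resolution (3.85%), but differs without correction by retina (3.57%).

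Among RGCs, C3 cells made up 14.95% in infancy and 13.4% in senility, and the paper's values are 9.74% and 8.67%. Without doublet removal (13.9% and 12.4%) and with more than 500 genes (14.4% and 12.4%) these do not differ, and under the other alternatives they do. FOXP2+ cells made up 6.07% and 6.84%, and the paper's values are 9.35% and 11.0%. No doublet removal (8.59% and 8.72%) and the doubled resolution (8.66% and 8.75%) do not differ for either, no correction by retina (6.36%) does not for infancy but does for senility, and more than 500 genes differs for both. C10 cells made up 5.45% of mature and 5.05% of senile RGCs, and the paper's values are 2.98% and 3.35%. They do not differ without doublet removal (4.59% and 4.82%), with more than 500 genes (4.80% and 4.84%) or without correction by retina (4.86% and 4.85%), and they differ at the doubled resolution.

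Microglia made up 3.80% of infant glia, and the paper's value is 9.12%; the value does not differ without doublet removal (10.0%), and the other alternatives differ. The Spearman correlation across genes was 0.276 between Müller cells and microglia and 0.299 between astrocytes and microglia, and the paper's values are -0.234 and -0.199. All alternatives differ, with 0.593 and 0.562 over all genes among them.

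The paper states that cones and RGCs tended to increase and BCs and glia to decrease with age. Over senile and infant retinas the cone share differed by 9.13 points (exact permutation p = 0.0794) and the RGC share by 1.38 (exact permutation p = 0.50). Within Cell Ranger versions, a setting chosen after the values were seen, both passed an unadjusted 0.05 (exact permutation p = 0.02 each, adjusted p = 0.09). Cones also did so with permutation within sex (p = 0.0333 by exact permutation) and without Senile 4 (10.9 points, exact permutation p = 0.0397) or Senile 5 (11.7 points, exact permutation p = 0.0238). The BC share fell by 10.6 points (exact permutation p = 0.0556), and by more without Senile 5 (-14.4 points, exact permutation p = 0.00794). Without Senile 2, which had the largest cone share and the smallest BC share of the senile retinas, both differences are smaller. No class passed the adjusted threshold in any of these. The glial shares did not fall (0.711 points for Müller cells, 0.143 for astrocytes, 0.408 for microglia), but fell for Müller cells over all passing nuclei (-0.523) and without Senile 4 (-0.934). For astrocytes they fell without doublet removal (-0.352), with more than 500 genes (-0.518), without correction by retina (-0.495), over all passing nuclei (-0.00356), within Cell Ranger versions (-0.112, chosen after seeing the values) and without Senile 5 (-0.672). For microglia they fell without doublet removal (-0.00931). The paper states a fall of rods among photoreceptors, which was -3.87 points here (exact permutation p = 0.492) and -6.48 without doublet removal (exact permutation p = 0.0238). With doublets removed and Infancy 5 left out, the fall was -0.136 points (exact permutation p = 0.952). The paper also states a rising trend of ERBB4+ BCs, here 3.46 points (exact permutation p = 0.143). The difference was 5.95 points with more than 500 genes (exact permutation p = 0.0476), 4.65 without Senile 3 (exact permutation p = 0.0159) and 1.31 without Senile 2 (exact permutation p = 0.278).

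The paper names THRB, MAML2, DACH1, INPP4B and CADM2 as raised in senile L-cones. THRB changed by -0.03 and MAML2 by 0.01. DACH1 (0.56, edgeR adjusted p = 0.0583) and CADM2 (0.48, edgeR adjusted p = 0.0904) rose without passing 0.05 over all genes; both passed with DESeq2 (adjusted p = 0.00935 and 0.0198), with no filter on low counts (edgeR adjusted p = 2.8e-04 and 5.8e-04) and without Senile 3 (edgeR adjusted p = 0.00392 and 0.0135), and DACH1 with the Cell Ranger version in the model (edgeR adjusted p = 0.0189), chosen after the values were seen. It names CLUL1, CRYBB2, AUTS2 and RNF2 as lowered in senile rods. None passed 0.05 over all genes in edgeR (-0.60 for CLUL1, -0.63 for AUTS2, -0.66 for RNF2, and CRYBB2 untested), but CLUL1 (-0.80, edgeR adjusted p = 8.1e-05) and AUTS2 (-0.84, edgeR adjusted p = 0.010) did with no filter on low counts.

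For SOX5, ONECUT1, HDAC2 and ATF2 the paper relied on maps of transcription factor regulation. Such maps were not rebuilt, and the RNA levels below are another measure. The paper gives SOX5 as shared by RGCs, Müller cells, astrocytes and BCs. Its level was higher in ACs (689 CPM) than in RGCs (435 CPM), Müller cells (434 CPM) and BCs (398 CPM); against the highest of the 5 classes outside these 4 the last 3 stood at -0.69, -0.74 and -0.84, against the mean of those 5 at 3.16, 3.11 and 3.01, and against the highest of all other classes, chosen after the values were seen, at -1.24, -1.29 and -1.39. ONECUT1, which the paper gives as transcribed in RGCs, ACs and HCs, stood in ACs at -0.21 against the highest of the 6 classes outside these 3, at 1.31 against their mean, and at -3.61 against the highest of all classes but HCs, chosen after the values were seen. The paper gives HDAC2 and ATF2 as specific to ERBB4+ BCs, where they stood at -0.09 and -0.03 against the highest other subtype; against the mean of the others they were called (0.23, exact sign-flip p = 0.0455, and 0.19, exact sign-flip p = 0.00726).

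The paper states higher associations of cones with cone dystrophy and color blindness, above all in the mature and senile stages. The difference of rods to L-cones was largest in infancy, at -0.803 for cone dystrophy (-0.662 mature, -0.465 senile) and -0.330 for color blindness (-0.159 mature, -0.278 senile), and the L-cones' own scores differed between senility and infancy by -0.0865 and 6.2e-05. In the mature stage the L-cones' scores were above those of infancy, as the paper's statement would have it, at 0.533 against 0.452 for cone dystrophy and 0.308 against 0.246 for color blindness; this difference was not tested. It states a higher glaucoma score of α-RGCs at each period. The difference was 0.0151 (exact sign-flip p = 0.227) and by stage -0.0114 in infancy, 0.0483 in the mature and 0.0164 in the senile stage; it was called with log2(CPM + 10) (0.0160, exact sign-flip p = 0.0366) and without doublet removal (0.0240, exact sign-flip p = 0.0396). The paper states that the similarity of RGCs to ACs grows with age, by another index; the Spearman correlation across genes had a senile minus infancy difference of -0.0106 (exact permutation p = 0.222). PDE6H and CST3, which the paper names as changed in cones above all from the mature to the senile stage, had log2 fold changes of 0.00 and 0.91 (edgeR adjusted p = 0.998 and 0.668), and CST3 1.18 with the Cell Ranger version in the model (edgeR adjusted p = 0.454), chosen after the values were seen. EFNB2 and EPHB1, whose signaling the paper describes as weaker in senility, changed by -0.60 and -0.67 from the mature stage (edgeR adjusted p = 0.781 and 0.817), and EPHB1 by 0.10 with Y-linked RNA in place of sex, also chosen after the values were seen. For microglia the text gives 75 genes where Table S7 lists 76.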

Other observations

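The tests in this part, which concern other splits of the retinas, CRYBB2 in rods and missing HCs, were all chosen only after the result was seen.

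At a share of splits under 0.05, not corrected over the classes, chance can be excluded for the number of genes that differ between senile and infant retinas in 8 classes. Of the splits of these retinas into groups of the same sizes, with the mature retinas kept, only the real 1 gave as many genes in cones, BCs, ACs, RGCs, Müller cells and astrocytes (1 of 60 drawn in each), in rods (1 of 35) and in HCs (1 of 56). The most that any other split gave was 10 genes in rods, and 2 or fewer in the other classes. Microglia, with 2 infant retinas, were not tested in this way.

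The paper gives CRYBB2 among the genes that fell with age in rods. In Infancy 5, which held 1327 of the 1342 CRYBB2 UMIs of rods in retinas with at least 10 rods, its level in rods was 1.28 times that in the other classes of the same retina. Free lens RNA is consistent with that value; a fall of CRYBB2 within rods could neither be shown nor excluded with the rods of 3 infant retinas.

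No HCs were named in Infancy 5 and Mature 2. Without doublet removal 42 and 64 nuclei were named so, and 99.1% of them were called doublets, so that HCs called as doublets are a candidate explanation. At least 3 of the 5 HC markers were found in 75.2% of the removed nuclei, against 14.1% to 100% (median 64.3%) of the HCs kept in the 11 other retinas with at least 10, which argues against other nuclei as the source of most; the same markers serve to name HCs. Their median UMIs were 1.52 and 1.06 times those of all nuclei of the retina, against 0.699 to 1.34 for the kept HCs; how many are true doublets stays open. The 2 and 13 nuclei left in HC clusters after doublet removal were set aside at the finer clustering. Over all retinas doublets were called in 50.2% of the microglia named without doublet removal, 23.0% of the rods, 21.4% of the HCs and 11.4% of the astrocytes, but in 5.30% of cones and at most 1.21% of BCs, ACs, RGCs and Müller cells. Shares and gene counts of these small classes therefore depend on doublet removal.

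Several genes that the paper does not discuss changed from infancy to senility by the rule for named genes. In cones CSRNP3 (TSDBGID.3871) changed by -1.88 on the log2 scale (edgeR adjusted p = 1.4e-04). In rods GPM6A changed by -2.08, PTPRO by -1.81, XKR4 by -3.93, DNM3 by 3.66 and SLC26A4 by 3.62. In BCs CRYM changed by -2.76 and LUZP2 by -1.80. In HCs CDC14A changed by -2.49, LHFPL3 by -2.16, DCLK1 by -2.07 and SYT1 by -1.33. In Müller cells SLC35F1 changed by -4.30, ALCAM by -3.44 and DPYSL5 by -2.59, and in astrocytes MAMDC2 changed by 1.73 and COL9A1 by 0.96. Each passed an edgeR adjusted p of 0.05, and in each case every senile retina lay on the same side of every infant one.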
